# Transcriptomic and methylation analysis of susceptible and tolerant grapevine genotypes following *Plasmopara viticola* infection

**DOI:** 10.1111/ppl.13771

**Published:** 2022-09-21

**Authors:** Vanessa Azevedo, Loretta Daddiego, Maria Francesca Cardone, Giorgio Perrella, Lisete Sousa, Rita B. Santos, Rui Malhó, Carlo Bergamini, Antonio Domenico Marsico, Andreia Figueiredo, Fiammetta Alagna

## Abstract

Downy mildew, caused by the biotrophic oomycete *Plasmopara viticola*, is one of the most economically significant grapevine diseases worldwide. Current strategies to cope with this threat rely on the massive use of chemical compounds during each cultivation season. The economic costs and negative environmental impact associated with these applications increased the urge to search for sustainable strategies of disease control. Improved knowledge of plant mechanisms to counteract pathogen infection may allow the development of alternative strategies for plant protection. Epigenetic regulation, in particular DNA methylation, is emerging as a key factor in the context of plant–pathogen interactions associated with the expression modulation of defence genes. To improve our understanding of the genetic and epigenetic mechanisms underpinning grapevine response to *P. viticola*, we studied the modulation of both 5‐mC methylation and gene expression at 6 and 24 h post‐infection (hpi). Leaves of two table grape genotypes (*Vitis vinifera*), selected by breeding activities for their contrasting level of susceptibility to the pathogen, were analysed. Following pathogen infection, we found variations in the 5‐mC methylation level and the gene expression profile. The results indicate a genotype‐specific response to pathogen infection. The tolerant genotype (N23/018) at 6 hpi exhibits a lower methylation level compared to the susceptible one (N20/020), and it shows an early modulation (at 6 hpi) of defence and epigenetic‐related genes during *P. viticola* infection. These data suggest that the timing of response is an important mechanism to efficiently counteract the pathogen attack.

## 1 INTRODUCTION

Viticulture is one of the most important agricultural activities worldwide. In 2020, 7.3 million hectares were estimated to be cultivated as vineyards (OIV, 2021 ). The cultivated *Vitis vinifera* L. is highly susceptible to downy mildew, caused by the obligatory oomycete *Plasmopara viticola* (Berk. & Curtis) Berl. & De Toni, which significantly influences the plant lifespan, fruit quality and production quantity (Armijo et al., 2016; Boso et al., 2014; Brilli et al., 2018; Buonassisi et al., 2017; Eisenmann et al., 2019; Vezzulli et al., 2018). High amounts of pesticides are used during the growing season to control this disease, harbouring both environmental and health impacts. To promote a more sustainable approach to control this disease, efforts have been conducted to expand the knowledge of this interaction and breeding new cultivars resistant to *P. viticola* have become a promising approach. Therefore, a deeper knowledge of grapevine defence mechanisms is crucial to identify candidates for resistance introgression.

The grapevine defence system relies on intricate communication between host and pathogen, leading to broad physiological modulation and the activation of molecular layers of defence. Previous studies have shown that a broad modulation of transcripts, proteins, lipids and metabolites occurs in the first hours of interaction between grapevine and *P. viticola* (Buonassisi et al., 2017; Figueiredo et al., 2017, 2018; Fröbel & Zyprian, 2019; Laureano et al., 2018; Liu et al., 2020; Maia et al., 2019; Nascimento et al., 2019; Santos et al., 2020). Upon being challenged with biotic or abiotic stresses, plants can create a “memory” of the response obtained. This response is known as defence priming, and it can also be mediated by different epigenetic mechanisms (Espinas et al., 2016; Lämke & Bäurle, 2017; Laurell et al., 2022; Ramirez‐Prado, Abulfaraj, et al., 2018). Epigenetic modulation is known to regulate gene expression that leads to phenotypic plasticity aiming at plant adaptation and survival to external stimuli (Gallusci et al., 2017; Ramos‐Cruz et al., 2021; Xie et al., 2017; Yan et al., 2019). Epigenetic modifications may affect plant defence at a long‐term level contributing to a transgenerational inheritable defence strategy (Espinas et al., 2016; Lämke & Bäurle, 2017; Laurell et al., 2022; Ramirez‐Prado, Abulfaraj, et al., 2018; Xie et al., 2017).

In the context of plant–pathogen interactions, epigenetic modulation has been shown to impact the outcome of the host defence. Several mechanisms leading to epigenetic modifications have been described so far, including DNA methylation, chromatin rearrangement, histone modifications and the establishment of gene silencing through RNA interference (RNAi) (Barozai & Aziz, 2018; Espinas et al., 2016; Hoang et al., 2018; Ramirez‐Prado, Piquerez, et al., 2018; Ramos‐Cruz et al., 2021; Yan et al., 2019). Several studies on DNA methylation have been performed on different types of host–pathogens interaction (Huang & Jin, 2022). As an adaptive strategy to biotic stresses, plant DNA methylation may lead to a broad transcriptome reprogramming since the pressure on the different positions of the cytosine methylation patterns on different genomic regions could influence the plant defence gene response and furthermore obtain distinct responses (Ali et al., 2020; Brocklehurst et al., 2018; Deleris et al., 2016; Dowen et al., 2012; Espinas et al., 2016; Hewezi et al., 2018; Köhler & Springer, 2017; López Sánchez et al., 2016; Ramos‐Cruz et al., 2021; Zhi & Chang, 2021). López Sánchez and authors reported that Arabidopsis hypomethylated Nuclear DNA‐dependent RNA polymerase V *nrpe1* (from the RdDM pathway) and hypermethylated Repressor of Silencing 1 *ros1* (DNA demethylation pathway) mutants presented a resistant and susceptible phenotype, respectively, when infected with *Hyaloperonospora arabidopsidis* and the presence or absence of DNA methylation could affect Salicylic Acid (SA)‐dependent defence against the pathogen (López Sánchez et al., 2016).

Chromatin organisation is another important epigenetic mechanism (Alonso et al., 2019; Berr et al., 2012; Panigrahi et al., 2021; Ramirez‐Prado, Piquerez, et al., 2018) and its role in plant–pathogen interactions was also highlighted recently. Several chromatin remodelling complexes have been analysed to play a role in the immune defence system against biotic stresses (Alonso et al., 2019; Panigrahi et al., 2021; Ramirez‐Prado, Piquerez, et al., 2018). SWItch/Sucrose Non‐Fermentable (SWI/SNF) and/or SWI2/SNF2‐Related 1 Chromatin Remodelling (SWR1) complex subunits are some of the chromatin remodelers that have important functions in the defence system, as well as a regulatory impact on SA and Jasmonic Acid/Ethylene (JA/ET) pathways (Berriri et al., 2016; March‐Díaz et al., 2008; Panigrahi et al., 2021; Ramirez‐Prado, Piquerez, et al., 2018). Also, histone modification enzymes have been identified as influencers of the defence related networks, such as JA/ET, Abscisic Acid (ABA) and/or SA‐dependent pathways, which, therefore, could contribute to a resistance or susceptible phenotypic behaviour after the biotic stresses (Chen et al., 2020; De‐La‐Peña et al., 2012; Ding & Wang, 2015; Kim, 2021; Ramirez‐Prado, Piquerez, et al., 2018).

Another important epigenetic mechanism is the RNA‐directed DNA methylation (RdDM) which acts parallelly with other epigenetic mechanisms for plant development and defence response (Ali et al., 2020; López et al., 2011; Zhu et al., 2016). It is known that RdDM is involved in the DNA methylation and RNAi pathways as a plant defence mechanism, specifically reported in plant–viruses interactions (Erdmann & Picard, 2020). López and colleagues have observed that Arabidopsis mutant for several different components of the RdDM pathway (especially RNA Pol V), when infected with bacteria or fungi, presented a resistant and susceptible phenotype, respectively, and opposite regulation of the SA and JA pathways (López et al., 2011). Weiberg and colleagues identified, in *Botrytis cinerea* Pers.: Fr., small RNAs (sRNA) that silenced the plants RNAi machinery, specifically Argonaute 1, to undermine and weaken the host's immune defence system (Weiberg et al., 2013). Interestingly, the same research group reported that in RNAi transgenic *B. cinerea‐Dicer‐like* 1/2 (*DCL 1/2*) gene in Arabidopsis and tomato plants (without host DCL change) presented a lower disease manifestation and fungus *DCL* gene expression. It indicated that the hosts could counterattack pathogens through the same RNAi strategy, which might be a possible novel agronomic approach through RNA‐directed fungicides (Wang et al., 2016).

Epigenetic machinery has also been analysed as playing a role in the plant pathogen's development, pathogenesis and metabolism (He, Zhang, et al., 2020; Zhu et al., 2016). Interestingly, Chen and colleagues reported that DNA methylation marks on *Phytophthora* oomycetes (positioned at the N6‐methyladenine [6 mA]) were influenced by their lifecycle and important virulent elements (effectors and transposable elements [TE]), suggesting that the activation of these patterns could lead to pathogen adaptation to plant defence (Chen et al., 2018; Rojas‐Rojas & Vega‐Arreguín, 2021). Therefore, the DNA methylation mechanism influences plants and pathogens from an adaptive response perspective by expanding their phenotypical and genomic range for either organism's survival.

In grapevine, little is known about epigenetic regulation in the context of its interaction with pathogens, namely with *P. viticola*. To further understand the epigenetic regulation mechanisms underneath grapevine–*P. viticola* interaction, a 5‐mC DNA methylation analysis was done during the first hours of contact between grapevine crossing hybrids and *P. viticola*. We have further looked into epigenetic and defence‐related transcripts modulation during this interaction in order to characterise the main mechanisms behind grapevine response to the downy mildew pathogen.

## 2 MATERIALS AND METHODS

### 2.1 Evaluation of susceptibility levels to *P. viticola* infection

We performed both a leaf disc assay and an *in planta* test using three *V. vinifera* cultivars (Italia, Red Globe and Crimson seedless) and four new genotypes of *V. vinifera*, derived from the cross between cultivar Red Globe (female) and Regal seedless (male) (N20/020, N23/018, N20/012 and N20/029). We chose these cultivar/new genotypes because, in previous field observations conducted at the Consiglio per la ricerca in agricoltura e l'analisi dell'economia agraria, Centro di Ricerca Viticoltura ed Enologia (CREA‐VE) (Turi, Italy), they showed different susceptibility levels to *P. viticola* infections on bunches. Bunches of 115 new genotypes from the cross Red Globe × Regal Seedless (5 plants/genotype) were observed starting from the phenological phases BBCH 61 (time of beginning of bloom) to the phenological phase BBCH 71 (time of beginning of berry ripening). For each genotype, the Disease Incidence (DI%), calculated as the percentage ratio between the number of bunches showing symptoms and the total number of bunches, and the Disease Severity (DS%) were calculated. In particular, the severity of downy mildew (was evaluated by using an empirical 0‐to‐5 rating scale (where 0 = bunch without symptoms, 1 = bunch with a damaged surface between 5 and 20%, 2 = bunch with a damaged surface between 25 and 40%, 3 = bunch with a damaged surface between 45 and 60%, 4 = bunch with a damaged surface between 65 and 80%, 5 = bunch with a damaged surface between 85% and 100%) and the formula of Townsend‐Heuberger (Lo Scalzo et al., 2012). Collected data were subjected to Cluster Analysis using the K‐means algorithm and the different genotypes were divided into three different clusters based on the level of tolerance/susceptibility to downy mildew infections (Figure S1). Genotypes N23/018, N20/012 and Red Globe showed low levels of both DI and DS, in contrast to the genotypes N20/020, N20/029 and Regal seedless that showed high levels of both disease indices (Table 1).

**TABLE 1:** Percentage of disease incidence (DI) and severity (DS) of *P. viticola* infection in table grape varieties and crossings

Table grapes		Grape bunch (field observations)	Leaf (disc assay)	Leaf (in planta assay)
		DI/DS (%)	DI/DS (%)	DI/DS (%)
Varieties	Regal Seedless	90.5/74.0 C1	100.0 a/93.6 a	–/–
	Italia	21.5/1.6 C2	71.4 ab/64.2 bc	47.5 ab/27.1 ab
	Crimson Seedless	6.7/1.1 C2	100.0 a/85.7 ab	61.9 ab/15.6 ab
	Red Globe	37.1/12.6 C2	61.9 ab/52.4 bc	56.8 b/21.6 b
Crossings	N20/012	34.0/16.6 C2	62.0 ab/25.2 c	58.3 ab/19.4 ab
	N20/020	79.3/46.5 C1	85.7 ab/80.3 ab	51.5 ab/19.4 ab
	N20/029	76.0/47.9 C1	100.0 a/79.6 abc	35.0 ab/10.7 ab
	N23/018	38.3/19.1 C2	35.7 b/27.6 c	22.1 a/5.3 a

*Note*: Data on grapevine varieties and crossings derived from the cross ♀red globe × ♂regal seedless are reported. The grape bunch analysis of the entire cross population and its statistical assessment is reported in the Figure S1. Genotypes belonging to C1 cluster showed higher susceptibility to *P. viticola*, compared to C2 (lower susceptibility), as assessed by cluster analysis. In the leaf disk assay, the four crossing genotypes represent a selection of 40 individuals analysed. The values followed by different letters are statistically different according to non‐parametric Conover's test.

#### 2.1.1 Leaf disc assay

We performed a leaf disc assay, in order to confirm the contrasting susceptibility to *P. viticola* of selected individuals. In particular, the third, fourth and fifth fully expanded leaves beneath the apex were detached from each selected individual. From each leaf, 2.4 cm diameter discs were excised with a cork borer and placed randomly onto wet paper in Petri dishes with the abaxial side up. Three Petri dishes per individual, each containing seven leaf discs, were used. The *P. viticola* sporangia were collected from symptomatic grapevine leaves by brushing the white mould present on the underside of the leaves and each disc was inoculated with 50 μl of a sporangia suspension (1.8 × 10^4^ sporangia/ml). Sealed Petri dishes were incubated for 5 days at 20°C with a photoperiod of 8/16 h dark/light, in a culture chamber. Phenotypic observations were made on day 5. In particular, for each selected individual, the number of infected leaf discs were counted and, using a rating scale reported in Figure 1, the degree of sporulation was recorded for each leaf disc. Finally, for each individual, the Disease incidence (DI) (Ahmed, 2018) and disease severity (DS) were calculated by complying with the formula of Townsend‐Heuberger (Lo Scalzo et al., 2012).

**FIGURE 1:**
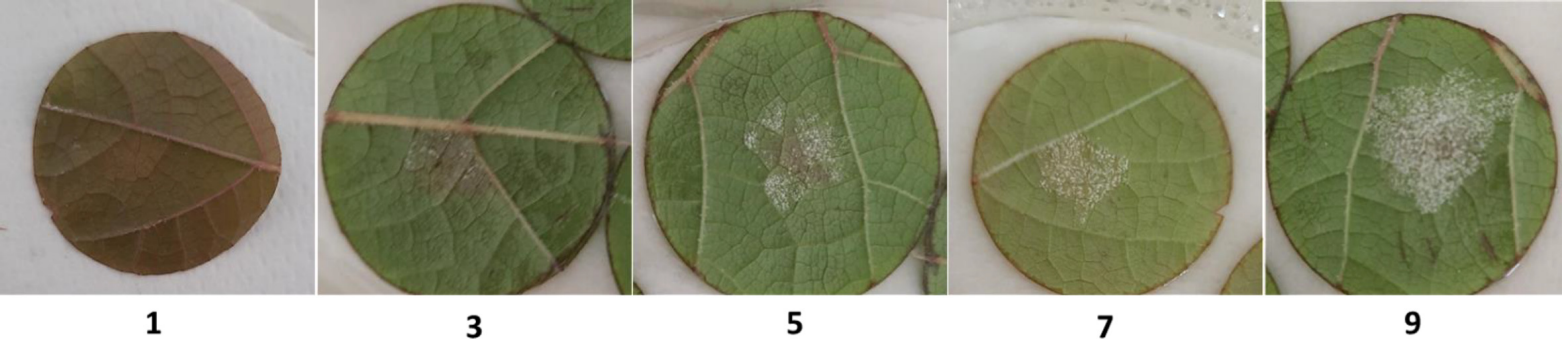
Rating scale applied for the phenotypic evaluation of *Plasmopara viticola* sporulation in leaf disc assays. 1: Absence of sporangiophores; 3: Sparse sporangiophores, localised in the inoculation point; 5: Patches of sparse sporulation intermixed with necrotic flecks underneath sporalting area; 7: Dense sporulation limited to inoculation point; 9: Dense sporulation beyond the point of inoculation

#### 2.1.2 *In planta* assay

Wood cuttings from both selected cultivars (Italia, Red Globe and Crimson Seedless) and new genotypes (N20/020, N23/018, N20/012 and N20/029) were obtained from the experimental vineyard of the CREA‐VE, located in Rutigliano (Apulia region). Grapevine cuttings were harvested, cut in similar sizes (with 2 buds per cutting) and partially immersed in a 30°C water bath within a 4°C chamber for 2 months. This system allows the radicular system to grow without the rapid development of the rest of the plant. Then, the cuttings were transferred to square plastic pots with a mixture of seedling substrate and perlite (3:1 v/v). The wood cuttings were placed in a greenhouse for 2 months with natural light conditions at a temperature between 5°C and 30°C. The *P. viticola* sporangia were collected as previously described (paragraph 2.1.1), and sporangia suspension (1.8 × 10^4^ sporangia/ml) was sprayed on the abaxial side of the leaves (Figueiredo et al., 2017) of the different grapevine genotypes. As a control of the in vivo assay, plants were sprayed with water (mock inoculation). After inoculation, plants were covered with plastic bags to create a moist chamber with high humidity and kept in the dark for 8 h. Then, plants were maintained under greenhouse conditions. At 4, 6, 24 and 48 h post infection (hpi), the third to fifth fully expanded leaves were collected, frozen in liquid nitrogen and stored at −80°C. For each cultivar and time point (inoculated and mock inoculated), three biological replicates were collected consisting of three leaves from three different plants.

A modified disease development scale from OIV descriptor 452‐1 (leaf resistance degree) was used to evaluate the disease symptoms for the phenotypic analysis of the inoculated plants. The OIV descriptor scale was adjusted to six levels from 0 (no oil spots present) to 5 (85–100% of the surface of the leaf with oil spots) (OIV, 2009). Disease incidence (DI) (Ahmed, 2018) and disease severity (DS) were calculated, as described above, by complying with the formula of Townsend‐Heuberger (Lo Scalzo et al., 2012). Since data did not follow a normal distribution (Shapiro–Wilk's test) and homogeneity of variances (Levene's test), a non‐parametric statistic approach was used. In particular, permutational multivariate analysis of variance (PERMANOVA test [Anderson, 2017], one‐way ANOVA on ranks [Kruskal–Wallis *H* test (Kruskal & Wallis, 1952)]) and Conover's test of multiple comparisons using rank sums as post hoc test were used to assess the statistical differences between experimental conditions. All the statistical analyses, as well as a descriptive analysis of the data, were performed in R studio (version 3.5.0).

### 2.2 Evaluation of global 5 mC methylation % and transcriptome analysis in grapevine–*P* *. viticola* interaction

For the evaluation of the 5‐mC methylation plant profile and transcriptome analysis, leaf samples collected at 6 and 24 h from the inoculated and mock inoculated crossing genotypes N20/020 (S—susceptible) and N23/018 (T—tolerant) were used. These two genotypes were selected for molecular analyses, as in all the performed evaluations (field observation, leaf disc assay and *in planta* assay) they showed a constant phenotypic response to downy mildew infection (Table 1).

#### 2.2.1 DNA methylation assay

Genomic DNA isolation was performed using NucleoSpin Plant II (Macherey‐Nagel) according to the manufacturer's instructions. Genomic DNA quality was evaluated at A260/280 nm and A260/230 nm using a spectrophotometer (NanoDrop‐1000, Thermo Scientific). Prior to the global DNA methylation evaluation, the DNA of the biological replicates was combined with 0.5 μg of total DNA.

The 5‐mC DNA ELISA Kit (Zymo Research) was used to measure the percentage (%) of 5‐methylcytosine (5‐mC) present in the genomic DNA according to the manufacturer's instructions. An Anti‐5‐mC monoclonal antibody that is both sensitive and specific for 5‐mC was used. A horseradish peroxidase (HRP) conjugate was used as a secondary antibody. The absorbance was read at 405 nm after approximately 20 min of colour development. Each sample was assessed in triplicate. According to the manufacturer's instructions, the percent 5‐mC in a DNA sample was quantified from a standard curve generated with *Escherichia coli* DNA methylated with a CpG methylase. Considering that the density of CpG dinucleotides varies between species, in order to quantitate the percentage of 5‐mC, the calculated % 5‐mC was multiplied by the fold difference in CpG density between *E. coli* and the sample species. Therefore, the % CpG methylation of each sample was corrected by the CpG/genome length ratio of *V. vinifera* (4.4749). To determine the % of global methylation, the % CpG methylation was multiplied by the ratio of *V. vinifera* total cytosines/genome length (0.1483). The percentage of global 5‐mC methylation for each sample was calculated as fold change of inoculated *versus* mock (control). Statistical analysis was also performed to compare the fold change between N20/020 and N23/018 at each time‐point, using a Welch's *t* test from GraphPad Prism software version 8.2.1 (Pereira et al., 2022).

The contribution of *P. viticola* DNA methylation was not taken into account for the global methylation calculations, as in Pereira et al. (2022). It is reported that in oomycetes the methylation of adenines (6 mA) is the more frequent DNA methylation modification (Atighi et al., 2020; Chen et al., 2018; Pereira et al., 2022).

#### 2.2.2 Microarray analysis

Total RNA extraction was performed using the Agilent Plant RNA Isolation Mini kit (Agilent Technologies) according to the manufacturer's protocol. The total RNA purity and concentration were analysed by spectrophotometry (Nanodrop), 2100 Bioanalyzer (Agilent Technologies) and Qubit 4 Fluorometer (Invitrogen). A total of 1500 ng were used for cDNA synthesis. Both cDNA synthesis, labelling and hybridization procedures were made in accordance with the manufacturer's instructions (Agilent Technologies Protocol version 6.9.1).

A custom *V. vinifera* Agilent array with 44,000 probes (Catacchio et al., 2019) was used. The Agilent Feature Extraction software version 12.0 (Agilent Technologies) was used for data extraction. GeneSpring MultiOmics Analysis version 14.9 (Agilent Technologies) was used for the data analysis. Data was normalised through a percentile shift of 75%, baseline median of all samples and different types of filters (expression, flag, data file and error—coefficient of variance <20%). To improve the reproducibility of our microarray gene expression, a resampling in silico approach was performed on the outliers based on the workflow of the Sincell R work package as described by Juliá and colleagues (Juliá et al., 2015) applied to the microarray gProcessed Signals. To test the robustness of this strategy Pearson Correlation was performed.

For the statistical analysis, the Rank Product (RP) method was used to determine the total number of differentially expressed genes (DEGs) (Breitling et al., 2004) through a comparison between the RP of 1000 balanced permutations, the RP value of each gene and the comparison of Inoculation versus Mock conditions has a control subset. The DEGs cut‐off determination was based on the False Discovery Rate (FDR) < 0.17. In order to view the pathways that belong to the obtained DEGs, *V. vinifera* annotation was queried as described by Catacchio and colleagues (Catacchio et al., 2019) and complemented with V3 annotated *V. vinifera* version (https://urgi.versailles.inra.fr/Species/Vitis/Annotations) as well as NCBI Blast (https://blast.ncbi.nlm.nih.gov/Blast.cgi).

The Cytoscape platform v3.7.2 and ClueGo plug‐in v2.5.5 (Bindea et al., 2009; Shannon et al., 2013) were used for gene network analysis by using the V1 *V. vinifera* gene annotation. The Gene Ontology (GO) hierarchy was restricted between GO term levels 0 to 20. Kappa Score grouping was applied, as well as the Kappa Score Threshold of 0.4. To enrich the GO analysis, the AMIGO2 v2.5.13 platform (http://amigo.geneontology.org/amigo) was used. An overview of DEGs intersection between different experimental conditions was possible by the usage of Venn Diagram tools (http://bioinformatics.psb.ugent.be/webtools/Venn/). This multiple annotation method allowed to improve the identification of the epigenetic‐related DEGs (ER‐DEGs) in targeted pathways for further analysis. Subsequently, the data was reported as hierarchical clustering and heatmap of the defence‐related (DR‐) and ER‐ gene expression profile (gene microarray normalised intensities) through the Multiple Experiment Viewer (MeV) (Howe et al., 2010), applying the average linkage clustering and Pearson Correlation as the distance metric. Moreover, the pathways significantly modulated through ClueGo plug‐in v2.5.5 pathways (biological process, cellular component, molecular function and KEGG pathway) were identified with the fusion of GO terms based on gene similarities.

### 2.3 Quantitative real‐time PCR

Six ER‐DEGs were selected and their expression was validated by quantitative real‐time PCR (qPCR). Complementary DNA was synthesised from 1 μg of RNA using SuperScript IV Reverse Transcriptase kit (Invitrogen, Thermo Fisher Scientific) and anchored oligo(dT)16, according to the manufacturer's instructions. Expression analysis was performed with an ABI Prism 7900HT instrument (Applied Biosystems, Thermo Fisher Scientific) according to the manufacturer's protocol and using the Platinum SYBR Green qPCR SuperMix‐UDG with ROX (Invitrogen, Thermo Fisher Scientific) and gene‐specific primers (Table S1). All reactions were performed in triplicate. After each assay, a dissociation kinetics analysis was performed to verify the specificity of the amplification products. Relative amounts of all mRNAs were calculated using the 2^−ΔΔ*Ct*^ method (Livak & Schmittgen, 2001), where Δ*Ct* = *Ct* (target gene) − *Ct* (reference gene). The housekeeping gene actin was used as an endogenous reference for normalisation.

## 3 RESULTS

### 3.1 *Vitis vinifera* table grape crossing populations can portray susceptible or tolerant characteristics against *Plasmopara viticola* infection

A leaf disc assay and an artificial inoculation test on potted plants (*in planta* assay) were performed in order to confirm the different responses to *P. viticola* infection evaluated in preliminary studies. Results of all the experiments (Table 1 and Figure S1) reveal a different susceptibility between bunches and leaves to *P. viticola* infection for most of the genotypes analysed, as previously reported by other authors (Savary et al., 2009). The genotypes N20/020 and N23/018 were the most contrasting genotypes regarding disease incidence (both in leaves and bunches) and therefore selected for molecular studies. In the following experiments, these genotypes were referred as susceptible (S)—N20/020 and tolerant (T)—N23/018.

### 3.2 DNA methylation pattern differs between tolerant and susceptible genotypes

To assess if the global DNA methylation pattern reflects the contrasting susceptibility towards *P. viticola* of the two crossing hybrids, an evaluation of the percentage of the 5‐methylcytosine (5‐mC) was performed at 6 and 24 hpi. The global methylation pattern differs when comparing the susceptible (N20/020) and tolerant (N23/018) genotypes. The fold change reflects the comparison between the % 5‐mC levels in inoculated and mock inoculated samples. At both 6 and 24 hpi the % 5‐mC levels are higher in both genotypes (positive fold change) (Figure 2). However, the % 5‐mC alteration in the tolerant genotype was lower than in the susceptible genotype. The N20/020 presents higher modulation of the % 5‐mC levels at 6 hpi. At 24 hpi, modulation of the % 5‐mC is similar in both genotypes (Figure 2).

**FIGURE 2:**
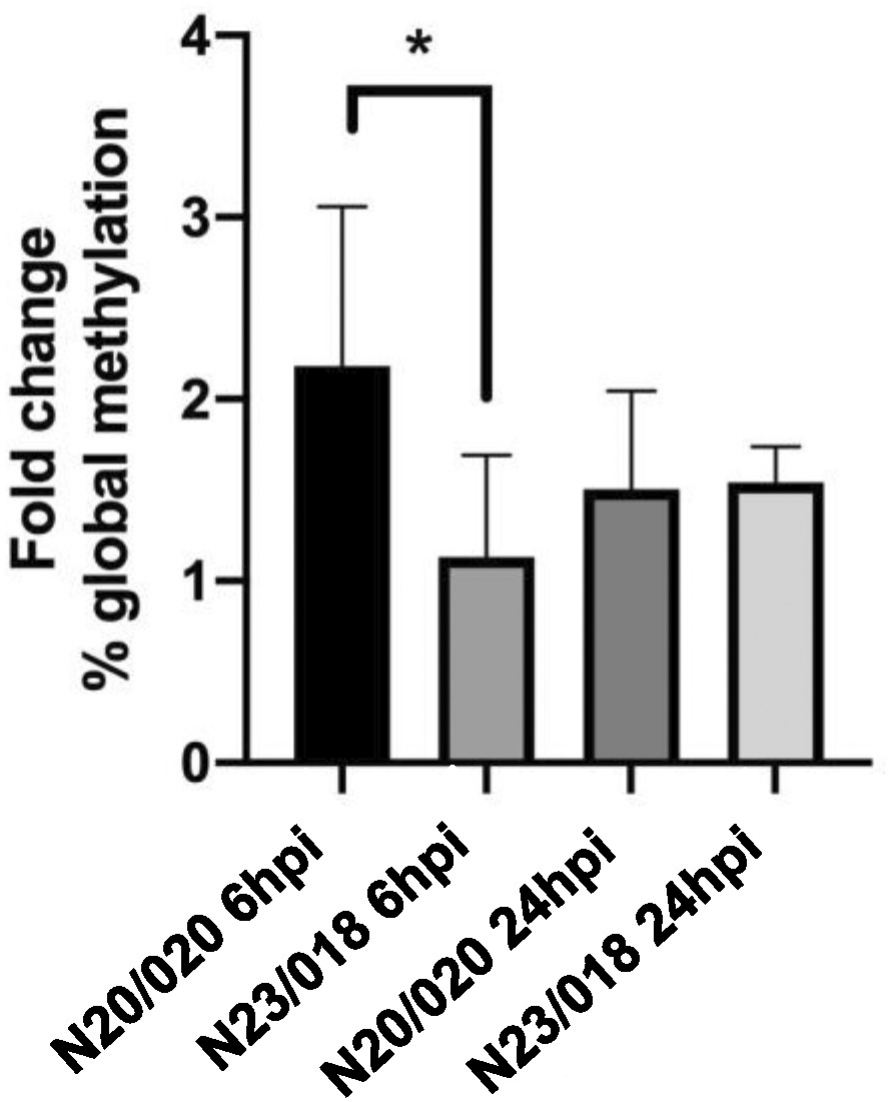
Fold change of the percentage of global 5‐methylcytosine (5‐mC) when comparing inoculated and mock conditions at 6 and 24 h post infection (hpi). Asterisk (*) represents the significant difference (*p* ≤ 0.05) between the susceptible (N20/020) and tolerant (N23/018) genotypes analysed

### 3.3 Transcriptome modulation at the first hours of interactions with *P. viticola*

Microarray assay was performed with RNA isolated from leaves of susceptible and tolerant genotypes, collected at 6 and 24 hpi upon inoculation with *P. viticola*. 

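Leaf RNA of N20/020 and N23/018, inoculated or mock inoculated and sampled at 6 and 24 hpi, was hybridised to 24 one-colour (Cy3) Agilent arrays, with 3 biological replicates in each of the 8 groups. Each array has 45220 spots, of which 43803 are not controls, and these carry 26688 probes, each with its own gene name. The authors deposited, for every array, the scanner file written by Agilent Feature Extraction and a table of processed signals, which are background-subtracted intensities on a linear scale. The values used here are the processed signals of the scanner files, as log2 after division by the array's 75th percentile. Spots that are controls or that the scanner software marks as outliers were left out, and spots of the same probe were averaged. A gene was tested when its signal was well above background on all 3 arrays of at least 1 group, which left 20639 genes. Each test compared inoculated with mock arrays in limma, fitted to all 24 arrays with a mean for each group, and a gene was called at an adjusted p (Benjamini-Hochberg) under 0.17, the threshold stated in the paper.

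The arrays differed in brightness, and inoculated arrays were not always dimmer or brighter than mock arrays. The 75th percentile of the signal for N23/018 at 6 hpi was 30.3, 70.8 and 17.2 on inoculated arrays against 101, 220 and 93.7 on mock arrays. In N20/020 at 24 hpi it was 527, 1446 and 1292 against 339, 536 and 401, and at 6 hpi 169, 285 and 90.3 against 140, 118 and 40.0. The remaining comparison, N23/018 at 24 hpi, had 118, 241 and 154 against 172, 235 and 110. Between 19.1% and 84.9% of the probes were well above background on an array, the lowest share being on the inoculated N23/018 array of replicate 3 at 6 hpi. No spot was saturated.

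Scan records place the arrays in 6 sets of 4, each scanned as 1 slide with the inoculated and mock arrays of both genotypes for 1 time point and 1 replicate number. Replicates of the same number at the same time point therefore share a slide. The slides of replicates 1 and 3 at 6 hpi carry the same identifier but different scan days. Across genes, log2 values of replicates 1 and 2 correlated at 0.972 to 0.990 at 6 hpi, and replicate 3 correlated with them at 0.785 to 0.908. At 24 hpi the correlations between replicates were 0.949 to 0.989. Genes are not independent replicates, so these coefficients describe the arrays only.

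For 19 arrays the deposited table of processed signals equals the scanner file at every spot. For the other 5, which are replicate 3 of all groups at 6 hpi and of mock N23/018 at 24 hpi, it differs at all 45220 spots, and the log2 values of both versions correlate at 0.773 to 0.958. The paper's methods describe an in silico resampling applied to outliers among the processed signals and do not name arrays. In the 5 altered tables the value lies between those of replicates 1 and 2 at 81.8% to 91.4% of spots, against 61.6% to 69.2% for the replicate 3 arrays at 24 hpi whose tables are unaltered. In the scanner files of the altered arrays that share is 8.26% to 20.1%. With every array divided by its 75th percentile the tables give 55.1% to 74.1% against 33.1% to 36.9%. Both sets of shares thus depend on array brightness, and the altered tables stay above the unaltered ones.

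**Figure D1:**
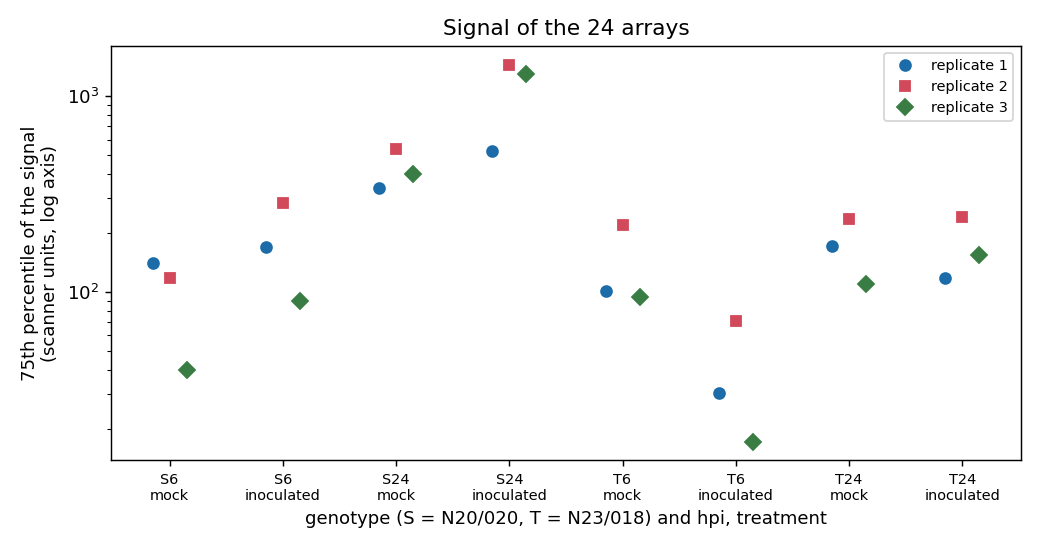
The 75th percentile of the processed signal on each of the 24 arrays, by genotype, time after inoculation and treatment, on a log axis. Marker shapes show the replicate.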

Mock inoculated samples were also analysed. To identify if the transcriptome modulation after *P. viticola* inoculation differs between N20/020 (S) and N23/018 (T), a cDNA microarray approach was followed. A custom *Vitis vinifera* microarray with 44,000 probes was used. Genes significantly modulated in the inoculated samples compared to mock were considered as differentially expressed (DEGs). Overall, 3108 genes were shown to be modulated (FDR <0.17), 1995 in the susceptible genotype and 1549 in the tolerant one (Figure 3A and Table S2). 

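At this threshold, 11246 of the genes tested were differentially expressed in at least 1 of the 4 comparisons of inoculated with mock leaves. In N20/020, 9159 genes passed at 6 or 24 hpi, and in N23/018, 5288 genes did. Of these, 3201 passed in both genotypes and 86 passed in all 4 comparisons. Under the rank product test, the method named in the paper, the genotype counts were 2413 and 1425 on the same values. The total went down to 3138 of 4487 genes tested when only genes well above background on all arrays were kept and to 3366 with the rank product test, and up to 19141 with the deposited processed-signal tables, 17979 with normexp background correction and 17338 with the slide as a block. In the order of these 3 settings the counts were 16362, 13850 and 14124 for N20/020 and 15607, 13718 and 12179 for N23/018. Single arrays also mattered for N23/018, whose count was 3352 without replicate 1 and 3393 without replicate 2 of mock leaves at 6 hpi.

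Genes of Table S2 could be looked up for the comparisons other than N23/018 at 24 hpi, for which 554 entries were left out because the copy of the table used here breaks off. A further 2 entries of N23/018 at 6 hpi were left out. The gene IDs of the paper were matched to the array's names through the tables of the paper that give both. For N20/020 at 6 hpi, 855 of 1183 listed array names were tested, 854 had the direction given by the paper and 310 (36.3%) were past the threshold. At 24 hpi 1174 of 1210 were tested, all had the paper's direction and 1123 (95.7%) were past the threshold. For N23/018 at 6 hpi 875 of 1241 were tested, 871 had the paper's direction and 534 (61.0%) were past the threshold. With normexp background correction fewer had the paper's direction, 544 (63.6%) for N20/020 and 479 (54.7%) for N23/018 at 6 hpi. For N20/020 at 24 hpi 1118 (95.2%) had it. That correction adds the same offset on every array. On inoculated N23/018 replicates 1 and 3 at 6 hpi the offset exceeded the 75th percentile of the signal (30.3 and 17.2). The same held for mock N20/020 replicate 3 at 6 hpi (40.0). Such an offset shrinks log2 differences most on dim arrays, so the lower shares at 6 hpi cannot be put down to background alone. The paper chose the genes of Table S2 on the same arrays, so their direction is not independent evidence.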

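In N20/020, 1030 genes (4.99% of those tested) passed at 6 hpi and 8839 (42.8%) at 24 hpi. In N23/018, 5101 genes (24.7%) passed at 6 hpi and 467 (2.26%) at 24 hpi. Unadjusted p values under 0.05 were found for 2526, 8022, 5472 and 1834 genes in the same order. At an adjusted p under 0.05 the counts were 431, 5919, 2170 and 197. The values of the 3 inoculated and the 3 mock arrays did not overlap for 3959 (19.2%), 13003 (63.0%), 4748 (23.0%) and 4532 (22.0%) genes, where chance alone gives 10%, and 1008, 8621, 3616 and 464 of the genes past the threshold were among these. The median size of the change among genes past the threshold was 0.90, 1.17, 0.96 and 0.93 log2 units.

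At 6 hpi in N20/020, 532 genes were higher and 498 lower in inoculated leaves, so 51.7% rose, against 39.0% with the series table values, 65.7% among genes well above background on all arrays and 62.3% with the rank product test. At 24 hpi 3041 were higher and 5798 lower, so 34.4% of the genes past the threshold rose, against 48.8% with quantile normalization and 49.9% with the rank product test. In N23/018 at 6 hpi 3203 rose and 1898 fell. The share that rose, 62.8%, was 38.1% with quantile normalization, 46.1% among genes well above background on all arrays, 47.5% when only the arrays of the comparison were fitted, 40.5% with the rank product test and 75.6% with normexp background correction, so the direction of the majority depends on the method. At 24 hpi in N23/018 296 rose and 171 fell, and the share that rose went from 63.4% to 36.7% with the deposited processed-signal tables, 31.6% with the series table values, 44.3% with the slide as a block and 47.5% without replicate 3 of mock leaves.

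Quantile normalization moved the median log2 fold change of all genes by 0.25 in N20/020 and by -0.31 in N23/018, at 24 and 6 hpi respectively, from medians of -0.23 and 0.23 with the 75th percentile shift. With the series table values the median moved by -0.27 in N20/020 and -0.11 in N23/018 at 24 hpi. Normexp background correction moved it by -0.17 and -0.16 in N20/020 at 6 and 24 hpi and by 0.16 in N23/018 at 6 hpi.

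The counts depended more on the input than on the threshold. The deposited processed-signal tables gave 7218 and 14694 genes for N20/020 at 6 and 24 hpi and 12452 and 9193 for N23/018. In those tables the 5 altered arrays correlated with the mean of replicates 1 and 2 at 0.993 to 0.999. They are thus not independent replicates there. Calls from these tables, or from the series table that follows them, count them as such. Fitting only the arrays of each comparison gave 118, 13768, 200 and 840. With a replicate block the counts were 1786 for N20/020 at 6 hpi and 839 for N23/018 at 24 hpi. With the slide as a block, since each slide holds inoculated and mock arrays, they were 4379, 12831, 11180 and 3011. Within slides 1, 2 and 3 the median log2 ratio of inoculated to mock over all genes was -0.06, -0.04 and -0.08 for N20/020 at 6 hpi, -0.20, -0.22 and -0.24 at 24 hpi, 0.15, 0.07 and 0.51 for N23/018 at 6 hpi, and -0.09, -0.06 and 0.01 at 24 hpi.

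Single arrays decided part of these counts. For N20/020 at 6 hpi the count was 530 without inoculated replicate 1 and 626 without inoculated replicate 2. For N23/018 at 6 hpi it was 3143 and 3177 without mock replicates 1 and 2. At 24 hpi it was 193, 283 and 223 without inoculated replicates 1, 2 and 3, and 287 and 211 without mock replicates 1 and 2. The pooled variance of the fit is a further limit for N23/018 at 6 hpi, where the inoculated array of replicate 3 has a residual spread 2.05 times that of the typical array. Tested on simulated data with 200 changed genes and the arrays' measured spreads, the fit called 727 genes in this comparison, of which 585 (80.5%) were unchanged. For N20/020 at 6 hpi 27.6% of the called genes were unchanged in that simulation, for N23/018 at 24 hpi 5.13%, and for N20/020 at 24 hpi 0. Few genes were set to change there, and arrays of a slide shared no deviation. These shares therefore cannot be carried over to the 5101 calls. They show only that the fit can call more unchanged genes in N23/018 at 6 hpi than its threshold sets. The count of 5101 is thus no estimate of the number of genes that changed.

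The largest rises at 6 hpi in N20/020 with groups that do not overlap included NAC042 (GSVIVT01020834001, log2 3.09, adjusted p 0.000475) and NYE1 (GSVIVT01019886001, 2.94, 8.25e-06), and the largest falls included GSVIVT01014682001, at least 19.8-fold lower (8.74e-05), a call lost with only the arrays of the comparison. A bound of this kind is given where a group is well above background on none of its arrays, and takes for each of these arrays the larger of the gene's own value and the lowest value that is well above background on that array. Such a bound allows for background only, not for the spread between replicates. At 24 hpi AOS (GSVIVT01031885001) was at least 133-fold higher (1.21e-05) and GSVIVT01000060001 rose by 7.38 (1.71e-06), while GSVIVT01011471001 fell by 6.71, a size that rests on background signal, since it is well above background on 1 of 3 inoculated arrays. In N23/018 at 6 hpi CCL (GSVIVT01032993001) rose by 4.14 (4.01e-07) and GSVIVT01027142001 was at least 65.6-fold lower (3.66e-07). At 24 hpi GSVIVT01026803001 rose by 2.79 (8.57e-09), and GSVIVT01012770001 was at least 9.97-fold lower (0.00313), a call lost with normexp background correction (log2 -0.77). Every gene named here changed in the same direction in 3 of 3 replicates.

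**Figure D2:**
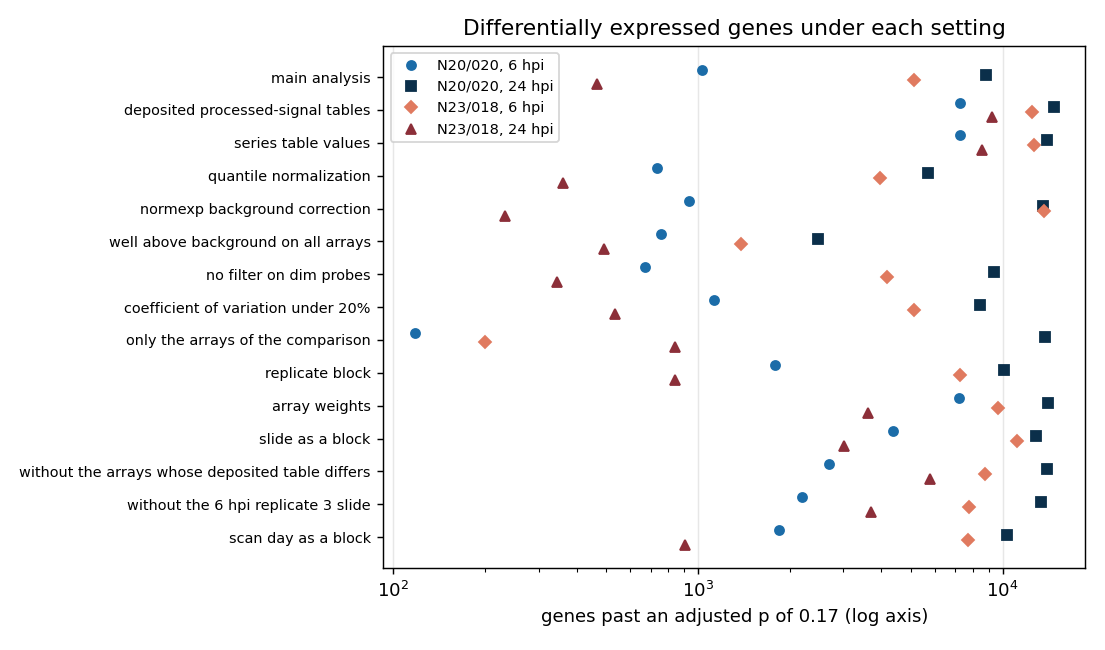
Genes past an adjusted p of 0.17 in each comparison of inoculated with mock leaves, under the setting used here and under each alternative, on a log axis.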

In N20/020, the number of DEGs is consistent between the time‐points analysed (1068 at 6 hpi and 1130 at 24 hpi), in N23/018, transcriptome modulation is higher at 6 hpi, with the majority of the DEGs being down‐regulated (Table 2).

**FIGURE 3:**
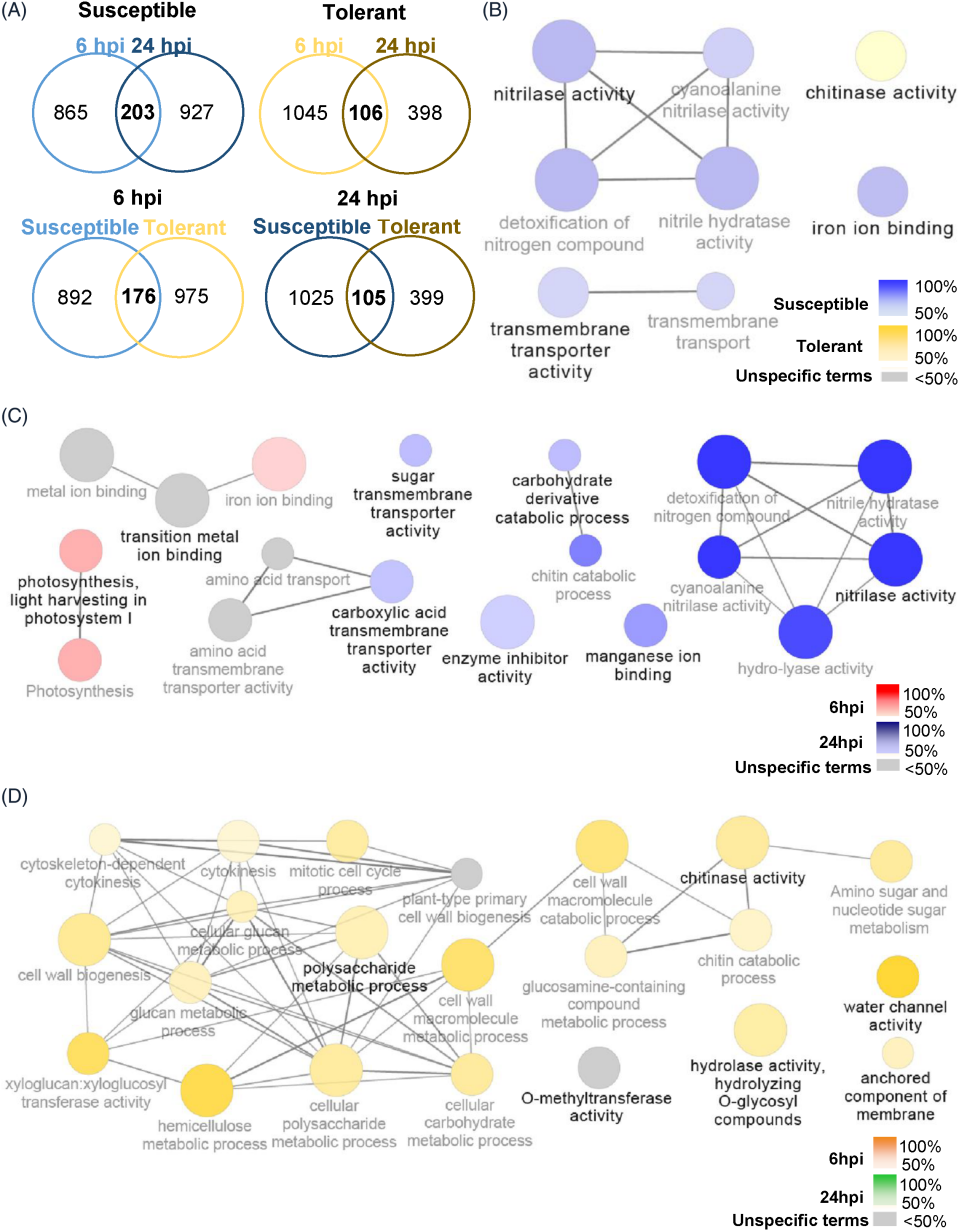
Identification of grapevine genes differentially expressed following *Plasmopara viticola* infection. Venn diagrams and network analysis of differentially expressed genes (DEGs) obtained from the comparison between inoculated and control (mock) samples. (A) Venn diagrams show differentially expressed genes at different hours post inoculation (hpi) in susceptible and tolerant genotypes. (B–D) Cluster distribution network of DEGs showing the GO terms significantly represented in N20/020 (susceptible) versus N23/018 (tolerant) genotypes (B) and those significantly represented in the comparison between 6 and 24 hpi in the susceptible (C) and the tolerant (D) cultivars. Gene network analysis was performed by Cytoscape plug‐in ClueGo. Only significant (*p* < 0.01) terms belonging to GO biological process, GO cellular components, GO molecular function and Kegg ontologies are shown. The colour gradient shows the gene proportion of each cluster with at least five genes on a GO interval from four to eight levels. Equal proportions of the two clusters are represented in grey. The node size is proportional to the term significance

**TABLE 2:** Overview of the differentially expressed genes (DEGs) after *P. viticola* infection of the susceptible (S—N20/020) and tolerant (T—N23/018) genotypes

Conditions	Total DEGs	Up‐regulated	Down‐regulated
S6hpi	1068	611	457
S24hpi	1130	839	291
T6hpi	1151	371	782
T24hpi	504	239	265

*Note*: Up‐ or down‐ regulation of genes was observed through the comparison of inoculated versus mock conditions.

When comparing both genotypes, at 6 and 24 hpi in both time points, the majority of the DEGs are specific to each interaction. 

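At 6 hpi, 5081 genes passed the threshold in only 1 genotype, and for 3405 of them (67.0%) the difference between the genotypes, tested as an interaction, also passed. At 24 hpi 8584 genes passed in only 1 genotype, with an interaction for 4582 (53.4%). For the remaining genes a call in 1 genotype is not shown to differ from the other. Among all genes tested the interaction passed for 4807 at 6 hpi, with 2922 log2 fold changes higher and 1885 lower in N23/018, and for 5161 at 24 hpi, with 3400 higher and 1761 lower. The fold changes of the genotypes had opposite signs in 4350 (90.5%) and 3452 (66.9%) of these. With only genes well above background on all arrays, which are fewer, the counts were 1416 and 2011 of 4487 genes. As shares these are 31.6% and 44.8%, against 23.3% and 25.0% of all genes tested. Normexp background correction gave 14584 and 9215. With the slide as a block the counts were 10828 and 9406. Of 100 splits of the arrays into groups of the same sizes, some of which keep the treatment groups of 1 genotype, 11 gave as many genes at 6 hpi and 3 did at 24 hpi, counting the real one, so chance is not excluded for the count at 6 hpi. These splits ignore the shared slides. Of the 16 that part the arrays of every slide only the real one was as large at either time, which is the least 16 splits can give.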

At 6 hpi only 176 DEGs are commonly modulated and at 24 hpi 105 DEGs are commonly modulated (Figure 3A). 

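At 6 hpi 525 genes passed the threshold in both genotypes, where 255 are expected if the calls were independent, and at 24 hpi 361 did, where 200 are expected. They changed in the same direction in 172 cases at 6 hpi and 147 at 24 hpi, and in opposite directions in 353 and 214. With a replicate block the shared counts were 981 and 629. They moved most to 19 at 6 hpi when only the arrays of each comparison were fitted, and to 7036 at 24 hpi with the deposited processed-signal tables. Without inoculated replicates 1 and 2 of N20/020 the count at 6 hpi was 288 and 329, and without inoculated replicate 3 of N23/018 it was 832. At 24 hpi it was 156, 221 and 175 without inoculated replicates 1, 2 and 3 of N23/018 and 221 and 166 without its mock replicates 1 and 2.

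Over all genes tested, the log2 fold changes of the genotypes correlated at -0.26 (Spearman -0.32) at 6 hpi and 0.11 (Spearman 0.15) at 24 hpi. Genes are not independent replicates, so no p value is attached. Single arrays changed these coefficients, to 0.04 at 6 hpi without mock replicate 3 of N20/020, -0.12, -0.13 and -0.40 without its inoculated replicates 1, 2 and 3, and to -0.01 at 24 hpi without inoculated replicate 3 of N23/018, 0.01 and 0.24 without its mock replicates 2 and 3.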

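Genes that Table S3 lists as defence related were looked up on the array, and 418 were tested. Of these, 50 were past the threshold at 6 hpi in both N20/020 and N23/018, and 20 of the 50 changed in the same direction. The count moved most when only the arrays of the comparison were fitted, to 8. The study chose the list on these samples, so it is not independent evidence.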

Within the genes commonly modulated at 6 hpi, 37 are related to plant defence responses (DR‐DEGs). 

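At 24 hpi 38 of the defence related genes tested passed in N20/020 and in N23/018, and 18 of them changed in the same direction. Without inoculated replicate 1 of N23/018 the count was 24.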

Meanwhile, at 24 hpi, 21 DEGs belong to the defence related data set. The DR‐DEGs were characterised as GO terms related to defence and stress response, hormone biosynthesis and signalling categories.

To increase the knowledge of the functional networks affecting grapevine response to *P. viticola*, between N20/020 and N23/018, a gene network analysis was conducted on Cytoscape plug‐in ClueGo (Figure 3B). A total of 33 clusters were significantly enriched (*p* < 0.01), with the N20/020 genotype presenting a significantly higher percentage of DEGs involved in nitrilase activity, iron ion binding activity and transmembrane transporter activity, when compared with the tolerant genotype. 

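The enrichment networks were not recomputed, since no GO annotation for these gene names was in the reference files used here, and no test of gene families was run. Gene families are instead described by the genes whose description in the paper's tables names them. Nitrilase is named for 10 genes tested, all NIT4. In N20/020 at 24 hpi all 10 were past the threshold and rose, with log2 fold changes of 0.86 to 3.99 (median 1.87, and 1.71, 1.94 and 1.98 within slides 1, 2 and 3). At 6 hpi 1 was past the threshold, and it fell. In N23/018 5 were past the threshold at 6 hpi, of which 4 fell and 1 rose, and the median of -0.15 was -0.67, -0.84 and 0.51 within the slides and changed sign with normexp background correction. At 24 hpi none passed there (median -0.47, all 10 below zero). The genotype interaction at 24 hpi passed for all 10, with adjusted p from 5.53e-06 to 0.155. The paper's tables list genes it found changed, so these genes were chosen on the same samples.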

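Descriptions in the paper's tables name chitinase for 12 genes tested. In N23/018 9 of them were past the threshold at 6 hpi, all lower in inoculated leaves (median log2 fold change -1.24, and -1.33, -1.61 and -0.85 within the slides), and 4 at 24 hpi, of which 3 rose (median 0.39). In N20/020 4 were past the threshold at 6 hpi and all of these rose, though the median over the 12, 0.14, changed sign with normexp background correction. At 24 hpi 11 passed in N20/020, 4 higher and 7 lower (median -1.26, and -1.35, -1.10 and -1.22 within the slides).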

The N23/018 genotype showed a significant modulation of genes involved in chitinase activity (Figure 3B).

The networking analysis of DEGs, at each time point, showed that different biological pathways and molecular functions are affected during the time course (Figure 3C,D). For instance, in the susceptible variety at 6 hpi, a higher number of DEGs are associated with iron ion binding processes and photosynthesis processes (Figure 3C). 

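Chlorophyll binding proteins are named for 4 genes tested, 2 coding for LHCB3, and LHCB6 and LHCA4. At 6 hpi in N20/020 all 4 were past the threshold and lower in inoculated leaves, at -1.87 to -1.33 log2 units (median -1.75, and -1.88, -2.06 and -0.93 within the slides). For LHCA4 (GSVIVT01007988001), named after its values were seen, the fold change was -1.33 with an adjusted p of 0.000143, lower in 3 of 3 replicates. At 24 hpi all 4 were lower too (median -3.87). In N23/018 all 4 were lower at 6 hpi, 3 of them past the threshold (median -1.13), and none passed at 24 hpi (median 0.52). At 6 hpi the genotype interaction had adjusted p of 0.81, 0.825, 0.129 and 0.145, so for a pair of these genes the genotypes are not shown to differ.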

Several processes connecting to manganese ion binding, enzyme inhibitor activity, carbohydrate derivative catabolic process, sugar transmembrane transporter activity, carboxylic acid transmembrane transporter activity and nitrilase activity are also enriched in the susceptible genotype (Figure 3C). Regarding the tolerant genotype, polysaccharide metabolic processes, anchored components of membrane, chitinase activity, water channel activity, hydrolase activity, hydrolyzing O‐glycosyl compounds are GO terms significantly modulated at 6 hpi (Figure 3D). 

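At 6 hpi in N23/018 the chitinase genes with the clearest change, named after their values were seen, were HCHIB (GSVIVT01007190001), with a log2 fold change of -1.72 (adjusted p 1.11e-05, genotype interaction 2.67e-05), and CHIA (GSVIVT01028752001), with -1.88 (1.46e-05, interaction 0.000313). Aquaporins, which are water channels, are named for 6 genes tested. At 6 hpi in N23/018 5 of the 6 passed and all 5 were lower, with a median of -1.40 over the 6 and -1.51, -1.31 and -1.17 within the slides. GAMMA-TIP (GSVIVT01033677001), also named after its values were seen, fell by 2.01 log2 units (6.1e-06, interaction 5.38e-05). Each of these 3 genes was lower in 3 of 3 replicates. In N20/020 no aquaporin passed at 6 hpi, and 4 passed at 24 hpi, all lower (median -0.47). At 24 hpi 1 passed in N23/018, and it rose.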

Six DEGs were analysed by qPCR in order to validate microarray data (Figure S2). 

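Figure S2 gives 7 pairs of gene and comparison, of which 5 have a name on the array and 4 were tested here. All 4 had the direction of the qPCR value, and 2 were past the threshold. For H2AX in N23/018 at 6 hpi the array gave a log2 fold change of -2.57 against a log2 qPCR ratio of -2.56 read from the paper. LYM (GSVIVT01008882001) in the same comparison had -1.04 (adjusted p 0.0898, lower in 3 of 3 replicates) against -1.29. Its call was lost with normexp background correction (-0.28), with only the arrays of the comparison, and without inoculated replicate 1 (-0.82) or 2 (-0.80) or mock replicate 1 (-0.93). SPO11 (GSVIVT01014659001) had 1.37 (0.385) against 1.42 in N20/020 at 24 hpi, and 1.84 (0.293) against 0.18 in N23/018 at 6 hpi, where it is well above background on none of the arrays, so that value and its direction come from background signal. HOS15 in N20/020 at 6 hpi was not tested because in no group is its signal well above background on all 3 arrays, and its array ratio was lower in 3 of 3 replicates. With so few pairs no correlation was computed.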

The analyses confirmed the expression trend observed.

It is well established that *P. viticola* inoculation leads to a broad modulation of grapevine transcriptome (Figueiredo et al., 2012; Polesani et al., 2010). In our study, a total of 578 genes were identified as being associated with grapevine defence (DR‐DEGs), corresponding to 18.4% and 19.6% of the total DEGs for susceptible and tolerant genotypes, respectively (Figure 4A and Table S3). 

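Of the 578 genes of Table S3, 526 had a name on the array and 418 were tested, which is 2.03% of the genes tested. Genes of the list past the threshold at 6 or 24 hpi number 310 of 9159 (3.38%) in N20/020 and 171 of 5288 (3.23%) in N23/018. Within the list itself, 19.6% and 69.9% of the genes tested passed in N20/020 at 6 and 24 hpi, and 38.3% and 11.5% in N23/018. The shares of all genes called fall as more genes outside the list are called, which depends on the method.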

In N20/020, genes related to defence and DR signalling pathways were mainly up‐regulated at both time points. In this genotype, the number of signalling related genes was higher after 24 h of the pathogen inoculation (Figure 4B). 

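For N20/020 at 6 hpi, 82 of the defence genes tested were past the threshold over all genes tested, 54 higher and 28 lower in inoculated leaves, and 122 were when adjusted over the list alone (80 higher, 42 lower). At 24 hpi 292 passed, 179 higher and 113 lower, and 307 adjusted over the list alone (187 higher, 120 lower). The study chose the list on these samples, so it is not independent evidence. The median log2 fold change of the list was 0.11 at 6 hpi and 0.39 at 24 hpi, and both medians changed sign with the series table values, with normexp background correction and with no filter on dim probes. Within slides 1, 2 and 3 it was 0.13, 0.18 and -0.08 at 6 hpi and 0.56, 0.41 and 0.24 at 24 hpi. The series table values raised the count at 6 hpi most, to 319, and with the slide as a block it was 162.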

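At 6 hpi in N23/018 160 of the defence genes were past the threshold over all genes tested, 43 higher and 117 lower in inoculated leaves, and 186 adjusted over the list alone, 62 higher and 124 lower. At 24 hpi 48 passed, 34 higher and 14 lower, and 82 adjusted over the list alone, 52 higher and 30 lower. The list is the study's own choice on these samples and so not independent evidence, and of the 111 genes it gives for N23/018 at 24 hpi, 59 had a name on the array. The median of the list was -0.14 at 6 hpi, but the slides disagree, with -0.33, -0.60 and 0.81, and it changed sign with normexp background correction and with no filter on dim probes. At 24 hpi the median was 0.00, and -0.05, 0.00 and 0.12 within the slides, with a sign that depends on the method. The slide as a block gave counts of 270 and 111. Without inoculated replicate 1 the count at 24 hpi was 30. Of the 13 signalling genes of Table S4 that were tested, 5 passed at 6 hpi, all lower, and 3 at 24 hpi, of which 1 rose and 2 fell.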

Meanwhile, in the tolerant genotype, a predominant down‐regulation of the defence genes was observed at 6 hpi and signalling related genes were mainly down‐regulated at both time points (Figure 4B).

**FIGURE 4:**
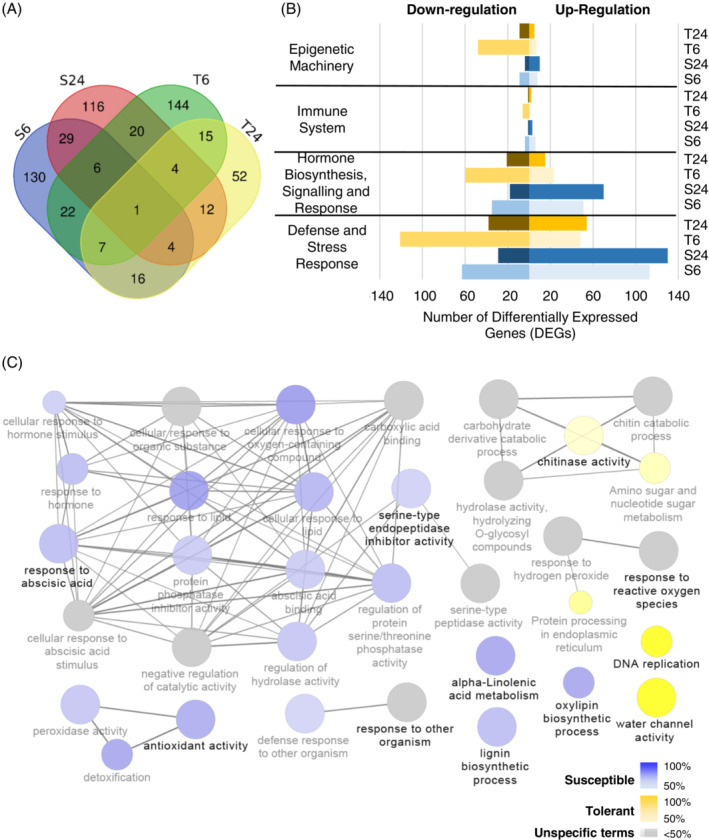
Defence response modulation after *Plasmopara viticola* inoculation. (A) Venn diagram showing the distribution of defence related differentially expressed genes (DR‐DEGs) at 6 and 24 h post inoculation (hpi) in susceptible (S—N20/020) and tolerant (T—N23/018) genotypes. Genes significantly modulated in the inoculated versus mock were considered as differentially expressed for each sample. (B) Histogram of the DR‐DEGs grouped by the most representative GO terms related to plant defence responses. Up‐ and Down‐regulation of inoculated versus mock is attributed by the rank product statistical method. T24: Tolerant at 24 hpi; T6: Tolerant at 6 hpi, S24: Susceptible at 24 hpi; S6: Susceptible at 6 hpi. (C) Cluster distribution network of DR‐DEGs showing most represented defence pathways when comparing susceptible (blue) versus tolerant genotypes (yellow). Gene network analysis was performed by Cytoscape plug‐in ClueGo. Only significant (*p* < 0.01) terms belonging to GO biological process, GO cellular components, GO molecular function and Kegg ontologies were shown. Gene proportion of each cluster is presented by colour gradient containing at least five genes on a GO interval from four to eight levels. Equal proportions of the two clusters are represented in grey. The node size is proportional to the term significance

To assess if the level of plant susceptibility/tolerance to this pathogen is related to different defence mechanisms, a gene network analysis of DR‐DEGs was conducted (Figure 4C). Although numerous GO terms were equally represented in the two genotypes (grey clusters), a number of biological processes and molecular functions were more represented in S or T genotypes. For instance, genes involved in DNA replication and chitinase activity were more represented in T DEGs (Figure 4C). 

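Of the genes the paper's tables describe as minichromosome maintenance proteins, which act in DNA replication, 1 of 4 was tested. MCM2 (GSVIVT01001119001) had a log2 fold change of -2.10 in N23/018 at 6 hpi (adjusted p 0.0233), at least 2.60-fold lower, with the genotype interaction at -2.00 (0.121). The replicates were -2.92, -3.71 and 0.34, so 2 of 3 were lower. With normexp background correction the value was 0.06, and the call was lost when only the arrays of the comparison were fitted.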

Genes related to signalling pathways were found to be differentially modulated in our study after pathogen colonisation. 

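Signalling genes are in both signalling parts of Table S4 (pattern-triggered immunity and hormone pathways), and 13 of the 17 on the array were tested. In N20/020 2 were past the threshold at 6 hpi, and all 13 at 24 hpi, 7 higher and 6 lower. The median size of the change over the 13 was 0.47 log2 units at 6 hpi and 3.71 at 24 hpi. Among genes the paper lists for these comparisons, 2 of 3 tested passed at 6 hpi and 10 of 10 at 24 hpi. At 24 hpi JAZ10 (GSVIVT01000967001) rose by 4.21 (adjusted p 7.04e-07, time interaction 3.74e-05), LOX3 (GSVIVT01005215001) by 4.65 (5.56e-06, time interaction 0.000688), ERF1 (GSVIVT01027772001) by 3.83 (7.47e-06, time interaction 0.000281) and BT4 (GSVIVT01000126001) by 3.70 (3.04e-10, time interaction 5.7e-07). RD22 (XM002284250) fell by 1.43 at 6 hpi (0.0144, a call lost with only the arrays of the comparison) and fell by 4.22 at 24 hpi (7.69e-09). Each moved in the same direction in 3 of 3 replicates. GSVIVT01019259001, at least 5.20-fold higher at 6 hpi (0.108), lost its call with normexp background correction (log2 0.23), with only the arrays of the comparison, and without inoculated replicate 1 (2.46) or 2 (2.48) or mock replicate 1 (1.83) or 2 (2.70).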

The susceptible genotype, at 24 hpi, presents more signalling related genes with a high fold change than at 6 hpi. Meanwhile, the tolerant variety has more DEGs related to signalling pathways at 6hpi (Table S4). 

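In N23/018 5 of the 13 signalling genes tested were past the threshold at 6 hpi, all lower in inoculated leaves, and 3 at 24 hpi, of which 1 was higher. The paper lists 4 of the tested genes at 6 hpi and 2 at 24 hpi, and all of these passed, though not all calls hold. RD22 (XM002284250) at 24 hpi (1.14) was not called with normexp background correction (0.93) or without any 1 of the 6 arrays of the comparison. BT4 (GSVIVT01000126001) fell by 1.31 at 6 hpi (adjusted p 0.000441, lower in 3 of 3 replicates). The calls of ERF1 (GSVIVT01027772001, -1.17, 0.128, well above background on 1 of 3 inoculated arrays) and MKK6 (GSVIVT01015283001, at least 1.78-fold lower, 0.0876, lower in 2 of 3 replicates) depend on single arrays and on the background method. With normexp background correction the values were 0.04 for ERF1 and 0.42 for MKK6, and neither was called with only the arrays of the comparison. Of the 6 runs that leave out 1 array of the comparison ERF1 and ERF4 (-1.25) were each called only in the one without inoculated replicate 3, and MKK6 was not called without inoculated replicate 1 (-0.95) or 2 (-0.78) or mock replicate 1 (-1.34) or 2 (-1.32). At 24 hpi LOX3 (GSVIVT01005215001) was at least 3.78-fold lower (0.0764, genotype interaction 7.55e-06), a call lost with normexp background correction (-0.27) and without inoculated replicate 1 (-2.37), 2 (-2.23) or 3 (-2.05) or mock replicate 1 (-2.18) or 2 (-2.26), each left out alone. The interaction with genotype passed for 3 of the 13 genes at 6 hpi and 12 at 24 hpi.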

Metabolism plays a role in different levels of defence responses. In this study, we found that genes involved in both primary and secondary metabolism were modulated in grapevine–*P. viticola* interaction. Most of them were up‐regulated in the susceptible genotype at 24 hpi (Table S4), suggesting that the infection has less impact on the metabolic related genes of the tolerant genotype.

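Of the metabolism genes of Table S4, 6 were tested. In N20/020 2 were past the threshold at 6 hpi, both lower and neither called with only the arrays of the comparison, and 6 at 24 hpi, 3 higher and 3 lower. At 24 hpi CYP81E8 (GSVIVT01000192001) rose by 3.68 (adjusted p 0.000102), ACO3 (GSVIVT01030588001) by 3.53 (1.03e-09) and GSVIVT01021734001 by 4.86 (0.00197), whereas CA1 (GSVIVT01032466001) fell by 4.93 (3.74e-11), GLDP1 (GSVIVT01035407001) fell by 4.27 (4.86e-05), and GSVIVT01026341001 was at least 7.55-fold lower. In N23/018 3 passed at 6 hpi, 1 higher and 2 lower, and 1 at 24 hpi. That gene, GSVIVT01026341001, fell by 2.60 at 6 hpi (0.00326, with 1 of 3 inoculated arrays well above background, not called with only the arrays of the comparison) and rose by 3.96 at 24 hpi (0.000375). The genotype interaction passed for 1 of the 6 at 6 hpi and for all 6 at 24 hpi. Each call named was in the same direction in 3 of 3 replicates. From most metabolism genes being higher in N20/020 at 24 hpi the paper proposes a smaller impact of the infection on metabolism in N23/018.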

Both genotypes showed significant differential expression of genes encoding for important classes of genes involved in plant defence against pathogens, such as pattern recognition receptors (PRR‐like), pathogenesis‐related (PR) proteins and disease resistance proteins (Table S4 and Figure S3). 

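The disease resistance part of Table S4 has 3 genes tested, none past the threshold at 6 hpi and all lower at 24 hpi in N20/020. RPP8 (GSVIVT01026750001) fell by 3.78 (adjusted p 1.73e-05) and GSVIVT01000655001 fell by 4.35 (0.000271). In N23/018 1 of these passed at 6 hpi, higher, and none at 24 hpi. Of the 5 genes tested in the pattern-triggered immunity part, N20/020 had 1 past the threshold at 6 hpi and 5 at 24 hpi (2 higher, 3 lower), and N23/018 had 1 at 6 hpi and none at 24 hpi. In N20/020 at 24 hpi CRK26 was at least 7.43-fold higher (0.00842), a call lost with normexp background correction (log2 0.13), and WAK2 fell by 3.69 (0.000496). The immune network part has 13 genes tested, with 1 and 12 past the threshold in N20/020 at 6 and 24 hpi and 6 and 1 in N23/018.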

The susceptible variety showed that ribonuclease‐like PR10 and lipid transfer PR14 genes were differentially modulated. 

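Of the ribonuclease-like PR10 genes, MLP423_2 (GSVIVT01020183001) fell by 3.27 log2 units at 6 hpi (adjusted p 4.08e-05) and by 5.79 at 24 hpi (1.34e-09) in N20/020, and MLP423_1 (GSVIVT01035076001) rose by 4.10 at 24 hpi (7.49e-05). In N23/018 MLP423_2 was at 1.05 at 24 hpi (0.28) and is called there with a replicate block, among other settings. Its genotype interaction was 2.90 (0.00183) at 6 hpi and 6.84 (2.96e-08) at 24 hpi. The lipid transfer PR14 gene LP1 (GSVIVT01030190001) fell by 1.53 at 6 hpi (0.000138) and by 2.65 at 24 hpi (9.27e-09). GSVIVT01016435001 fell by 1.36 at 6 hpi (0.000576) and by 3.57 at 24 hpi (3.27e-10). All the calls in N20/020 had 3 of 3 replicates in the same direction.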

Meanwhile, the tolerant genotype presented several different pathogenesis‐related genes significantly down‐regulated early after pathogen colonisation. These data show that the PR proteins were mostly down‐regulated in the two genotypes studied. Nevertheless, there was a higher modulation of genes encoding PR proteins on the tolerant variety (Table S4).

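In N23/018 at 6 hpi, OSM34_1 (AF532965Tl3) fell by 3.24 (adjusted p 1.37e-08), OSM34_2 (AF003007VVTL1) by 2.52 (7.2e-05), ATLP-1 (GSVIVT01008423001) by 2.96 (4.21e-05), LP1 (GSVIVT01030190001) by 2.64 (1.41e-07) and GSVIVT01035074001 by 2.80 (4.2e-05), each lower in 3 of 3 replicates. OSM34_2 and GSVIVT01035074001 are well above background on 1 of 3 inoculated arrays there, so the size of their change is uncertain. Table S4 gives OSM34_2 and OSM34_3 the same ID, so the array name used for OSM34_2 may belong to either row. The genotype interaction was -5.03 (1.37e-08) for OSM34_1, -4.90 (4.18e-06) for OSM34_2, -2.09 (0.0163) for ATLP-1 and -1.11 (0.0163) for LP1. Both OSM34 genes rose in N20/020 at 6 hpi, by 1.79 (5.15e-05) and 2.38 (0.000311). PDF2 (GSVIVT01000230001) was at least 9.73-fold lower (0.0197), a call lost with only the arrays of the comparison. GSVIVT01024997001, at least 2.16-fold lower (0.108, 2 of 3 replicates), had a value of 0.24 with normexp background correction and was not called without inoculated replicate 1 (-1.06) or 2 (-0.76) or mock replicate 1 (-1.16) or 2 (-1.14). At 24 hpi OSM34_1, OSM34_2 and LP1 were higher in inoculated N23/018 leaves, by 1.58 (0.000374), 2.09 (0.00223) and 1.31 (0.00133).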

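Of the 10 tested genes for PR proteins in Table S4, N20/020 had 6 past the threshold at 6 hpi (2 higher, 4 lower) and 8 at 24 hpi (1 higher, 7 lower). N23/018 had 8 at 6 hpi (1 higher, 7 lower) and 4 at 24 hpi, all higher. The median size of the change in log2 units was 1.45 and 2.25 in N20/020 and 2.58 and 0.99 in N23/018. The genotype interaction passed for 7 of the 10 at 6 hpi and for all 10 at 24 hpi. Over the whole of Table S4, the genes listed by the paper that were tested number 15 and 34 in N20/020 at 6 and 24 hpi. In N23/018 they number 18 and 10. All had the paper's direction, and 10, 34, 17 and 7 were past the threshold. These genes were picked by the study on the same arrays.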

### 3.4 Grapevine epigenetic‐related (ER) genes were differentially modulated in N20/020 and N23/018

Eighty‐nine genes differentially expressed in the inoculated samples, compared to mock, were identified as being associated with epigenetic regulation (ER‐DEGs), corresponding to 2% (susceptible) and 4% (tolerant) of the total DEGs identified (Figure 5A and Table S5). Among them, 25 genes were also classified as defence‐related (Table S6).

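Of the 89 genes of Table S5, 77 had a name on the array and 52 were tested, which is 0.252% of the genes tested. Genes of the list past the threshold at 6 or 24 hpi number 26 of 9159 (0.284%) in N20/020 and 17 of 5288 (0.321%) in N23/018. The shares of the 52 that passed were 1.92% and 50.0% in N20/020 at 6 and 24 hpi, and 30.8% and 3.85% in N23/018.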

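Tables S3 and S5 share 25 genes, of which 20 had a name on the array and 14 were tested. In N20/020 1 of the 14 was past the threshold at 6 hpi and 4 were at 24 hpi (3 higher), and in N23/018 3 were at 6 hpi (none higher) and 1 at 24 hpi (lower).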

**FIGURE 5:**
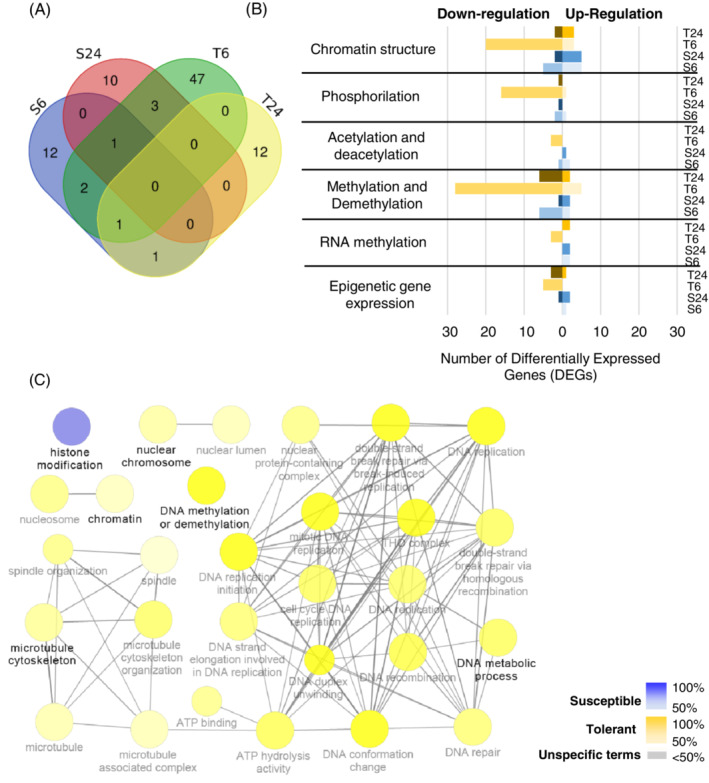
Modulation of epigenetic related genes following *Plasmopara viticola* infection. (A) Venn diagram showing the number of epigenetic related differentially expressed genes (ER‐DEGs) at 6 and 24 h post inoculation (hpi) in susceptible (S—N20/020) and tolerant (T—N23/018) genotypes. Genes significantly modulated in the inoculated versus mock were considered as differentially expressed for each sample. (B) Histogram of the ER‐DEGs grouped by the most representative GO terms related to epigenetic machinery. Up‐ and Down‐regulation of inoculated versus mock is attributed by the rank product statistical method. T24: Tolerant at 24 hpi; T6: Tolerant at 6 hpi, S24: Susceptible at 24 hpi; S6: Susceptible at 6 hpi. The following processes were considered for each GO subcategory. Chromatin structure: Organisation, modification, regulation, involvement and histone modification; Phosphorilation: Histone biological process and post‐translational modifications; acetylation and deacetylation: Histone post‐translational modifications, pathways, transferase complexes and activity; methylation and demethylation: DNA and histone pathways, maintenance, regulation, enzyme activity and modifications; RNA methylation: Pathways, complexes and enzyme activity; epigenetic gene expression: Regulation. (C) Network cluster distribution of ER‐DEGs showing the most significant pathways affected in grapevines after infection. Gene network analysis was performed by Cytoscape plug‐in ClueGo. Only significant (*p* < 0.01) terms belonging to GO biological process, GO cellular components, GO molecular function and Kegg ontologies were shown. Gene proportion of each cluster was presented by colour gradient containing at least four genes and of total genes per term as well as a GO interval from six to eight levels. Equal proportions of the two clusters are represented in grey. The node size is proportional to the term significance

The susceptible genotype, at 6 h after inoculation, presented 17 modulated transcripts with GO annotation related to epigenetic machinery, while, at 24 hpi, the number decreased slightly (14) (Figure 5A). In contrast, in the tolerant genotype, a higher number of differentially expressed genes (54 ER‐DEGs) were observed at an early time point (6 hpi) (Figure 5A). 

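At 6 hpi in N20/020 1 of the epigenetic related genes tested was past the threshold over all genes tested, and it was higher in inoculated leaves. The count was 1 adjusted over the list alone too, 3 with a replicate block, and 4, 2 and 2 without inoculated replicate 3, mock replicate 2 and mock replicate 3. At 24 hpi 26 passed, 13 higher and 13 lower, and 26 adjusted over the list alone. The list comes from the study's own calls on these samples and is not independent evidence. With the series table values the count at 6 hpi was 38, and with the slide as a block it was 11. The median log2 fold change of the list was -0.17 at 6 hpi (-0.29, 0.07 and -0.09 within the slides) and -0.12 at 24 hpi (-0.20, -0.33 and -0.24), and both changed sign with quantile normalization.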

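Over all genes tested, 16 of the epigenetic related genes tested were past the threshold in N23/018 at 6 hpi, 3 higher and 13 lower, and 16 adjusted over the list alone. At 24 hpi 2 passed, both lower, and 2 adjusted over the list alone. The genes of the list were selected by the study on these samples, so it is not independent evidence, and only 2 of the 14 it gives for 24 hpi had a name on the array. The median of the list was -0.57 at 6 hpi and -0.11 at 24 hpi. At 6 hpi the slides disagree, with -0.94, -1.08 and 0.58, and the median changed sign with normexp background correction and among genes well above background on all arrays. Within the slides at 24 hpi it was -0.24, -0.11 and 0.09. With the slide as a block the count at 6 hpi was 32. Without inoculated replicate 3 it was 26, and at 24 hpi 4 of the runs without 1 array gave 1.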

The main GO terms associated with ER mechanisms after *P. viticola* inoculation were: methylation and demethylation and chromatin remodelling (Figure 5B). Considering the functional networks more represented in each genotype at different time points, genes related to histone modifications were significantly modulated in the susceptible genotype (Figure 5C), whereas, DNA methylation machinery, nuclear chromosome, chromatin microtubule cytoskeleton and DNA metabolic processes were significantly affected in the tolerant genotype (Figure 5C).

DNA methylation related genes such as *DNA Methyltransferase 1* (*MET1*), *Chromomethylase 1* (*CMT1*) and *Chromomethylase3* (*CMT3*) were all significantly down regulated in the tolerant genotype (Table 3). 

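MET1 and CMT3 have no name on the array in the sources used here and were not analysed. CMT1 (GSVIVT01033464001) had a log2 fold change of -0.35 in N23/018 at 6 hpi (adjusted p 0.80), lower in 2 of 3 replicates, and was well above background on 0 inoculated and 2 mock arrays. It was called with the deposited processed-signal tables (-1.26), the series table values (-1.26), quantile normalization (-1.50), array weights (-1.22) and without the arrays whose deposited table differs (-1.25), and was 0.55 with normexp background correction. The genotype interaction was -0.29 (0.892).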

Genes involved in DNA replication, damage response and repair mechanisms are significantly modulated in this work (Table 3). 

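Of the 20 genes of Table 3, 14 had a name on the array and 11 were tested in the comparison the paper gives. None of the 6 genes that the table gives for N23/018 at 24 hpi is among them. All 11 changed in the direction the paper gives, as did the array ratios of the 3 that were too dim to be tested, and 6 were past the threshold. Since the genes were selected from these same arrays, the direction is not independent evidence.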

Chromatin remodelers play an important role since they crosstalk with several different defence and developmental networks. Genes related to chromatin structure (as *ATPase SPLAYED*—*SYD, High Expression of Osmotically Responsive Genes 15*—*HOS15, Histone H2A 12*—*HTA12, HTA12.1, Histone H2A 8—HTA8 and linker Histone 1—H1*), histone methylation (e.g., *SU[var]3–9 homologue 5*—*SUVH5*) and acetylation (*Histone acetyltransferase of the GNAT family 2—HAG2.1, HAG2.2*) were differentially expressed after pathogen infection. Moreover, differences in their regulation were found between the two genotypes analysed. 

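In N23/018 at 6 hpi HTA12 (GSVIVT01025019001) was at -1.09 (adjusted p 0.0587) and H1 (GSVIVT01028074001) at -1.27 (0.0197), each lower in 3 of 3 replicates, though H1 is well above background on 1 of 3 inoculated arrays. HTA12 was not called with only the arrays of the comparison, nor without inoculated replicate 3 (-0.58) or mock replicate 1 (-0.95) or 2 (-0.91), and H1 not with only the arrays of the comparison or with normexp background correction (-0.25). In N20/020 at 24 hpi HTA12.1 (GSVIVT01031123001) fell by 3.46 (6.62e-06, lower in 3 of 3 replicates). HTA8 and HOS15 were not well above background on all 3 arrays of any group and were not tested, and SYD had no name on the array in the sources used here. Among genes for histone methylation and acetylation, none was past the threshold. SUVH5 (GSVIVT01013854001) in N20/020 at 6 hpi was at -1.15 (0.728, lower in 3 of 3 replicates) and HAG2.2 (GSVIVT01027373001) at 0.62 (0.92, higher in 2 of 3). In N23/018 at 6 hpi HAG2.1 (GSVIVT01015248001) was at -0.74 (0.33) and ARP6 (GSVIVT01015556001) at -0.83 (0.277), each lower in 2 of 3 replicates. The values of HAG2.2, HAG2.1 and ARP6 rest partly on background signal, since 1 group of each is well above background on none of its arrays. Without inoculated replicate 3 HAG2.1 (-1.23) and ARP6 (-1.62) were called, as HAG2.1 was without mock replicate 3 (-1.19). With normexp background correction ARP6 was at 0.50.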

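The genotype interaction at the time point the paper gives was tested for 11 of these genes and passed for 5. HTA12.1 (GSVIVT01031123001) had an interaction of 3.14 (adjusted p 0.00128) at 24 hpi. H1 (GSVIVT01028074001), with -1.26 (0.0975) at 6 hpi, was not called with normexp background correction (-0.23) or with only the arrays of the comparison, nor without inoculated replicates 1 (-1.22) and 2 (-1.13) or mock replicates 1 (-1.05) and 2 (-1.07) of N20/020, or mock replicate 2 of N23/018 (-1.01), each left out alone. HTA12 (GSVIVT01025019001) had -0.95 (0.245) and passed with a replicate block, among other settings, and without inoculated replicate 3 of N20/020 (-1.22), or inoculated replicate 1 (-1.19) or 2 (-1.22) or mock replicate 3 (-1.26) of N23/018. ARP6 (-1.01, 0.366), HAG2.1 (-0.68, 0.545), HAG2.2 (0.71, 0.774) and SUVH5 (2.07, 0.315) did not pass. SUVH5 passed without inoculated replicate 3 of N20/020 (2.79) or mock replicate 3 of N23/018 (2.79), and ARP6 without inoculated replicate 3 of N23/018 (-1.79). Other settings called some of these too, with ARP6 at 0.92 and HAG2.1 at 0.69 under normexp background correction.

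**Figure D3:**
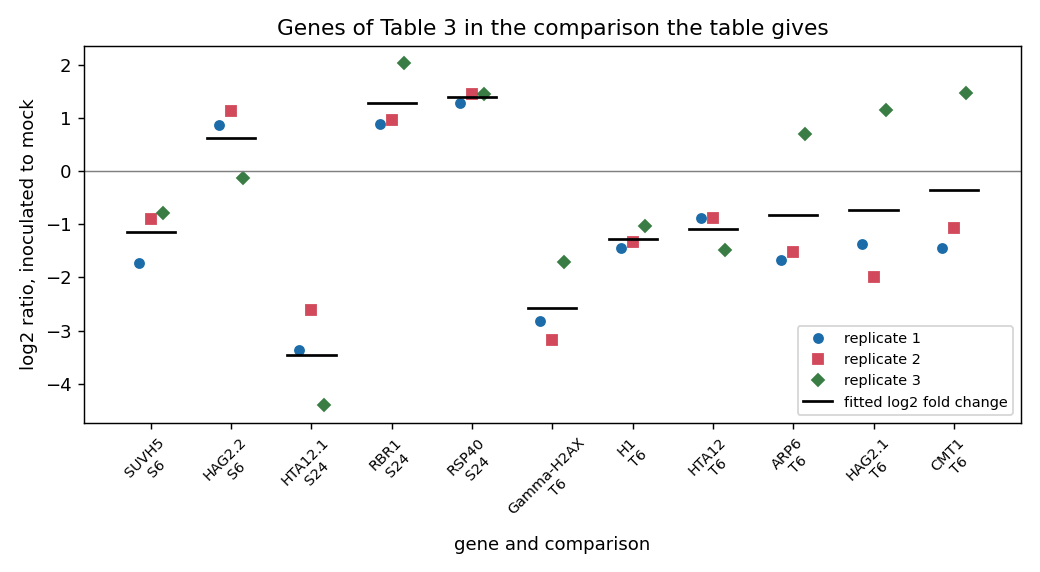
Log2 ratio of inoculated to mock leaves in each replicate for the 11 genes of Table 3 that were tested. Black lines show the fitted log2 fold change.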

Epigenetic mechanisms besides chromatin, histone and DNA modifications are also influenced by RNA such as small RNAs. In this study, small RNAs coding genes such as *Arginine/Serine‐Rich Splicing Factor 40/41* (*RSP40/RS41*) and *DCL2* were differentially expressed after pathogen infection and also showed a different regulation in each genotype analysed (Table 3). 

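DCL2 has no name on the array in the sources used here. RSP40 (GSVIVT01027520001) rose by 1.39 log2 units in N20/020 at 24 hpi (adjusted p 0.00068), higher in 3 of 3 replicates, and its genotype interaction was -1.37 (0.019).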

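RBR1 (GSVIVT01035560001) rose by 1.29 log2 units in inoculated N20/020 leaves at 24 hpi (adjusted p 0.0029), higher in 3 of 3 replicates. Its genotype interaction of -1.01 (0.124) was not past the threshold with quantile normalization (-1.00) or no filter on dim probes (-1.01), nor without inoculated replicate 3 (-0.77) or mock replicate 3 (-0.88) of N20/020, or inoculated replicate 1 (-0.93) or 2 (-0.92) or mock replicate 3 (-0.70) of N23/018. Gamma-H2AX (GSVIVT01011034001) fell by 2.57 in N23/018 at 6 hpi (6.94e-05), lower in 3 of 3 replicates, with a genotype interaction of -2.23 (0.00622).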

Finally, genes involved in the DNA damage repair machinery (as *Retinoblastoma‐Related 1—RBR1, Gamma‐Histone variant H2AX—GAMMA‐H2A.X, RAD51*) were differentially expressed after pathogen inoculation.

**TABLE 3:** Epigenetic related genes (ER‐DEGs) differentially expressed after *P. viticola* infection in both N20/020 (S) and N23/018 (T) at 6 and 24 hpi

Gene ID	S6	S24	T6	T24	Gene name	Product	Gen Bank Acc.
*DNA damage/repair response*							
VIT_04s0008g02780		2.48			*RBR1*	PREDICTED*: Vitis vinifera* retinoblastoma‐related protein‐like (RBR)	XM_010650145.2
VIT_07s0104g00960			−8.07		Gamma‐*H2AX*	histone H2AX	XM_002271470.3
VIT_11s0016g00340			−2.40		*RAD51*	DNA repair protein RAD51 homologue	XM_002273767.2
*DNA methylation/demethylation*							
VIT_08s0007g06800			−2.39		*CMT1*	PREDICTED*: Vitis vinifera* putative DNA (cytosine‐5)‐methyltransferase CMT1	XM_002275896.3
VIT_06s0004g01080				−3.62	*CMT3*	DNA (cytosine‐5)‐methyltransferase CMT3	XM_010653042.1
VIT_12s0035g01770				−4.37	*MET1*	PREDICTED: *Vitis vinifera* DNA (cytosine−5)‐methyltransferase 1B‐like	XM_019223723.1
VIT_06s0061g01270				−5.27	*DME*	PREDICTED: *Vitis vinifera* transcriptional activator DEMETER	XM_019220413.1
*Chromatin remodelling*							
VIT_05s0020g02000				−4.47	*SYD*	PREDICTED*: Vitis vinifera* chromatin structure‐remodelling complex protein SYD	XM_010651496.2
VIT_11s0016g05490			−3.01		*ARP6*	Predicted: *Vitis vinifera* Actin‐related protein 6	XM_010658136.2
*Histone modification*							
VIT_11s0016g02620			−3.71		*HAG2.1*	histone acetyltransferase type B catalytic subunit	XM_002282895.2
VIT_13s0047g00150	2.03				*HAG2.2*	PREDICTED: *Vitis vinifera* histone acetyltransferase type B catalytic subunit	XM_002282895.3
VIT_00s0179g00340			−2.33		*HTA8*	PREDICTED: *Vitis vinifera* histone H2A variant 1	XM_002281230.2
VIT_16s0013g00310	−2.59				*SUVH5*	PREDICTED: *Vitis vinifera* histone‐lysine N‐methyltransferase, H3 lysine‐9 specific SUVH5	XM_002277738.3
VIT_18s0001g09610	−2.84				*HOS15*	PREDICTED: *Vitis vinifera* F‐box‐like/WD repeat‐containing protein TBL1Y	XR_002032367.1
VIT_06s0004g04270			−2.10		*HTA12*	histone H2A	XM_002284269.3
VIT_14s0060g02360		−10.82			*HTA12.1*	histone H2A.1	XM_002283935.3
VIT_07s0005g01060			−2.68		*H1*	histone H1	XM_002269443.3
*Small RNA biogenesis and RNA regulation*							
VIT_04s0023g00920				−4.10	*DCL2*	PREDICTED: *Vitis vinifera* endoribonuclease Dicer homologue 2	XM_019219502.1
VIT_15s0048g01870		2.66			*RSP40*	serine/arginine‐rich splicing factor RS41‐like	XM_002273715.3
VIT_11s0016g03220				2.58	*RDR5*	probable RNA‐dependent RNA polymerase 5	XM_010657967.1

The microarray expression profile/hierarchical clustering of the main ER‐DEGs was reported in Figure 6. It was possible to observe the formation of three main clusters, the first and most notable cluster includes the main epigenetic machinery such as *MET1, CMT3, DME, SYD* and *DCL2*.

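Average linkage clustering by Pearson correlation, on the mean log2 values of the 8 groups, was run on the 14 Table 3 genes with a name on the array. It gave 3 clusters of 10, 3 and 1 genes. The cluster of 3 held ARP6, RBR1 and RSP40, and HAG2.2 stood alone. The largest cluster had 7 genes with quantile normalization (adjusted Rand index 0.482), 11 with normexp background correction (0.332) and 5 of 9 genes with a coefficient of variation under 20%. Without mock replicate 3 of N20/020 at 24 hpi, or inoculated replicate 2 of N23/018 at 6 hpi, it had 6. MET1, CMT3, DME, SYD and DCL2 are among the genes without a name on the array in the sources used here, where the list for N23/018 at 24 hpi breaks off.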

**FIGURE 6:**
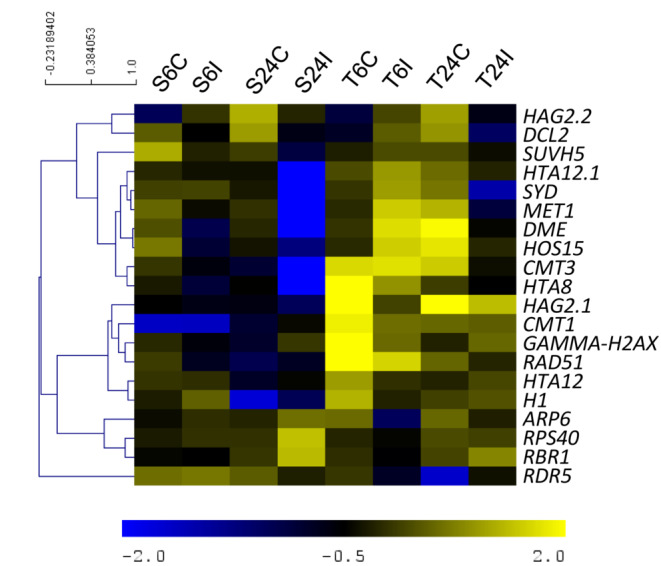
Hierarchical clustering of selected epigenetic related genes differentially expressed in grapevine leaves after *Plasmopara viticola* infection. Microarray expression data of the putatively susceptible (S) and tolerant (T) genotypes at 6 and 24 h post inoculation with different treatments, mock (C) and inoculated (I), were used for clustering analysis. A selection of ER‐DEGs significantly differentially expressed in the inoculated versus mock conditions is reported. For each gene, the Log_2_ normalised expression value was used. The different colours indicate different expression values, as reported in the colour bar. Lowest and highest expression values are in blue and yellow, respectively. Gene IDs of the selected genes are those reported in Table 3

## 4 DISCUSSION

The cultivated grapevine is highly susceptible to the downy mildew disease, which harbours heavy production losses. Several breeding programs are being conducted in order to introgress resistance traits into grapevine cultivars with economic interest (Boso et al., 2014; Boso & Kassemeyer, 2008; Marsico et al., 2018). In this study, we performed a more in‐depth assessment of our previous field observations regarding *V. vinifera*–*P. viticola* interaction. We evaluated the disease incidence and severity of *P. viticola* in three grapevine varieties and four crossing hybrids selected from the cross between Red Globe x Regal seedless for their high‐ or low‐susceptibility to the pathogen. Of the four crossing hybrids, N23/018 (T) was the most tolerant to *P. viticola* presenting lower DI and DS both in vitro and in vivo inoculations. The crossing hybrid N20/020 (S) was highly susceptible.

To further understand if epigenetic regulation is one of the key factors influencing the higher tolerance/susceptibility of the crossing hybrids, we have conducted a 5‐mC % evaluation in the first hours after pathogen contact. We have also performed a characterisation of transcriptome modulation focusing on both defence‐related (DR‐DEGs) and epigenetics related transcripts (ER‐DEGs).

The transcriptomic analysis of S and T was performed at 6 and 24 hpi, as pathogen recognition and development were described to occur in a short period of time after inoculation (Unger et al., 2007). A higher number of differentially expressed genes at 6 hpi was observed in the T genotype, resembling the timing and response of a resistant species to *P. viticola* inoculation (Figueiredo et al., 2012). Also, the low overlapping DEGs between S and T indicate a genotype‐specific response to pathogen stimulus. This is in accordance with the grapevine response to other kinds of stresses (Catacchio et al., 2019).

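In N23/018 the difference between the responses at 6 and 24 hpi, tested as a time interaction, passed for 3442 genes, of which 1334 were higher and 2108 lower at 24 hpi, and 3117 (90.6%) had fold changes of opposite sign. In N20/020 4836 passed, 1656 higher and 3180 lower, and 2929 (60.6%) had opposite signs. With a replicate block the count for N23/018 was 5260. It moved most to 12253 with the series table values, and was 2214 without mock replicate 2 at 24 hpi and 5247 without inoculated replicate 2 at 6 hpi. Genes changed at both times number 280 in N23/018 (115 expected, 118 in the same direction) and 710 in N20/020 (441 expected, 537 in the same direction), and with a replicate block 518 and 1219. The paper likens the timing of N23/018, with its larger number of genes at 6 hpi, to that of a resistant species. That larger number depends on the fit, since with only the arrays of each comparison fewer genes were called at 6 hpi than at 24 hpi in N23/018.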

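The genes shared at 6 hpi are 51.0% of those called in N20/020 and 10.3% of those in N23/018, and at 24 hpi 4.08% and 77.3%. Most of the shared genes moved in opposite directions, and the shares depend on the unequal sizes of the sets, of which the one for N23/018 at 6 hpi is no estimate. When only the arrays of each comparison were fitted, the share of the N20/020 genes at 6 hpi was lower. The paper takes the low number of genes common to N20/020 and N23/018 as a sign of a response specific to the genotype.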

### 4.1 Modulation of defence pathways after pathogen infection

The recognition of pathogen molecules on the host cells is done through pattern recognition receptors (PRR) localised in plasma membranes that further initiate the first steps of immunity (Iqbal et al., 2021; Ramirez‐Prado, Abulfaraj, et al., 2018). By recognising pathogen‐associated molecular pattern (PAMP) molecules, they activate down‐stream signalling pathways responsible for the activation of plant defence mechanisms, a process called PAMP‐triggered immunity (PTI) (Parker et al., 2021; Ramirez‐Prado, Abulfaraj, et al., 2018). As observed in our work, PRR‐like genes, as well as genes involved in the down‐stream signalling pathway like mitogen‐activated protein kinase, were differentially expressed after pathogen inoculation in both genotypes. Differences in the modulation of these genes were observed between susceptible and tolerant genotypes, in accordance with their different phenotypic response.

Jasmonic acid (JA), abscisic acid (ABA) and ethylene (ET) pathways are important phytohormones with cascade networks which regulate the defence system of *V. vinifera* (Chong et al., 2008; Figueiredo et al., 2018). Genes encoding the signalling phytohormones that are involved in plant defence were overrepresented in our datasets, in accordance with their pivotal role in the modulation of plant defence responses (Chong et al., 2008; Figueiredo et al., 2018; Laureano et al., 2018). Signalling pathways, such as ABA, are considered host species dependent (Lievens et al., 2017). On the other hand, SA and JA/ET have a key role in the activation of plant defence response dependent on the pathogens feeding relationship with the host (He, Yuan, et al., 2020). Our results indicated that genes related to these pathways were modulated in the presence of the oomycete. However, differences between susceptible and tolerant varieties were also observed.

Transcriptional and post‐transcriptional modifications play an important role in the regulation of the activation of grapevine defence networks (Figueiredo et al., 2008). For instance, we found that genes encoding for transcription factors and those involved in protein modifications were differentially expressed after pathogen infection. Moreover, a modulation in the expression of important classes of genes involved in plant immunity, such as PTI‐ and ETI‐related genes, PR and disease resistance proteins were found after the pathogen inoculation, and differences between the two genotypes were observed in accordance with their different susceptibility level to *P. viticola*.

Together with analysing the genes involved in defence responses, in this work, we focused on the DEGs involved in the plant epigenetic machinery and its interplay with its defence system (Figure 7). Evidence of the involvement of epigenetic modulation in plants resistance has been increasingly reported for a wide variety of biotic stresses (Cui et al., 2021; Ding & Wang, 2015; Elhamamsy, 2016; Espinas et al., 2016; Kong et al., 2020; Kuźnicki et al., 2019; Ramirez‐Prado, Abulfaraj, et al., 2018; Zhi & Chang, 2021).

**FIGURE 7:**
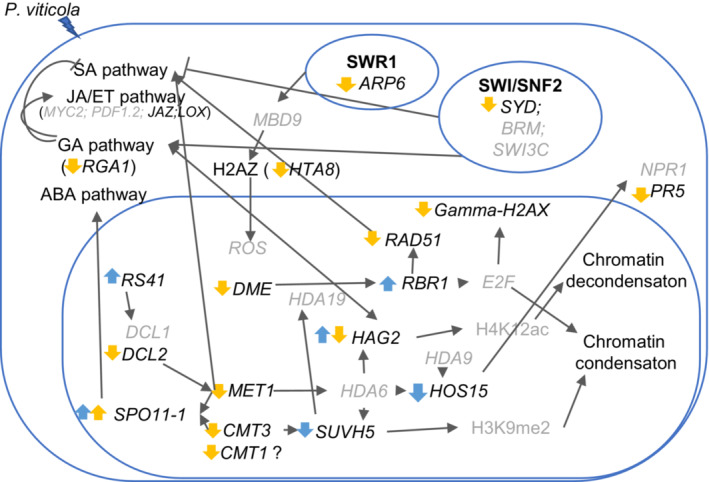
Schematic representation of the epigenetic machinery interaction and modulation after *Plasmopara viticola* infection of grapevine leaf tissue. Yellow arrows: Genes differentially expressed in the tolerant genotype. Blue arrows: Genes differentially expressed in the susceptible genotype. Up arrows indicate up‐regulation, down arrows indicate down‐regulation

### 4.2 DNA methylation plays a role in the plant immune defence system

In the stress adaptation mechanism, epigenetic modulation may play different roles. Potentially epigenetic mechanisms may either directly regulate defence networks or affect genome reorganisation and stability (Boyko & Kovalchuk, 2008). DNA methylation regulates gene expression in plant defence responses. Based on our results, we hypothesise that *V. vinifera*–*P. viticola* interaction influences epigenetic mechanisms such as DNA methylation maintenance and associated components such as DCL2. We observed a down‐regulation of genes encoding the DNA methyltransferases in T at 6 hpi (*CMT1*) and 24 hpi (*MET1* and *CMT3*). Reports on the lacking of either MET1 or CMT3 methyltransferase activity in genetic mutants of different plant species induce resistance after the interaction with an array of pathogens (viruses, fungus and bacteria) (Chen et al., 2018; Cui et al., 2021; Dowen et al., 2012; Geng et al., 2019; Kuźnicki et al., 2019; López Sánchez et al., 2016; Pujara et al., 2021). Also, DNA methylation can affect either SA pathway genes or *pathogenesis responsive gene 1 (PR1)* expression (Chan & Zimmerli, 2019; Dowen et al., 2012; Hewezi et al., 2018). Moreover, global methylation patterns also differ between the susceptible and tolerant crossing hybrids. In accordance with that, global methylation presented a lower increase in the tolerant genotype. Analysis of global DNA methylation pattern modification on several species after infection with different pathogens has been reported on tomato roots, Poplar bark and Arabidopsis leaves (Leonetti & Molinari, 2020; Xiao et al., 2021). Often, resistant species showed DNA hypomethylation patterns while susceptible ones presented hypermethylated DNA after pathogens attack (Leonetti & Molinari, 2020; Xiao et al., 2021). Also, studies have observed that altering DNA methylation levels (hypo‐ or hypermethylation) on genomic regions could influence gene and phenotypic responses to plant diseases (Geng et al., 2019; Leonetti & Molinari, 2020). Our results are in agreement with recent work done by Pereira and authors, which reported that the global cytosine analysis performed on the tolerant cultivar Regent revealed a decrease of global methylation levels in the early hours of infection by *P. viticola* in comparison to the Trincadeira, a susceptible genotype (Pereira et al., 2022).

### 4.3 Involvement of epigenetic mechanisms in grapevine defence response

Histone modifications are affected by the *P. viticola* inoculations early in the colonisation leading to a chromatin modification. This can, depending on the role of the histones, effect gene silencing or activation. A very important role in the epigenetic‐defence machinery is played by the chromatin remodelers (Alonso et al., 2019; Ding & Wang, 2015; Espinas et al., 2016; Ramirez‐Prado, Piquerez, et al., 2018; Song et al., 2021; Wang et al., 2020; Zhi & Chang, 2021). In our study, variation in the expression of chromatin remodelers subunits, such as SYD (part of the SWI/SNF chromatin complexes), could lead to alteration of chromatin conformation. Studies in *Arabidopsis thaliana* have shown that SYD is recruited to the promoter of a set of JA and ET responsive defence genes, and it is essential for their expression. Besides chromatin and DNA methylation, histone modifications are also involved in the plant defence responses (Ramirez‐Prado, Piquerez, et al., 2018). In our study, several genes related to histones modifications, encoding for structural or regulatory proteins, were differentially expressed after *P. viticola* infection (Table 3). An important gene encoding protein of the WD‐40 repeat family (*HOS15*) was downregulated in both analysed genotypes at different time periods of infection. HOS15 plays an important role in plant immunity against different stresses via histone acetylation/deacetylation pathways (Kumar et al., 2021). Li and colleagues observed, in wheat infected with powdery mildew, a negative regulatory role of HOS15 in the defence system (Liu et al., 2019). The authors suggested that a mediation between HOS15‐HDA6 and histone acetyltransferases could be occurring to regulate the transcription of defence related genes (Liu et al., 2019).

Furthermore, the *linker histone 1 (H1)* was downregulated at T genotype at 6 hpi. Histone H1 is known to regulate chromatin condensation (Sheikh et al., 2022). Sheikh and colleagues observed the effect of the absence of H1 in Arabidopsis when inoculated with *Pseudomonas syringae* and treated with flagellin flg22 for priming analysis (Sheikh et al., 2022). They eluded that the genes related to defence are influenced by H1 to respond immediately or not to the pathogen attack (Sheikh et al., 2022). Also, while analysing the role of DNA methylation and histone modifications within the plant immune defence system, Arabidopsis H1 indicated a possible role in plant immunity since it impacts chromatin rearrangement through the influence of the epigenetic profile (Sheikh et al., 2022). H1 is part of the defence and epigenetic machinery in our work.

Beyond the more studied epigenetic traits, RNA modification can influence plant defence responses and plant adaptation mechanisms. It is well known that Dicer‐like proteins are essential components of the miRNA and siRNA biogenesis and that these molecules have a recognised role in plant defence mechanisms (Qin et al., 2017). In our study, the repression of the *Dicer‐like 2 (DCL2)* gene in the T variety could suggest a role in grapevine–oomycete interaction. Studies have shown that DCL2 and DCL4 are associated with virus infection immune defence with the purpose of attaining viral siRNA (vsiRNA) as a strategy against viruses (Ashapkin et al., 2020; Erdmann & Picard, 2020; Lee & Carroll, 2018; Prakash et al., 2017). Also, Wang et al. analysed *B. cineria* interaction with a wide variety of hosts where it was identified a bi‐directional defence process between host and pathogen RNAi and *DCL2* targeted genes (Wang et al., 2016). Another important small RNA biogenesis molecule evident in our study is the *serine/arginine‐rich splicing factor RS41‐like (RSP40)* that were up‐regulated in the susceptible cultivar. Literature has shown that DCL1 plays a defence role in plant–*B. cinerea* interaction, whereas Coolen and colleagues observed that the expression of *DCL1* in RS40/41 mutant arabidopsis after *B. cinerea* infection decreased (Coolen et al., 2019; Weiberg et al., 2013). Retinoblastoma Related 1 (RBR1), RAD51 and gamma‐H2AX are related to the epigenetic machinery as well as interact with defence mechanisms against biotic stresses (Bouyer et al., 2018; Camborde et al., 2019; Desvoyes & Gutierrez, 2020; Wang et al., 2010, 2014). RBR1 has been revealed as a member of the DNA Damage repair machinery (DDR) together with RAD51 (Bouyer et al., 2018; Camborde et al., 2019). Furthermore, gamma‐H2AX and RAD51 affect the DNA through direct DSB when interacting with other plant‐necrotrophic pathogens (Song & Bent, 2014). Overall, these data support the involvement of these epigenetic mechanisms in the regulation of the grapevine defence response against *P. viticola* and open the possibility of new functional regulations of stress responses in grapevine.

## 5 CONCLUSIONS

So far, an in‐depth analysis of the response of table grape genotypes with different susceptibilities against *P. viticola* has been reported for the first time. The transcriptomic characterisation allowed us to observe the modulation of important classes of defence genes during *V. vinifera*–*P. viticola* interaction, as those encoding for proteins involved in PAMP perception, phytohormone signalling and response, PR proteins and defensin‐like proteins.

In this study, an observation of the epigenetic associated machinery was also performed. Our work indicates that the DNA methylation is affected by *P. viticola* inoculation and suggests that differences in the DNA methylation levels might be related to the different susceptibility to *P. viticola*. Moreover, a differential regulation of genes involved in chromatin and histone modification, small RNA biogenesis and DNA damage and reparation processes were also observed, suggesting that these processes may also play a role in the grapevine defence responses to this pathogen.

Finally, we found that the tolerant *V. vinifera* genotype analysed for the early modulation of defence genes and the effect on global DNA methylation resemble what has been observed in the resistant grapevine genotypes derived from other *Vitis* species, showing an intermediate behaviour between resistance and susceptibility. These data support the presence of tolerance mechanisms in *V. vinifera* and the presence of similar strategies to counteract *P. viticola* among different *Vitis* species.

## AUTHOR CONTRIBUTIONS

Vanessa Azevedo, Andreia Figueiredo and Fiammetta Alagna designed the experimental plan and wrote the manuscript with inputs from all the authors; Vanessa Azevedo, Loretta Daddiego and Lisete Sousa analysed the transcriptomic data; Vanessa Azevedo, Maria Francesca Cardone and Carlo Bergamini performed the microarray assays; Loretta Daddiego and Giorgio Perrella carried out the qPCR; Antonio Domenico Marsico and Fiammetta Alagna performed the leaf disc assays, Vanessa Azevedo, Antonio Domenico Marsico and Carlo Bergamini executed the in vivo assay and the phenotypic analysis; Rita B. Santos, Vanessa Azevedo, Andreia Figueiredo performed and analysed the DNA methylation assay; All the authors reviewed the manuscript.

## Supporting information

**Appendix S1**. Supporting information. Click here for additional data file.

**Table S2**. Data set of defense related differentially expressed genes (DR‐DEGs). Genes modulated at 6 and 24 hpi in grapevine tolerant (T) and susceptible (S) genotypes are reported. Click here for additional data file.

**Table S3**. Data set of defense related differentially expressed genes (DR‐DEGs). Genes modulated at 6 and 24 hpi in grapevine tolerant (T) and susceptible (S) genotypes are reported. Click here for additional data file.

**Table S5**. Data set of epigenetic related differentially expressed genes (ER‐DEGs). Genes modulated at 6 and 24 hpi in grapevine tolerant (T) and susceptible (S) genotypes are reported. Click here for additional data file.

## Data Availability

The data that support the findings of this study are openly available in Gene Expression Omnibus repository (GEO) at https://www.ncbi.nlm.nih.gov/geo/, reference number GSE206244.

## References

[ppl13771-bib-0001] Ahmed, M.F.A. (2018) Evaluation of some biocontrol agents to control Thompson seedless grapevine powdery mildew disease. Egyptian Journal of Biological Pest Control, 28, 2–7.

[ppl13771-bib-0002] Ali, M. , Javaid, A. , Naqvi, S.H. , Batcho, A. , Kayani, W.K. , Lal, A. et al. (2020) Biotic stress triggered small RNA and RNAi defense response in plants. Molecular Biology Reports, 47, 5511–5522.3256217610.1007/s11033-020-05583-4

[ppl13771-bib-0003] Alonso, C. , Ramos‐Cruz, D. & Becker, C. (2019) The role of plant epigenetics in biotic interactions. New Phytologist, 221, 731–737.3015627110.1111/nph.15408PMC6726468

[ppl13771-bib-0004] Anderson MJ (2017) Permutational multivariate analysis of variance (PERMANOVA). Wiley StatsRef: Statistics Reference Online 1–15

[ppl13771-bib-0005] Armijo, G. , Schlechter, R. , Agurto, M. , Muñoz, D. , Nuñez, C. & Arce‐Johnson, P. (2016) Grapevine pathogenic microorganisms: understanding infection strategies and host response scenarios. Frontiers in Plant Science, 7, 1–18.2706603210.3389/fpls.2016.00382PMC4811896

[ppl13771-bib-0006] Ashapkin, V.V. , Kutueva, L.I. , Aleksandrushkina, N.I. & Vanyushin, B.F. (2020) Epigenetic mechanisms of plant adaptation to biotic and abiotic stresses. International Journal of Molecular Sciences, 21, 1–32.10.3390/ijms21207457PMC758973533050358

[ppl13771-bib-0007] Atighi, M.R. , Verstraeten, B. , Meyer, T.D. & Kyndt, T. (2020) Genome‐wide DNA hypomethylation shapes nematode pattern‐triggered immunity in plants. New Phytologist, 227, 545–558.3216232710.1111/nph.16532PMC7317725

[ppl13771-bib-0008] Barozai, M.Y.K. & Aziz, A.N. (2018) Recent plant growth and stress management related significant advancements in epigenetics. Annals of Agrarian Science, 16, 416–421.

[ppl13771-bib-0009] Berr, A. , Ménard, R. , Heitz, T. & Shen, W.H. (2012) Chromatin modification and remodelling: a regulatory landscape for the control of Arabidopsis defence responses upon pathogen attack. Cellular Microbiology, 14, 829–839.2240518810.1111/j.1462-5822.2012.01785.x

[ppl13771-bib-0010] Berriri, S. , Gangappa, S.N. & Kumar, S.V. (2016) SWR1 chromatin‐remodeling complex subunits and H2A.Z have non‐overlapping functions in immunity and gene regulation in Arabidopsis. Molecular Plant, 9, 1051–1065.2713144710.1016/j.molp.2016.04.003PMC4938710

[ppl13771-bib-0011] Bindea, G. , Mlecnik, B. , Hackl, H. , Charoentong, P. , Tosolini, M. , Kirilovsky, A. et al. (2009) ClueGO: a cytoscape plug‐in to decipher functionally grouped gene ontology and pathway annotation networks. Bioinformatics, 25, 1091–1093.1923744710.1093/bioinformatics/btp101PMC2666812

[ppl13771-bib-0012] Boso, S. , Alonso‐Villaverde, V. , Gago, P. , Santiago, J.L. & Martínez, M.C. (2014) Susceptibility to downy mildew (*Plasmopara viticola*) of different Vitis varieties. Crop Protection, 63, 26–35.

[ppl13771-bib-0013] Boso, S. & Kassemeyer, H.H. (2008) Different susceptibility of European grapevine cultivars for downy mildew. Vitis: Journal of Grapevine Research, 47, 39–49.

[ppl13771-bib-0014] Bouyer, D. , Heese, M. , Chen, P. , Harashima, H. , Roudier, F. , Grüttner, C. et al. (2018) Genome‐wide identification of RETINOBLASTOMA RELATED 1 binding sites in Arabidopsis reveals novel DNA damage regulators. PLoS Genetics, 14, 1–35.10.1371/journal.pgen.1007797PMC626801030500810

[ppl13771-bib-0015] Boyko, A. & Kovalchuk, I. (2008) Epigenetic control of plant stress response. Environmental and Molecular Mutagenesis, 49, 61–72.1794827810.1002/em.20347

[ppl13771-bib-0016] Breitling, R. , Armengaud, P. , Amtmann, A. & Herzyk, P. (2004) Rank products: a simple, yet powerful, new method to detect differentially regulated genes in replicated microarray experiments. FEBS Letters, 573, 83–92.1532798010.1016/j.febslet.2004.07.055

[ppl13771-bib-0017] Brilli, M. , Asquini, E. , Moser, M. , Bianchedi, P.L. , Perazzolli, M. & Si‐Ammour, A. (2018) A multi‐omics study of the grapevine‐downy mildew (*Plasmopara viticola*) pathosystem unveils a complex protein coding‐ and noncoding‐based arms race during infection. Scientific Reports, 8, 1–12.2933553510.1038/s41598-018-19158-8PMC5768699

[ppl13771-bib-0018] Brocklehurst, S. , Watson, M. , Carr, I.M. , Out, S. , Heidmann, I. & Meyer, P. (2018) Induction of epigenetic variation in Arabidopsis by over‐expression of DNA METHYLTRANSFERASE1 (MET1). PLoS One, 13, 1–22.10.1371/journal.pone.0192170PMC582144929466369

[ppl13771-bib-0019] Buonassisi, D. , Colombo, M. , Migliaro, D. , Dolzani, C. , Peressotti, E. , Mizzotti, C. et al. (2017) Breeding for grapevine downy mildew resistance: a review of “omics” approaches. Euphytica, 213, 1–21.

[ppl13771-bib-0020] Camborde, L. , Raynaud, C. , Dumas, B. & Gaulin, E. (2019) DNA‐damaging effectors: new players in the effector arena. Trends in Plant Science, 24, 1094–1101.3169952210.1016/j.tplants.2019.09.012

[ppl13771-bib-0021] Catacchio, C.R. , Alagna, F. , Perniola, R. , Bergamini, C. , Rotunno, S. , Calabrese, F.M. et al. (2019) Transcriptomic and genomic structural variation analyses on grape cultivars reveal new insights into the genotype‐dependent responses to water stress. Scientific Reports, 9, 1–15.3080900110.1038/s41598-019-39010-xPMC6391451

[ppl13771-bib-0022] Chan, C. & Zimmerli, L. (2019) The histone demethylase IBM1 positively regulates Arabidopsis immunity by control of defense gene expression. Frontiers in Plant Science, 10, 1–10.3195632510.3389/fpls.2019.01587PMC6951416

[ppl13771-bib-0023] Chen, H. , Shu, H. , Wang, L. , Zhang, F. , Li, X. , Ochola, S.O. et al. (2018) Phytophthora methylomes are modulated by 6mA methyltransferases and associated with adaptive genome regions. Genome Biology, 19, 1–16.3038293110.1186/s13059-018-1564-4PMC6211444

[ppl13771-bib-0024] Chen, J. , Clinton, M. , Qi, G. , Wang, D. , Liu, F. & Qing, F.Z. (2020) Reprogramming and remodeling: transcriptional and epigenetic regulation of salicylic acid‐mediated plant defense. Journal of Experimental Botany, 71, 5256–5268.3206052710.1093/jxb/eraa072

[ppl13771-bib-0025] Chong, J. , Le Henanff, G. , Bertsch, C. & Walter, B. (2008) Identification, expression analysis and characterization of defense and signaling genes in *Vitis vinifera* . Plant Physiology and Biochemistry, 46, 469–481.1798888310.1016/j.plaphy.2007.09.010

[ppl13771-bib-0026] Coolen, S. , Van Pelt, J.A. , Van Wees, S.C.M. & Pieterse, C.M.J. (2019) Mining the natural genetic variation in Arabidopsis thaliana for adaptation to sequential abiotic and biotic stresses. Planta, 249, 1087–1105.3054724010.1007/s00425-018-3065-9

[ppl13771-bib-0027] Cui, N. , Chen, X. , Shi, Y. , Chi, M. , Hu, J. , Lai, K. et al. (2021) Changes in the epigenome and transcriptome of rice in response to Magnaporthe oryzae infection. Crop Journal, 9, 843–853.

[ppl13771-bib-0028] De‐La‐Peña, C. , Rangel‐Cano, A. & Alvarez‐Venegas, R. (2012) Regulation of disease‐responsive genes mediated by epigenetic factors: interaction of Arabidopsis‐pseudomonas. Molecular Plant Pathology, 13, 388–398.2202311110.1111/j.1364-3703.2011.00757.xPMC6638851

[ppl13771-bib-0029] Deleris, A. , Halter, T. & Navarro, L. (2016) DNA methylation and demethylation in plant immunity. Annual Review of Phytopathology, 54, 579–603.10.1146/annurev-phyto-080615-10030827491436

[ppl13771-bib-0030] Desvoyes, B. & Gutierrez, C. (2020) Roles of plant retinoblastoma protein: cell cycle and beyond. The EMBO Journal, 39, 1–18.10.15252/embj.2020105802PMC752781232865261

[ppl13771-bib-0031] Ding, B. & Wang, G.L. (2015) Chromatin versus pathogens: the function of epigenetics in plant immunity. Frontiers in Plant Science, 6, 1–8.2638888210.3389/fpls.2015.00675PMC4557108

[ppl13771-bib-0032] Dowen, R.H. , Pelizzola, M. , Schmitz, R.J. , Lister, R. , Dowen, J.M. , Nery, J.R. et al. (2012) Widespread dynamic DNA methylation in response to biotic stress. Proceedings of the National Academy of Sciences of the United States of America, 109, E2183–E2191.2273378210.1073/pnas.1209329109PMC3420206

[ppl13771-bib-0033] Eisenmann, B. , Czemmel, S. , Ziegler, T. , Buchholz, G. , Kortekamp, A. , Trapp, O. et al. (2019) Rpv3‐1 mediated resistance to grapevine downy mildew is associated with specific host transcriptional responses and the accumulation of stilbenes. BMC Plant Biology, 19, 1–17.3138752410.1186/s12870-019-1935-3PMC6685164

[ppl13771-bib-0034] Elhamamsy, A.R. (2016) DNA methylation dynamics in plants and mammals: overview of regulation and dysregulation. Cell Biochemistry and Function, 34, 289–298.2700392710.1002/cbf.3183

[ppl13771-bib-0035] Erdmann, R.M. & Picard, C.L. (2020) RNA‐directed DNA methylation. PLoS Genetics, 16, 1–31.10.1371/journal.pgen.1009034PMC754412533031395

[ppl13771-bib-0036] Espinas, N.A. , Saze, H. & Saijo, Y. (2016) Epigenetic control of defense signaling and priming in plants. Frontiers in Plant Science, 7, 1–7.2756330410.3389/fpls.2016.01201PMC4980392

[ppl13771-bib-0037] Figueiredo, A. , Figueiredo, J. , Maia, M. , Cavaco, A.R. , Laureano, G. , Nascimento, R. et al. (2018) Subtilisin‐like proteases and lipid signalling events play an important role in grapevine resistance to downy mildew: a systems biology approach. Revista de Ciências Agrárias, 41, 61–66.

[ppl13771-bib-0038] Figueiredo, A. , Fortes, A.M. , Ferreira, S. , Sebastiana, M. , Choi, Y.H. , Sousa, L. et al. (2008) Transcriptional and metabolic profiling of grape (*Vitis vinifera* L.) leaves unravel possible innate resistance against pathogenic fungi. Journal of Experimental Botany, 59, 3371–3381.1864810310.1093/jxb/ern187

[ppl13771-bib-0039] Figueiredo, A. , Martins, J. , Sebastiana, M. , Guerreiro, A. , Silva, A. , Matos, A.R. et al. (2017) Specific adjustments in grapevine leaf proteome discriminating resistant and susceptible grapevine genotypes to *Plasmopara viticola* . Journal of Proteomics, 152, 48–57.2798994510.1016/j.jprot.2016.10.012

[ppl13771-bib-0040] Figueiredo, A. , Monteiro, F. , Fortes, A.M. , Bonow‐Rex, M. , Zyprian, E. , Sousa, L. et al. (2012) Cultivar‐specific kinetics of gene induction during downy mildew early infection in grapevine. Functional and Integrative Genomics, 12, 379–386.2224660010.1007/s10142-012-0261-8

[ppl13771-bib-0041] Fröbel, S. & Zyprian, E. (2019) Colonization of different grapevine tissues by *Plasmopara viticola*: a histological study. Frontiers in Plant Science, 10, 1–13.3139625210.3389/fpls.2019.00951PMC6667660

[ppl13771-bib-0042] Gallusci, P. , Dai, Z. , Génard, M. , Gauffretau, A. , Leblanc‐Fournier, N. , Richard‐Molard, C. et al. (2017) Epigenetics for plant improvement: current knowledge and modeling avenues. Trends in Plant Science, 22, 610–623.2858775810.1016/j.tplants.2017.04.009

[ppl13771-bib-0043] Geng, S. , Kong, X. , Song, G. , Jia, M. , Guan, J. , Wang, F. et al. (2019) DNA methylation dynamics during the interaction of wheat progenitor *Aegilops tauschii* with the obligate biotrophic fungus *Blumeria graminis* f. sp. tritici. New Phytologist, 221, 1023–1035.3025642010.1111/nph.15432PMC6586159

[ppl13771-bib-0044] He, C. , Zhang, Z. , Li, B. & Tian, S. (2020) The pattern and function of DNA methylation in fungal plant pathogens. Microorganisms, 8, 1–14.10.3390/microorganisms8020227PMC707473132046339

[ppl13771-bib-0045] He, S. , Yuan, G. , Bian, S. , Han, X. , Liu, K. , Cong, P. et al. (2020) Major latex protein MdMLP423 negatively regulates defense against fungal infections in apple. International Journal of Molecular Sciences, 21, 1–20.10.3390/ijms21051879PMC708493132164313

[ppl13771-bib-0046] Hewezi, T. , Pantalone, V. , Bennett, M. , Neal Stewart, C. & Burch‐Smith, T.M. (2018) Phytopathogen‐induced changes to plant methylomes. Plant Cell Reports, 37, 17–23.2875658310.1007/s00299-017-2188-y

[ppl13771-bib-0047] Hoang, T.V. , Vo, K.T.X. , Hong, W.J. , Jung, K.H. & Jeon, J.S. (2018) Defense response to pathogens through epigenetic regulation in Rice. Journal of Plant Biology, 61, 1–10.

[ppl13771-bib-0048] Howe, E. , Holton, K. , Nair, S. , Schlauch, D. , Sinha, R. & Quackenbush, J. (2010) MeV: MultiExperiment Viewer. In: Ochs M , Casagrande J , Davuluri R , (eds), Biomedical Informatics for Cancer Research, Boston, MA: Springer, pp. 267–277.

[ppl13771-bib-0049] Huang, C.Y. & Jin, H. (2022) Coordinated epigenetic regulation in plants: a potent managerial tool to conquer biotic stress. Frontiers in Plant Science, 12, 1–11.10.3389/fpls.2021.795274PMC876216335046981

[ppl13771-bib-0050] Iqbal, Z. , Iqbal, M.S. , Hashem, A. , Abd_Allah, E.F. & Ansari, M.I. (2021) Plant defense responses to biotic stress and its interplay with fluctuating dark/light conditions. Frontiers in Plant Science, 12, 1–22.10.3389/fpls.2021.631810PMC798281133763093

[ppl13771-bib-0051] Juliá, M. , Telenti, A. & Rausell, A. (2015) Sincell: an R/Bioconductor package for statistical assessment of cell‐state hierarchies from single‐cell RNA‐seq. Bioinformatics, 31, 3380–3382.2609926410.1093/bioinformatics/btv368PMC4595899

[ppl13771-bib-0052] Kim, J.H. (2021) Multifaceted chromatin structure and transcription changes in plant stress response. International Journal of Molecular Sciences, 22, 1–25.10.3390/ijms22042013PMC792232833670556

[ppl13771-bib-0053] Köhler, C. & Springer, N. (2017) Plant epigenomics: deciphering the mechanisms of epigenetic inheritance and plasticity in plants. Genome Biology, 18, 1–3.2868375510.1186/s13059-017-1260-9PMC5501107

[ppl13771-bib-0054] Kong, L. , Liu, Y. , Wang, X. & Chang, C. (2020) Insight into the role of epigenetic processes in abiotic and biotic stress response in wheat and barley. International Journal of Molecular Sciences, 21, 1–15.10.3390/ijms21041480PMC707301932098241

[ppl13771-bib-0055] Kruskal, W.H. & Wallis, W.A. (1952) Use of ranks in one‐criterion variance analysis Author (Kruskal–Wallis test). Journal of the American Statistical Association, 47, 583–621.

[ppl13771-bib-0056] Kumar, V. , Thakur, J.K. & Prasad, M. (2021) Histone acetylation dynamics regulating plant development and stress responses. Cellular and Molecular Life Sciences, 78, 4467–4486.3363865310.1007/s00018-021-03794-xPMC11072255

[ppl13771-bib-0057] Kuźnicki, D. , Meller, B. , Arasimowicz‐Jelonek, M. , Braszewska‐Zalewska, A. , Drozda, A. & Floryszak‐Wieczorek, J. (2019) BABA‐induced DNA methylome adjustment to intergenerational defense priming in potato to Phytophthora infestans. Frontiers in Plant Science, 10, 1–16.3121420910.3389/fpls.2019.00650PMC6554679

[ppl13771-bib-0058] Lämke, J. & Bäurle, I. (2017) Epigenetic and chromatin‐based mechanisms in environmental stress adaptation and stress memory in plants. Genome Biology, 18, 1–11.2865532810.1186/s13059-017-1263-6PMC5488299

[ppl13771-bib-0059] Laureano, G. , Figueiredo, J. , Cavaco, A.R. , Duarte, B. , Caçador, I. , Malhó, R. et al. (2018) The interplay between membrane lipids and phospholipase A family members in grapevine resistance against *Plasmopara viticola* . Scientific Reports, 8, 1–15.3026691210.1038/s41598-018-32559-zPMC6162203

[ppl13771-bib-0060] Laurell, C. , Berglund, T. & Ohlsson, A.B. (2022) Transcriptome analysis shows nicotinamide seed treatment alters expression of genes involved in defense and epigenetic processes in roots of seedlings of *Picea abies* . Journal of Forestry Research, 33, 1365–1375.

[ppl13771-bib-0061] Lee, C.H. & Carroll, B.J. (2018) Evolution and diversification of small RNA pathways in flowering plants. Plant & Cell Physiology, 59, 2169–2187.3016968510.1093/pcp/pcy167

[ppl13771-bib-0062] Leonetti, P. & Molinari, S. (2020) Epigenetic and metabolic changes in root‐knot nematode‐plant interactions. International Journal of Molecular Sciences, 21, 1–17.10.3390/ijms21207759PMC758942533092207

[ppl13771-bib-0063] Lievens, L. , Pollier, J. , Goossens, A. , Beyaert, R. & Staal, J. (2017) Abscisic acid as pathogen effector and immune regulator. Frontiers in Plant Science, 8, 1–15.2846963010.3389/fpls.2017.00587PMC5395610

[ppl13771-bib-0064] Liu, J. , Zhi, P. , Wang, X. , Fan, Q. & Chang, C. (2019) Wheat WD40‐repeat protein TaHOS15 functions in a histone deacetylase complex to fine‐tune defense responses to Blumeria graminis f.sp. tritici. Journal of Experimental Botany, 70, 255–268.3020489910.1093/jxb/ery330

[ppl13771-bib-0065] Liu, L. , Zhang, B. , Wang, H. , Yu, S.Y. , Guan, T.S. , Huang, Y.F. et al. (2020) Candidate resistance genes selection and transcriptome analysis for the early responses to *Plasmopara viticola* infection in grape cultivars. Journal of Plant Pathology, 102, 857–869.

[ppl13771-bib-0066] Livak, K.J. & Schmittgen, T.D. (2001) Analysis of relative gene expression data using real‐time quantitative PCR and the 2(‐Delta Delta C(T)) method. Methods (San Diego, Calif), 25, 402–408.1184660910.1006/meth.2001.1262

[ppl13771-bib-0067] Lo Scalzo, R. , Fibiani, M. , Pietromarchi, P. , Mandalà, C. & La Torre, A. (2012) Effects of different fungicide treatments on grape, must and wine quality. Communications in Agricultural and Applied Biological Sciences, 77, 151–161.23878969

[ppl13771-bib-0068] López, A. , Ramírez, V. , García‐Andrade, J. , Flors, V. & Vera, P. (2011) The RNA silencing enzyme RNA polymerase V is required for plant immunity. PLoS Genetics, 7, 1–10.10.1371/journal.pgen.1002434PMC324856222242006

[ppl13771-bib-0069] López Sánchez, A. , Stassen, J.H.M. , Furci, L. , Smith, L.M. & Ton, J. (2016) The role of DNA (de)methylation in immune responsiveness of Arabidopsis. Plant Journal, 88, 361–374.10.1111/tpj.13252PMC513206927341062

[ppl13771-bib-0070] Maia, M. , Maccelli, A. , Nascimento, R. , Ferreira, A.E.N. , Crestoni, M.E. , Cordeiro, C. et al. (2019) Early detection of *Plasmopara viticola*‐infected leaves through FT‐ICR‐MS metabolic profiling. Acta Horticulturae, 1248, 575–580.

[ppl13771-bib-0071] March‐Díaz, R. , García‐Domínguez, M. , Lozano‐Juste, J. , León, J. , Florencio, F.J. & Reyes, J.C. (2008) Histone H2A.Z and homologues of components of the SWR1 complex are required to control immunity in Arabidopsis. Plant Journal, 53, 475–487.10.1111/j.1365-313X.2007.03361.x17988222

[ppl13771-bib-0072] Marsico, A.D. , Perniola, R. & Bergamini, C. (2018) Nuovi genotipi di V. vinifera poco sensibili a Peronospora ottenuti dal Crea. Rivista di frutticoltura e di ortofloricoltura, 82, 26–31.

[ppl13771-bib-0073] Nascimento, R. , Maia, M. , Ferreira, A.E.N. , Silva, A.B. , Freire, A.P. , Cordeiro, C. et al. (2019) Early stage metabolic events associated with the establishment of *Vitis vinifera*: *Plasmopara viticola* compatible interaction. Plant Physiology and Biochemistry, 137, 1–13.3071079410.1016/j.plaphy.2019.01.026

[ppl13771-bib-0074] OIV (2009) 2nd Edition of the OIV Descriptor List for Grape Varieties and Vitis Species. Available from: https://www.oiv.int/en/technical-standards-and-documents/ (accessed July 2019)

[ppl13771-bib-0075] OIV (2021) State of the world vitivinicultural sector in 2020. *International Organisation of Vine and Wine* 1–19.

[ppl13771-bib-0076] Panigrahi, G.K. , Sahoo, A. & Satapathy, K.B. (2021) Insights to plant immunity: defense signaling to epigenetics. Physiological and Molecular Plant Pathology, 113, 1–7.

[ppl13771-bib-0077] Parker, A.H. , Wilkinson, S.W. & Ton, J. (2021) Epigenetics: a catalyst of plant immunity against pathogens. New Phytologist, 233, 66–83.3445559210.1111/nph.17699

[ppl13771-bib-0078] Pereira, G. , Pereira, J. , Santos, R.B. & Figueiredo, A. (2022) Uncovering the role of DNA methyltransferases in grapevine: *Plasmopara viticola* interaction—from genome‐wide characterization to global methylation patterns. Gene, 837, 1–9.10.1016/j.gene.2022.14669335738444

[ppl13771-bib-0079] Polesani, M. , Bortesi, L. , Ferrarini, A. et al. (2010) General and species‐specific transcriptional responses to downy mildew infection in a susceptible (*Vitis vinifera*) and a resistant (*V. riparia*) grapevine species. BMC Genomics, 11, 117.2016705310.1186/1471-2164-11-117PMC2831845

[ppl13771-bib-0080] Prakash, V. , Devendran, R. & Chakraborty, S. (2017) Overview of plant RNA dependent RNA polymerases in antiviral defense and gene silencing. Indian Journal of Plant Physiology, 22, 493–505.

[ppl13771-bib-0081] Pujara, D.S. , Kim, S.‐I. , Nam, J.C. , Mayorga, J. , Elmore, I. , Kumar, M. et al. (2021) Imaging‐based resistance assay using enhanced luminescence‐tagged pseudomonas syringae reveals a complex epigenetic network in plant defense signaling pathways. Molecular Plant‐Microbe Interactions, 34, 990–1000.3401001310.1094/MPMI-12-20-0351-TA

[ppl13771-bib-0082] Qin, C. , Li, B. , Fan, Y. , Zhang, X. , Yu, Z. , Ryabov, E. et al. (2017) Roles of dicer‐like proteins 2 and 4 in intra‐ and intercellular antiviral silencing. Plant Physiology, 174, 1067–1081.2845540110.1104/pp.17.00475PMC5462052

[ppl13771-bib-0083] Ramirez‐Prado, J.S. , Abulfaraj, A.A. , Rayapuram, N. , Benhamed, M. & Hirt, H. (2018) Plant immunity: from signaling to epigenetic control of defense. Trends in Plant Science, 23, 833–844.2997033910.1016/j.tplants.2018.06.004

[ppl13771-bib-0084] Ramirez‐Prado, J.S. , Piquerez, S.J.M. , Bendahmane, A. , Hirt, H. , Raynaud, C. & Benhamed, M. (2018) Modify the histone to win the battle: chromatin dynamics in plant–pathogen interactions. Frontiers in Plant Science, 9, 1–18.2961606610.3389/fpls.2018.00355PMC5868138

[ppl13771-bib-0085] Ramos‐Cruz, D. , Troyee, A.N. & Becker, C. (2021) Epigenetics in plant organismic interactions. Current Opinion in Plant Biology, 61, 1–10.10.1016/j.pbi.2021.10206034087759

[ppl13771-bib-0086] Rojas‐Rojas, F.U. & Vega‐Arreguín, J.C. (2021) Epigenetic insight into regulatory role of chromatin covalent modifications in lifecycle and virulence of Phytophthora. Environmental Microbiology Reports, 13, 445–457.3387656810.1111/1758-2229.12954

[ppl13771-bib-0087] Santos, R.B. , Nascimento, R. , Coelho, A.V. & Figueiredo, A. (2020) Grapevine: downy mildew rendezvous—proteome analysis of the first hours of an incompatible interaction. Plants, 9, 1–17.10.3390/plants9111498PMC769453233167573

[ppl13771-bib-0088] Savary, S. , Delbac, L. , Rochas, A. , Taisant, G. & Willocquet, L. (2009) Analysis of nonlinear relationships in dual epidemics, and its application to the management of grapevine downy and powdery mildews. Phytopathology, 99, 930–942.1959431210.1094/PHYTO-99-8-0930

[ppl13771-bib-0089] Shannon, P. , Markiel, A. , Ozier, O. , Baliga, N.S. , Wang, J.T. , Ramage, D. et al. (2013) Cytoscape: a software environment for integrated models. Genome Research, 13, 2498–2504.10.1101/gr.1239303PMC40376914597658

[ppl13771-bib-0090] Sheikh, A.H. , Nawaz, K. , Tabassum, N. , Trapp, M. , Alhoraibi, H. , Rayapuram, N. et al. (2022) Linker histone H1 regulates defense priming and immunity in plants. bioRxiv. Available from: 10.1101/2022.04.11.487821 PMC1020141536840717

[ppl13771-bib-0091] Song, J. & Bent, A.F. (2014) Microbial pathogens trigger host DNA double‐strand breaks whose abundance is reduced by plant defense responses. PLoS Pathogens, 10, 1–11.10.1371/journal.ppat.1004030PMC397486624699527

[ppl13771-bib-0092] Song, Z.T. , Liu, J.X. & Han, J.J. (2021) Chromatin remodeling factors regulate environmental stress responses in plants. Journal of Integrative Plant Biology, 63, 438–450.3342128810.1111/jipb.13064

[ppl13771-bib-0093] Unger, S. , Büche, C. , Boso, S. & Kassemeyer, H.‐H. (2007) The course of colonization of two different Vitis genotypes by *Plasmopara viticola* indicates compatible and incompatible host‐pathogen interactions. Phytopathology, 97, 780–786.1894392610.1094/PHYTO-97-7-0780

[ppl13771-bib-0094] Vezzulli, S. , Vecchione, A. , Stefanini, M. & Zulini, L. (2018) Downy mildew resistance evaluation in 28 grapevine hybrids promising for breeding programs in Trentino region (Italy). European Journal of Plant Pathology, 150, 485–495.

[ppl13771-bib-0095] Wang, L. , Chen, H. , Li, J. , Shu, H. , Zhang, X. , Wang, Y. et al. (2020) Effector gene silencing mediated by histone methylation underpins host adaptation in an oomycete plant pathogen. Nucleic Acids Research, 48, 1790–1799.3181995910.1093/nar/gkz1160PMC7039004

[ppl13771-bib-0096] Wang, M. , Weiberg, A. , Lin, F.M. , Thomma, B.P.H.J. , Da, H.H. & Jin, H. (2016) Bidirectional cross‐kingdom RNAi and fungal uptake of external RNAs confer plant protection. Nature Plants, 2, 1–10.10.1038/nplants.2016.151PMC504064427643635

[ppl13771-bib-0097] Wang, S. , Durrant, W.E. , Song, J. , Spivey, N.W. & Dong, X. (2010) Arabidopsis BRCA2 and RAD51 proteins are specifically involved in defense gene transcription during plant immune responses. Proceedings of the National Academy of Sciences of the United States of America, 107, 22716–22721.2114970110.1073/pnas.1005978107PMC3012525

[ppl13771-bib-0098] Wang, S. , Gu, Y. , Zebell, S.G. , Anderson, L.K. , Wang, W. , Mohan, R. et al. (2014) A noncanonical role for the CKI‐RB‐E2F cell‐cycle signaling pathway in plant effector‐triggered immunity. Cell Host and Microbe, 16, 787–794.2545556410.1016/j.chom.2014.10.005PMC4282163

[ppl13771-bib-0099] Weiberg, A. , Wang, M. , Lin, F.M. , Zhao, H. , Zhang, Z. , Kaloshian, I. et al. (2013) Fungal small RNAs suppress plant immunity by hijacking host RNA interference pathways. Science, 342, 118–123.2409274410.1126/science.1239705PMC4096153

[ppl13771-bib-0100] Xiao, D. , Zhou, K. , Yang, X. , Yang, Y. , Ma, Y. & Wang, Y. (2021) Crosstalk of DNA methylation triggered by pathogen in poplars with different resistances. Frontiers in Microbiology, 12, 1–15.10.3389/fmicb.2021.750089PMC874826635027912

[ppl13771-bib-0102] Xie, H. , Konate, M. , Sai, N. , Tesfamicael, K.G. , Cavagnaro, T. , Gilliham, M. et al. (2017) Global DNA methylation patterns can play a role in defining terroir in grapevine (*Vitis vinifera* cv. Shiraz). Frontiers in Plant Science, 8, 1–16.2916358710.3389/fpls.2017.01860PMC5670326

[ppl13771-bib-0103] Yan, L. , Fan, G. & Li, X. (2019) Genome‐wide analysis of three histone marks and gene expression in Paulownia fortunei with phytoplasma infection. BMC Genomics, 20, 1–14.3089811210.1186/s12864-019-5609-1PMC6429711

[ppl13771-bib-0104] Zhi, P. & Chang, C. (2021) Exploiting epigenetic variations for crop disease resistance improvement. Frontiers in Plant Science, 12, 1–13.10.3389/fpls.2021.692328PMC821293034149790

[ppl13771-bib-0105] Zhu, Q.‐H. , Shan, W.‐X. , Ayliffe, M.A. & Wang, M.‐B. (2016) Epigenetic mechanisms: an emerging player in plant‐microbe interactions. Molecular Plant‐Microbe Interactions, 29, 187–196.2652416210.1094/MPMI-08-15-0194-FI

# Supplementary material for: Transcriptomic and methylation analysis of susceptible and tolerant grapevine genotypes following Plasmopara viticola infection
**Source:** Physiol Plant. 2022 Sep 21;174(5):e13771. doi: 10.1111/ppl.13771
**Supplement:** Supplementary file 1 — Appendix S1. Supporting information.

## SUPPORTING INFORMATION

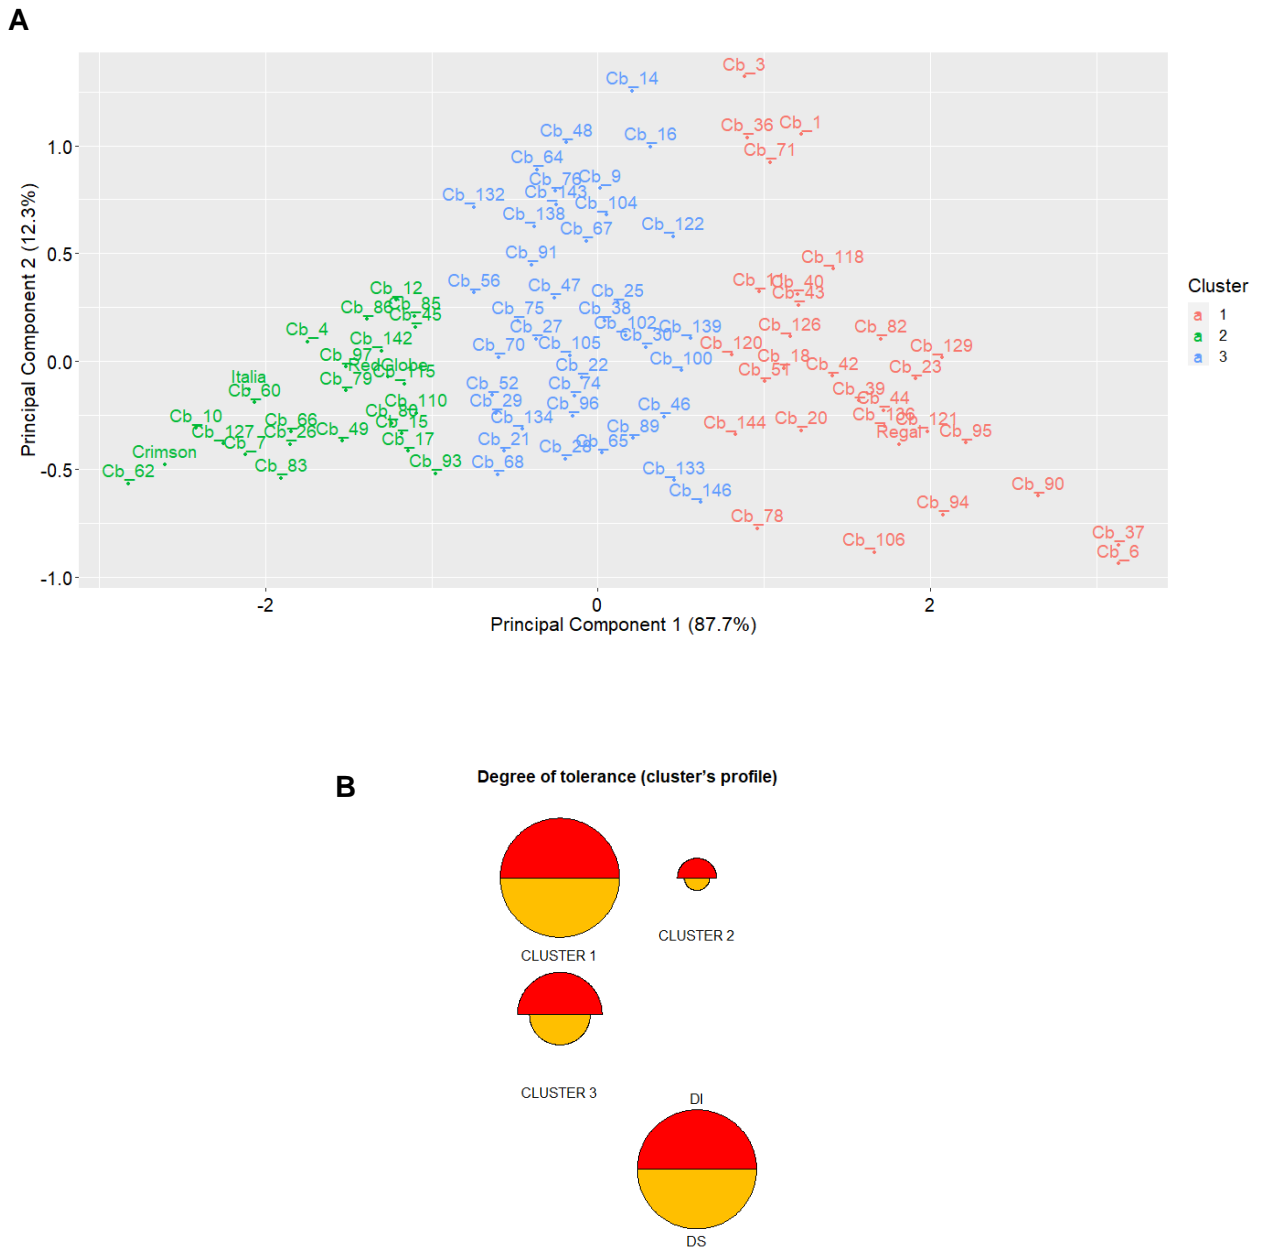

**Figure S1. Degree of tolerance/susceptibility to *P. viticola* within the cross population Red Globe x Regal.** Cluster analysis (k-means) (A) and cluster profile (B) performed on 115 new genotypes (Red Globe x Regal seedless) based on their tolerance/susceptibility to *P. viticola* infections on grape bunches. Genotypes belonging to C1 cluster showed higher susceptibility to *P. viticola*, compared to C3 (middle susceptibility) and C2 (lower susceptibility). Cb<sub>12</sub> = N20/012 (C2); Cb<sub>18</sub> = N20/020 (C1); Cb<sub>20</sub> = N20/029 (C1); Cb<sub>115</sub> = N23/018 (C2). DI = Disease index; DS = Disease severity. Circle dimension is proportional to indices values.

**A**

| Gene        | Gene ID            | Fold change<br>microarray | Fold change<br>RT-qPCR |
|-------------|--------------------|---------------------------|------------------------|
| SYD (T24)   | VIT_205s0020g02000 | -4,5                      | -2,66                  |
| LYM (T6)    | VIT_218s0001g03080 | -2,5                      | -2,44                  |
| HOS15 (S6)  | VIT_218s0001g09610 | -2,8                      | -1,49                  |
| SPO11 (S24) | VIT_219s0015g00280 | 2,6                       | 2,68                   |
| SPO11 (T6)  | VIT_219s0015g00280 | 4,5                       | 1,13                   |
| DCL2 (T24)  | VIT_204s0023g00920 | -4,1                      | -5,88                  |
| H2AX (T6)   | VIT_207s0104g00960 | -8,0                      | -5,88                  |

Pearson correlation = 0,876749751

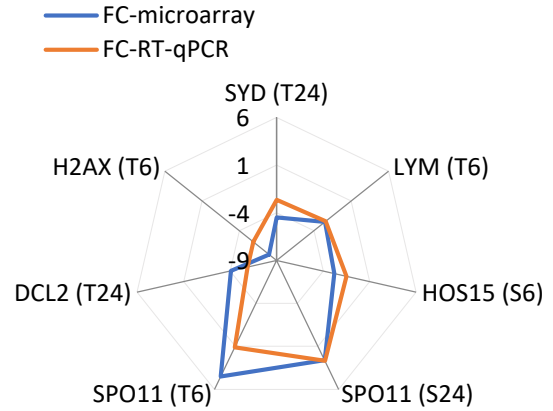

**B**

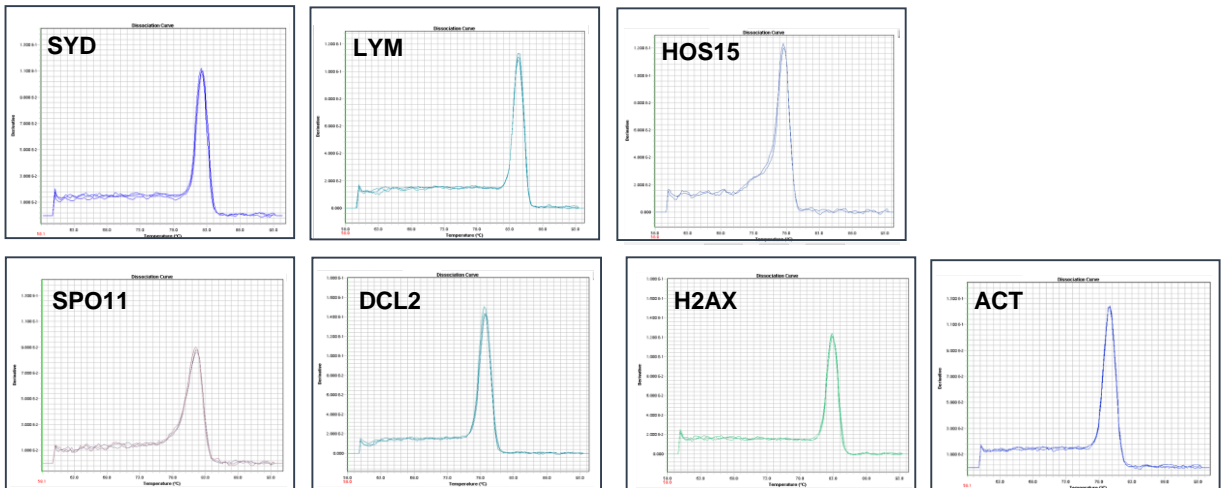

**Figure S2. RT-qPCR analysis.** A) Comparison of gene expression between microarray and RT-qPCR, calculated as fold change of *P. viticola* inoculated samples (leaves) vs control (mock). B) Dissociation curves of RT-qPCR analyses. SYD: Chromatin structure-remodeling complex protein SPLAYED; LYM: LysM domain-containing GPI-anchored protein 1; HOS15: F-box-like/WD repeat-containing protein TBL1X; SPO11: Meiotic recombination protein SPO11-1; DCL2: Dicer-like homolog 2; H2AX: Histone H2AX; ACT: Actin (housekeeping gene).

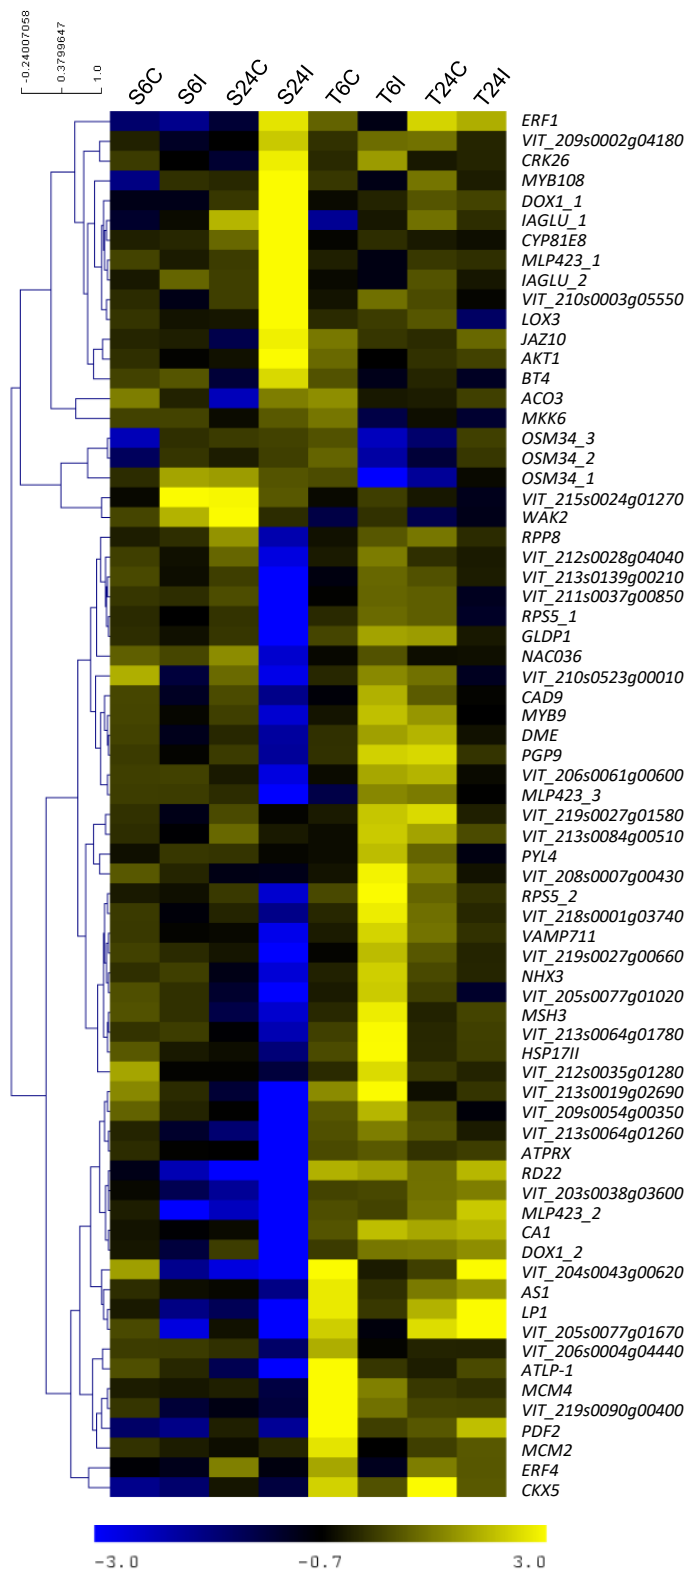

**Figure S3. Hierarchical clustering of defense related genes (DR-DEGs) differentially expressed after *P. viticola* infection.** Microarray expression data of the putatively susceptible (S) and tolerant (T) genotypes at 6 and 24 hours post inoculation (hpi) with different treatments, mock (C) and inoculated (I) were used for clustering analysis. A selection of genes significantly differentially expressed in the inoculated *versus* mock conditions is reported. For each gene, the Log<sub>2</sub> normalised expression value was used. The different colours indicate different expression values, as reported in the colour bar. Lowest and highest expression values are in blue and yellow, respectively. Gene IDs of the selected genes are reported in Table S4. A selection of defense gene is reported.

**Table S1. Primers used for RT-qPCR analyses**

| Gene  | Gene ID            | Forward                 | Reverse                 |
|-------|--------------------|-------------------------|-------------------------|
| SYD   | VIT_205s0020g02000 | CCTCCTTCCCCTTCTGTTGC    | TGAGCCTTCTGACTTTGCCC    |
| LYM   | VIT_218s0001g03080 | TCCTAGTCCTTCGGTGGTGC    | AGGGAAACTGGCTAAGGGGT    |
| HOS15 | VIT_218s0001g09610 | ACCCTTGATTGGAATGGAGATGG | AAACAACATACCAACCCTGCTCC |
| SPO11 | VIT_219s0015g00280 | AGAGTTCCGGGTCATGGTCT    | TCCTCACTTGGCATTCTCTCGT  |
| DCL2  | VIT_204s0023g00920 | CGAGCATAAGAATAACACGCCCA | CCAAGCGAAGTGAAGCGAAC    |
| H2AX  | VIT_207s0104g00960 | AAACTTCTGGGAGGCGTGAC    | GATGCGGACCCAATCTCTCC    |

**Table S4. Selection of defence related DEGs (DR-DEGs) with higher fold change regulation after *P. viticola* infection grouped through the pathway/gene they are related to.**

| GeneID V1                                                              | S6     | S24    | T6     | T24   | GeneName           | Product                                                                          | GenBank Acc.   |
|------------------------------------------------------------------------|--------|--------|--------|-------|--------------------|----------------------------------------------------------------------------------|----------------|
| <b>Pathogen-Associated Molecular Pattern (PAMP) triggered immunity</b> |        |        |        |       |                    |                                                                                  |                |
| VIT_15s0024g01270                                                      | 13,80  |        |        |       | VIT_215s0024g01270 | receptor-like protein kinase HSL1                                                | XM_010662858.1 |
| VIT_00s0429g00010                                                      |        | 15,60  |        |       | CRK26              | PREDICTED: Vitis vinifera cysteine-rich receptor-like protein kinase 29          | XM_010649338.2 |
| VIT_03s0038g03600                                                      |        | -12,98 |        |       | VIT_203s0038g03600 | serine/threonine-protein kinase CDL1-like                                        | XM_002279438.2 |
| VIT_18s0041g00040                                                      | 3,06   | -12,69 |        |       | WAK2               | wall-associated receptor kinase 2-like                                           | XM_010667126.1 |
| VIT_18s0001g03740                                                      |        |        | 7,59   |       | VIT_218s0001g03740 | PREDICTED: Vitis vinifera non-functional pseudokinase ZED1                       | XM_019217903.1 |
| VIT_11s0016g02970                                                      |        |        | -5,21  |       | MKK6               | mitogen-activated protein kinase kinase 6                                        | XM_002283455.3 |
| <b>Jasmonic Acid pathway</b>                                           |        |        |        |       |                    |                                                                                  |                |
| VIT_01s0146g00480                                                      |        | 18,76  |        |       | JAZ10              | protein tify 9                                                                   | XM_002262714.2 |
| VIT_00s0265g00170                                                      |        | 25,45  |        | -4,52 | LOX3               | lipoxygenase 2                                                                   |                |
| <b>Salicylic Acid pathway</b>                                          |        |        |        |       |                    |                                                                                  |                |
| VIT_07s0129g00210                                                      |        | 13,22  | -2,73  |       | BT4                | BTB/POZ and TAZ domain-containing protein 4                                      | XM_003632444.2 |
| VIT_12s0028g04040                                                      |        | -11,64 |        |       | VIT_212s0028g04040 | PREDICTED: Vitis vinifera protein ACCELERATED CELL DEATH 6-like                  | XM_019223359.1 |
| VIT_14s0066g01670                                                      |        | 10,09  |        |       | DOX1_1             | alpha-dioxygenase 1                                                              | XM_002279848.3 |
| VIT_14s0066g01690                                                      |        | -12,93 |        |       | DOX1_2             | alpha-dioxygenase 1-like                                                         | XM_010662647.2 |
| <b>Absciscic Acid pathway</b>                                          |        |        |        |       |                    |                                                                                  |                |
| VIT_04s0008g03950                                                      | -2,66  | -18,41 |        | 2,07  | RD22               | dehydration-responsive protein rd22                                              |                |
| VIT_08s0058g00470                                                      |        |        | 6,08   |       | PYL4               | abscisic acid receptor pyl4                                                      | XM_002264122.4 |
| <b>Ethylene pathway</b>                                                |        |        |        |       |                    |                                                                                  |                |
| VIT_05s0049g00510                                                      |        | 14,45  | -3,16  |       | ERF1               | ethylene-responsive transcription factor 1B                                      | XM_010651768.2 |
| VIT_19s0014g02240                                                      |        |        | -6,67  |       | ERF4               | ethylene-responsive transcription factor 4                                       | XP_002285146.1 |
| VIT_05s0077g01020                                                      |        |        | 6,10   |       | VIT_205s0077g01020 | probable N-acetyltransferase HLS1-like                                           | XM_002272501.2 |
| <b>Metabolism related Proteins</b>                                     |        |        |        |       |                    |                                                                                  |                |
| VIT_07s0129g00800                                                      |        | 13,02  |        |       | CYP81E8            | isoflavone 2 -hydroxylase                                                        | XM_002283756.4 |
| VIT_12s0059g02150                                                      | -2,57  | 11,76  | -3,33  |       | ACO3               | aconitate hydratase cytoplasmic                                                  | XM_002279224.3 |
| VIT_10s0003g05550                                                      |        | 29,38  |        |       | VIT_210s0003g05550 | reticuline oxidase-like                                                          | XP_002269462.1 |
| VIT_14s0066g01210                                                      |        | -30,10 |        |       | CA1                | PREDICTED: Vitis vinifera beta carbonic anhydrase 1, chloroplastic               | XM_010662610.2 |
| VIT_04s0008g01300                                                      |        | -19,02 |        | -3,86 | GLDP1              | PREDICTED: Vitis vinifera glycine dehydrogenase (decarboxylating), mitochondrial | XM_010650056.1 |
| VIT_04s0043g00620                                                      | -12,47 | -10,43 | -10,43 | 17,08 | VIT_204s0043g00620 | PREDICTED: Vitis vinifera GDSL esterase/lipase At5g33370-like                    | XM_010650646.2 |
| <b>Pathogenesis-Related (PR) Proteins</b>                              |        |        |        |       |                    |                                                                                  |                |
| VIT_05s0077g01690                                                      |        | 17,35  |        |       | MLP423_1           | PREDICTED: Vitis vinifera pathogenesis-related protein 10.8 (PR10.8)             | XM_002273779.4 |
| VIT_05s0077g01670                                                      | -8,58  | -10,23 | -9,00  |       | VIT_205s0077g01670 | PREDICTED: Vitis vinifera pathogenesis-related protein 10.7 (PR10.7)             | XM_002273754.4 |
| VIT_01s0026g00570                                                      | -7,84  | -54,44 |        | 2,34  | MLP423_2           | MLP-like protein 423                                                             | XM_002267183.3 |
| VIT_13s0019g02690                                                      | -2,60  | -11,73 |        |       | VIT_213s0019g02690 | putative lipid-transfer protein DIR1                                             | XM_002281518.3 |
| VIT_05s0077g01650                                                      |        | -8,90  | 6,31   |       | MLP423_3           | PREDICTED: Vitis vinifera pathogenesis-related protein 10.5                      | XM_002273946.4 |
| VIT_17s0000g02470                                                      |        |        | -9,29  |       | ATLP-1             | thaumatin-like protein                                                           | XM_003634158.2 |
| VIT_02s0025g04310                                                      | 3,40   |        | -12,99 | 2,87  | OSM34_1            | Vitis vinifera thaumatin-like protein (T13)                                      | AF532965.1     |
| VIT_02s0025g04330                                                      | 3,11   |        | -7,76  | 2,53  | OSM34_2            | Vitis vinifera VVTL1 (TL1), mRNA                                                 | NM_001281132.2 |
| VIT_02s0025g04330                                                      | 5,14   |        | -7,66  | 3,80  | OSM34_3            | Vitis vinifera VVTL1 (TL1), mRNA                                                 | NM_001281132.2 |
| VIT_06s0004g04440                                                      |        |        | -5,59  |       | VIT_206s0004g04440 | osmotin-like protein                                                             | XP_002281193.1 |
| VIT_08s0058g01210                                                      | -2,96  |        | -6,20  | 2,16  | LP1                | non-specific lipid-transfer protein P5                                           | XM_002270934.2 |
| VIT_07s0130g00030                                                      |        |        | -36,42 | 2,91  | PDF2               | defensin-like protein 1                                                          | XM_010654727.2 |

| GeneID V1                                          | S6    | S24    | T6     | T24   | GeneName           | Product                                                                             | GenBank Acc.   |
|----------------------------------------------------|-------|--------|--------|-------|--------------------|-------------------------------------------------------------------------------------|----------------|
| <b>Effector Triggered Immunity (ETI) - R Genes</b> |       |        |        |       |                    |                                                                                     |                |
| VIT_13s0139g00210                                  |       | -20,15 |        |       | VIT_213s0139g00210 | putative disease resistance RPP13-like protein 1                                    | XR_787311.1    |
| VIT_09s0002g05840                                  |       | -16,21 |        |       | RPS5_1             | probable disease resistance protein rps5-like                                       | XP_002281195.1 |
| VIT_15s0045g01020                                  |       | -13,50 |        |       | RPP8               | putative disease resistance protein At1g50180                                       | XM_010662983.1 |
| VIT_13s0084g00510                                  |       |        | 6,92   |       | VIT_213s0084g00510 | PREDICTED: <i>Vitis vinifera</i> putative disease resistance RPP13-like protein 1   | XM_019224396.1 |
| VIT_12s0035g01280                                  | -5,23 |        | 6,07   |       | VIT_212s0035g01280 | PREDICTED: <i>Vitis vinifera</i> disease resistance protein RFL1-like               | XM_019223277.1 |
| VIT_19s0027g01780                                  |       |        | 6,13   |       | RPS5_2             | probable disease resistance protein At1g12280                                       | XM_010646742.1 |
| VIT_13s0064g01780                                  |       |        | 6,58   |       | VIT_213s0064g01780 | putative disease resistance RPP13-like protein 1                                    | XP_010659292.1 |
| VIT_19s0027g00660                                  |       |        | 6,51   |       | VIT_219s0027g00660 | putative disease resistance protein RGA4                                            | XM_010646688.1 |
| VIT_19s0027g01580                                  |       |        | 5,81   | -6,77 | VIT_219s0027g01580 | PREDICTED: <i>Vitis vinifera</i> probable disease resistance protein At1g12280-like | XM_019217064.1 |
| <b>Immune response network</b>                     |       |        |        |       |                    |                                                                                     |                |
| VIT_05s0077g00500                                  | 3,72  | 8,74   |        |       | MYB108             | <i>Vitis vinifera</i> R2R3 transcription factor MYB108-like protein 1               | NM_001281062.1 |
| VIT_03s0038g03410                                  |       | -15,43 |        |       | NAC036             | PREDICTED: <i>Vitis vinifera</i> NAC domain-containing protein 35                   | XM_002281780.4 |
| VIT_16s0039g01710                                  |       |        | 5,85   | -4,58 | MYB9               | transcription factor MYB39                                                          | XM_003633958.2 |
| VIT_08s0007g00410                                  |       |        | -6,75  |       | AS1                | PREDICTED: <i>Vitis vinifera</i> transcription factor AS1                           | XM_002266391.3 |
| VIT_06s0061g01270                                  |       |        |        | -5,27 | DME                | PREDICTED: <i>Vitis vinifera</i> transcriptional activator DEMETER                  | XM_019220413.1 |
| VIT_05s0062g00700                                  |       | 30,82  |        |       | IAGLU_1            | PREDICTED: <i>Vitis vinifera</i> crocetin glucosyltransferase, chloroplastic        | XM_002263265.4 |
| VIT_05s0062g00710                                  | 2,19  | 27,56  |        |       | IAGLU_2            | PREDICTED: <i>Vitis vinifera</i> crocetin glucosyltransferase, chloroplastic-like   | XM_010652096.2 |
| VIT_09s0002g04180                                  |       | 7,80   |        |       | VIT_209s0002g04180 | protein PLANT CADMIUM RESISTANCE 8                                                  | XM_002279124.3 |
| VIT_11s0016g04750                                  |       | 10,94  | -2,89  |       | AKT1               | potassium channel AKT1-like                                                         | XM_002281751.2 |
| VIT_11s0016g00560                                  |       | -12,77 |        |       | ATPRX              | peroxiredoxin Q                                                                     | NM_001281040.1 |
| VIT_10s0523g00010                                  | -8,82 | -12,81 |        |       | VIT_210s0523g00010 | heat shock protein 70 -interacting                                                  |                |
| VIT_09s0054g00350                                  |       | -12,72 |        |       | VIT_209s0054g00350 | atp gtp binding protein                                                             |                |
| VIT_11s0037g00850                                  |       | -17,24 |        |       | VIT_211s0037g00850 | PREDICTED: <i>Vitis vinifera</i> protein TSS                                        | XM_003633119.2 |
| VIT_04s0008g01530                                  |       |        | 6,52   |       | HSP17II            | 17.3 kDa class II heat shock protein-like                                           | XP_003631809.1 |
| VIT_08s0007g00430                                  |       |        | 9,81   |       | VIT_208s0007g00430 | elicitor-responsive protein 1-like                                                  | XM_002270572.2 |
| VIT_00s0371g00010                                  | -2,60 |        | 6,49   |       | CAD9               | PREDICTED: <i>Vitis vinifera</i> probable mannitol dehydrogenase                    | XM_002271543.4 |
| VIT_19s0090g01480                                  |       |        | 5,92   |       | NHX3               | sodium hydrogen exchanger 4-like                                                    | XM_002276777.2 |
| VIT_11s0016g05850                                  |       |        | 6,60   |       | VAMP711            | vesicle-associated membrane                                                         |                |
| VIT_19s0090g00400                                  | -2,44 |        | -5,61  |       | VIT_219s0090g00400 | NEP1-interacting protein-like 1                                                     | XM_010646150.1 |
| VIT_00s0388g00070                                  |       |        | 5,17   | -5,37 | PGP9               | PREDICTED: <i>Vitis vinifera</i> ABC transporter B family member 9                  | XM_019222449.1 |
| VIT_18s0001g13200                                  |       |        | -3,72  | -9,07 | CKX5               | cytokinin dehydrogenase 5                                                           | XM_002280761.2 |
| <b>Genome Machinery</b>                            |       |        |        |       |                    |                                                                                     |                |
| VIT_13s0064g01260                                  |       | -15,44 |        |       | VIT_213s0064g01260 | DNA-damage-repair/toleration protein DRT100-like precursor                          | NM_001281258.1 |
| VIT_00s0274g00010                                  |       |        | 7,48   |       | MSH3               | PREDICTED: <i>Vitis vinifera</i> DNA mismatch repair protein MSH3-like              | XM_019218309.1 |
| VIT_01s0150g00390                                  |       |        | -10,25 |       | MCM2               | DNA replication licensing factor MCM2                                               | XM_002273639.2 |
| VIT_03s0038g00300                                  |       |        | -5,94  |       | MCM4               | DNA replication licensing factor MCM4                                               | XM_002274498.2 |
| VIT_06s0061g00600                                  |       |        |        | -5,68 | VIT_206s0061g00600 | PREDICTED: <i>Vitis vinifera</i> protein NUCLEAR FUSION DEFECTIVE 4                 | XM_002273067.4 |

**Table S6. Genes common to the ER-DEGs and DR-DEGs data sets.**

| Gene ID V1         | S6   | S24  | T6    | T24  | GeneName           | Product Name                                                                                    | GenBank Acc.   |
|--------------------|------|------|-------|------|--------------------|-------------------------------------------------------------------------------------------------|----------------|
| VIT_19s0015g00280  |      | 2,6  | 4,7   |      | ATSP011-1          | PREDICTED: <i>Vitis vinifera</i> meiotic recombination protein SPO11-1                          | XM_010646261.2 |
| VIT_09s0002g01350  |      |      |       | 3,6  | GRF5               | PREDICTED: <i>Vitis vinifera</i> growth-regulating factor 1                                     | XM_010656138.2 |
| VIT_00s0532g00020  |      |      | -2,1  |      | ATK1               | PREDICTED: <i>Vitis vinifera</i> kinesin-like protein KIN-14C                                   | XM_002265264.3 |
| VIT_07s0129g00210  |      | 13,2 | -2,7  |      | BT4                | BTB/POZ and TAZ domain-containing protein 4                                                     | XM_003632444.2 |
| VIT_05s0020g02000  |      |      |       | -4,5 | SYD                | PREDICTED: <i>Vitis vinifera</i> chromatin structure-remodeling complex protein SYD             | XM_010651496.2 |
| VIT_05s0077g000940 |      |      | -2,4  |      | PHYB               | phytochrome B                                                                                   | XM_002278227.2 |
| VIT_04s0023g000920 |      |      |       | -4,1 | DCL2               | PREDICTED: <i>Vitis vinifera</i> endoribonuclease Dicer homolog 2                               | XM_019219502.1 |
| VIT_14s0006g00640  | 2,0  |      |       | -4,0 | RGA1               | PREDICTED: <i>Vitis vinifera</i> DELLA protein GAI (LOC100253268)                               | XM_002266231.4 |
| VIT_08s0040g01440  | 1,8  |      |       |      | PGK1               | PREDICTED: <i>Vitis vinifera</i> phosphoglycerate kinase (LOC100243165)                         | XM_019221715.1 |
| VIT_13s0067g01660  |      | 5,3  |       |      | SYN1               | sister chromatid cohesion 1 protein 1                                                           | XM_002273343.3 |
| VIT_06s0004g05920  |      |      | -2,5  |      | PCNA2              | PREDICTED: <i>Vitis vinifera</i> proliferating cell nuclear antigen-like                        | XM_002281054.3 |
| VIT_03s0038g00300  |      |      | -5,9  |      | MCM4               | DNA replication licensing factor MCM4                                                           | XM_002274498.2 |
| VIT_01s0150g00390  |      |      | -10,3 |      | MCM2               | DNA replication licensing factor MCM2                                                           | XM_002273639.2 |
| VIT_18s0001g03080  |      |      | -2,5  |      | LYM1               | lysM domain-containing GPI-anchored protein 1                                                   | XM_002285812.2 |
| VIT_00s0227g00130  |      |      |       | -4,1 | VIT_200s0227g00130 | PREDICTED: <i>Vitis vinifera</i> adenine DNA glycosylase                                        | XM_002264991.4 |
| VIT_04s0008g02570  |      |      | 5,1   |      | RPA2               | PREDICTED: <i>Vitis vinifera</i> replication protein A 32 kDa subunit A                         | XM_002282760.3 |
| VIT_10s0003g03080  |      |      | -3,4  |      | MCM3               | DNA replication licensing factor MCM3 homolog 2                                                 | XM_010657342.1 |
| VIT_06s0061g01270  |      |      |       | -5,3 | DME                | PREDICTED: <i>Vitis vinifera</i> transcriptional activator DEMETER                              | XM_019220413.1 |
| VIT_16s0013g00310  | -2,6 |      |       |      | SUVH5              | PREDICTED: <i>Vitis vinifera</i> histone-lysine N-methyltransferase, H3 lysine-9 specific SUVH5 | XM_002277738.3 |
| VIT_07s0005g01430  |      |      | -3,0  |      | PRL                | PREDICTED: <i>Vitis vinifera</i> DNA replication licensing factor MCM7                          | XM_002276293.4 |
| VIT_17s0000g09790  | 2,1  |      |       |      | BT1                | BTB/POZ and TAZ domain-containing protein 1-like                                                | XM_002278156.3 |
| VIT_11s0016g00340  |      |      | -2,4  |      | RAD51              | DNA repair protein RAD51 homolog                                                                | XM_002273767.2 |
| VIT_06s0061g01610  | -2,5 |      |       |      | TIL1               | DNA polymerase epsilon catalytic subunit A                                                      | XM_002269884.3 |
| VIT_16s0022g01820  |      |      | -2,1  |      | PLE                | 65-kDa microtubule-associated protein 3                                                         | XM_002267548.2 |
| VIT_11s0016g05490  |      |      | -3,0  |      | ARP6               | PREDICTED: <i>Vitis vinifera</i> actin-related protein 6                                        | XM_010658136.2 |

How the deposited data were processed for this re-analysis (not part of the article)

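The authors hybridised 24 one-colour arrays and read each with Agilent Feature Extraction, whose file headers give version 10.7.1.1 where the methods name version 12.0. The deposited scanner files hold an intensity per spot, namely the processed signal, which the software makes by subtracting a background and removing a spatial trend, on a linear scale with no scaling between arrays. They also hold the median intensity of each spot and of its local background, and marks for spots that are saturated, outliers or well above background. The deposited tables of processed signals hold the same intensity, and the authors' methods describe an in silico resampling of outliers applied to it. In the deposited series table the values are log2, which the authors made in GeneSpring by a 75th percentile shift and by setting each probe to its median over all samples.

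The series table holds 17765 of the 26688 probes. Its scale, centring and direction were checked against the deposited processed signals, which, after log2, a 75th percentile shift and centring of each probe on its median, correlate with its columns at 0.998 to 1.000, so none of these stays unknown. The column medians of the series table, in the order of replicates 1 to 3, lie between -0.553 and 0.375. For N20/020 at 6 hpi they were -0.05, -0.101 and -0.079 on inoculated and 0.035, 0.0039 and 0.041 on mock arrays. For N20/020 at 24 hpi they were -0.527, -0.419 and -0.553 on inoculated and -0.141, 0.044 and -0.129 on mock arrays. For N23/018 at 6 hpi they were 0.375, 0.24 and 0.34 on inoculated and 0.058, -0.043 and -0.00023 on mock arrays. For N23/018 at 24 hpi they were 0.025, -0.069 and -0.046 on inoculated and 0.194, 0.076 and 0.157 on mock arrays.

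The values used are the processed signals of the scanner files. Control spots were left out, as were spots marked as outliers, 187 to 282 per array, since the software judges their pixels unreliable. Log2 was taken for each spot, and the array's 75th percentile over non-control spots, outliers included, was subtracted before values of the same probe were averaged. A probe counts as well above background on an array when at least 50% of its spots do. Of 26688 probes, 26316 carry a GSVIV name and 372 another name, and no gene has more than 1 probe, so the mean of all probes of a gene, which was listed as an alternative, moves nothing and was not run. Probes not well above background on all 3 arrays of any group were not tested, which left 20639 genes.

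The model was fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with 8 group means, 16 residual degrees of freedom and 2.37 prior degrees of freedom. Contrasts are inoculated minus mock in each genotype at each time, the difference of these between genotypes (N23/018 minus N20/020) and between times (24 minus 6 hpi), and 24 minus 6 hpi in mock leaves. P values were adjusted by the method of Benjamini and Hochberg over all genes tested, and for the paper's lists also over the list alone. The threshold of 0.17 is the one of the paper. Files were read with Python 3.11.15 and data.table 1.17.8. The seed was 7.

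The samples, the comparisons, the tests, the alternatives and the rule for the genes named in the text were fixed before the data were examined. Values in the paper's tables had been seen by then. The rule names the genes of Table 3, of Figure S2 and of Table S4 in the comparisons the paper gives for them, and for each comparison the 3 largest rises and the 3 largest falls among genes past the threshold whose inoculated and mock values do not overlap. Of the last kind the text names at most a pair of rises and a pair of falls per comparison. Genes named besides these are marked as such. Names come from the paper's tables, since no table of names for these IDs was among the reference files used.

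The alternatives tried are the deposited processed-signal tables, the series table values, quantile normalization, normexp background correction with an offset of 50 on the median signal and the median local background (the mean signal of the plan is not a column of these files), no filter on dim probes, only probes well above background on all arrays, a coefficient of variation under 20%, only the arrays of the comparison, a replicate block, array weights (gene by gene, because the REML method did not converge), the slide as a block, leaving out the arrays whose deposited table differs, leaving out each array in turn, an adjusted p under 0.05, and the rank product test of the paper with 1000 random sets of ranks. Added after the data were seen were leaving out the 6 hpi replicate 3 slide, the scan day as a block, and the rank product test on the series table values and on the deposited processed-signal tables.

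Whether replicates of the same number are paired was checked by correlating, across genes, the deviations of the inoculated and the mock array from their group means. The coefficients for replicates 1, 2 and 3 were 0.69, 0.74 and 0.82 for N20/020 at 6 hpi, 0.25, 0.08 and -0.07 at 24 hpi, 0.42, 0.66 and 0.71 for N23/018 at 6 hpi, and 0.58, 0.63 and 0.74 at 24 hpi, with genes not being independent replicates. The file headers place arrays of the same number and time on the same slide, and the paper names no pairing, so the fit used has no block and the replicate block is an alternative. The correlation within slides was 0.50.

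The chance share was estimated by splitting the arrays of a comparison in every other way into groups of the same sizes, 10 splits for 3 against 3 arrays and 100 for an interaction (drawn at random) or a shared count, on the 20588 genes with complete values. Of the 100, 15 for an interaction and 18 for a shared count keep the real groups of 1 comparison. For 3 against 3 arrays no split test can fall below a share of 0.1, so chance is not excluded by it. The steps were tested on simulated data with 200 changed genes, once with equal spreads and once with the measured spread of each array. With equal spreads 18.2% to 22.2% of the genes called by limma were unchanged, close to the threshold set, and 67.2% to 72.8% of those called by the rank product test. With the measured spreads the rank product test had 50.4% to 84.3% unchanged. Simulated errors were drawn independently for each array, without the correlation within slides.

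The paper's IDs were matched to array names with the tables of the paper that give both, which pair 2855 IDs of Table S2, 69 of them with more than 1 array name, to 2930 array names. In this way 526 of 578 genes of Table S3, 77 of 89 of Table S5, 67 of 69 of Table S4 and 14 of 20 of Table 3 were matched. From the list of N23/018 at 24 hpi in Table S2 no entry was used and 554 were left out, because the copy used breaks off, and 2 entries for 6 hpi were left out for the same reason. Genes that only this list pairs with an array name are therefore missing from the other lists. The GO networks and a gene family test were not run, because no annotation for these IDs was among the reference files. The DNA methylation assay, the disease scoring and the qPCR were not analysed here.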

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

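The predictions for the splits of the arrays were written before their results were seen, and those of the other tests in this part were written after.

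The response to inoculation differed between groups by a test of the difference itself. The genotype interaction passed for 4807 genes at 6 hpi and 5161 at 24 hpi, and the time interaction for 4836 genes in N20/020 and 3442 in N23/018. These results were taken up because the same comparison gave different effects in different groups, which the paper describes from separate comparisons.

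The tables argue against several technical explanations as the whole cause. Signal near background would leave few such genes among those well above background on all arrays, yet 31.6%, 44.8%, 41.1% and 22.4% of these passed, in the order given, against 23.3%, 25.0%, 23.4% and 16.7% of all genes tested. The 75th percentile scaling is replaced by quantile normalization, with which 2611, 2948, 2699 and 1642 of them did, so for the others the call depends on the scaling. Without the weak replicate 3 slide at 6 hpi 3767 genes did for the genotype interaction at 6 hpi, and 4637 and 3279 for the time interactions. The genotype interaction at 24 hpi has no array of that slide.

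A shift common to all arrays of a slide is not the cause, because it cancels within each fold change of inoculated to mock. Differences between arrays of the same slide are not covered by this. The slide as a block is no test of either. With the slide as a block all 4807, 5161, 4836 and 3442 genes stayed past the threshold in the same direction. Each slide holds inoculated and mock arrays of both genotypes, so the block leaves the fold changes as they are and their direction was fixed. The spread and the adjusted p could change, so calls could have been lost, but this does not bear on the fold changes themselves.

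Brightness stays open. Inoculated N23/018 arrays at 6 hpi were dimmer than their mock arrays on 3 of 3 slides, and inoculated N20/020 arrays at 24 hpi were brighter than theirs on 3 of 3 slides, as those at 6 hpi were. Each interaction contains at least 1 of these comparisons, so an effect of array brightness and an effect of inoculation cannot be told apart by this design for these genes.

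Chance was weighed with other splits of the arrays, some of which keep the real groups of 1 of the comparisons and so carry its response. For the genotype interaction at 6 hpi as many genes were found in 11 of 100 splits, the real one included, and 9 of these are among the 84 that keep no real groups, so chance is not excluded. For the time interaction in N20/020 it was 7 of 100, which does not exclude chance over all splits. Apart from the real one all of these keep the real groups of 1 comparison, and the 84 that keep none had at most 1 gene, so a count this large was found only where real groups were kept. Over all splits few had as many genes for the genotype interaction at 24 hpi (3 of 100) and the time interaction in N23/018 (1 of 100). The 84 splits that keep no real groups also break the response itself. These shares therefore speak against no response, not against no difference in response. For the genotype interaction at 24 hpi 2 of the 15 splits that keep real groups had as many, up to 6653. For the time interaction in N23/018 0 of 15 had. Splits that part the arrays of every slide cannot exclude chance, since these are 16 and 1 of 16 is the least they can give. The largest other count at 6 hpi, 10600, came from a split that puts both arrays of a slide on the same side, in N23/018 inoculated replicates 1 and 3 with mock replicate 3, so it follows the slides, and with the slide as a block the real count was 10828. Among those 16, the real one alone was as large for all but the time interaction in N20/020, where 2 were. A difference between the genotypes or between the times in their response to the pathogen remains an untested biological explanation.

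Of the 11 Table 3 genes tested, 5 had a genotype interaction past the threshold, namely Gamma-H2AX and H1 at 6 hpi and HTA12.1, RBR1 and RSP40 at 24 hpi. They drew attention as a difference between groups in the paper's own set of genes. Signal near background does not account for the 3 at 24 hpi, which are well above background on all 12 arrays. At 6 hpi Gamma-H2AX and H1 are each well above background on 9 of 12. Gamma-H2AX stayed past the threshold with normexp background correction (-1.11), which argues against background signal as its whole cause, while H1 did not (-0.23), so for H1 it stays open. All 5 passed with the slide as a block, which is no test here either. A shift common to all arrays of a slide cancels in these interactions, while differences between arrays of the same slide are not covered. The 75th percentile scaling is not the whole cause, since 4 passed with quantile normalization and RBR1 did not. As many genes passed in 2 of 100 splits, the real one included, but the paper selected these genes under the real grouping of the arrays, so the splits leave chance undecided. The difference in brightness described above applies to these genes too and stays open beside an untested difference between the genotypes.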

How the results depend on the processing

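Alternatives without a mark were chosen beforehand, and 4 alternatives marked below were chosen after the values were seen. S6 and S24 stand for N20/020 at 6 and 24 hpi, and T6 and T24 for N23/018.

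The 34 main counts and shares were recomputed 921 times, leaving out single arrays included, with 545 within 1.5 times the value used (10 points for a percentage) and 376 beyond it. For the 123 values of named genes and their interactions, 2160 of 2406 recomputed values kept their side of the threshold. Of the others 99 lost the call, 138 gained it and 9 changed sign with a call. Among the 2160 values, 14 changed sign without a call. Of 752 other counts and correlations 554 stayed within 1.5 times the value used (0.1 for a correlation), 196 moved beyond it and 2 changed sign. With a coefficient of variation under 20% all 112 named values with a result kept direction and call. With no filter on dim probes 120 of 123 did, and with a replicate block 121 of 123. Normexp background correction changed the call, or the sign with a call, for 23 of 123, and the sign without a call for 7. Its offset is above most signals on the dimmest arrays, so these changes cannot be put down to background alone.

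Signal over background limits what the arrays can show. On the dimmest array 19.1% of probes were well above background, and with only probes well above background on all arrays 4487 genes and 14 of the 123 named values remain. For each value below the cause was not tested, except that fewer genes tested, fewer arrays or a stricter threshold lower a count by construction. The replicate block changed the call of 2 named values, MLP423_2 (GSVIVT01020183001) T24 and the genotype interaction of HTA12 (GSVIVT01025019001), and of the other results it changed only those given below. The rank product test gives no interaction and no value for mock leaves, the clusters were not recomputed under alternatives of the test, and the gene family test and the mean of all probes of a gene were not run.

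With the deposited processed-signal tables the number of genes past the threshold was 7218 for S6, 14694 for S24, 12452 for T6 and 9193 for T24. The totals were 19141 for any comparison, 16362 for N20/020 and 15607 for N23/018. The percentage that rose was 36.7 for T24. Interaction tests past the threshold numbered 11967 for the genotype interaction at 6 hpi, 11331 for the genotype interaction at 24 hpi, 11474 for the time interaction of N20/020 and 11967 for the time interaction of N23/018. Mock time differences numbered 10909 for N20/020 and 11551 for N23/018. Shared genes numbered 4880 for S6 and T6, 7036 for S24 and T24, 5550 for S6 and S24 and 6038 for T6 and T24. Shared defence genes numbered 203 for S6 and T6 and 211 for S24 and T24. Defence list genes numbered 259 for S6, 338 for T6 and 239 for T24. Epigenetic list genes numbered 27 for S6, 41 for S24, 47 for T6 and 27 for T24. Of the Table 3 genes, 10 passed the genotype interaction.

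With the series table values the number of genes past the threshold was 7242 for S6, 13959 for S24, 12720 for T6 and 8536 for T24. The totals were 17143 for any comparison, 15327 for N20/020 and 14918 for N23/018. The percentage that rose was 39.0 for S6 and 31.6 for T24. Interaction tests past the threshold numbered 12272 for the genotype interaction at 6 hpi, 10069 for the genotype interaction at 24 hpi, 10072 for the time interaction of N20/020 and 12253 for the time interaction of N23/018. Mock time differences numbered 10741 for N20/020 and 10516 for N23/018. Shared genes numbered 5413 for S6 and T6, 7035 for S24 and T24, 5874 for S6 and S24 and 6338 for T6 and T24. Shared defence genes numbered 255 for S6 and T6 and 258 for S24 and T24. Defence list genes numbered 319 for S6, 452 for S24, 437 for T6 and 291 for T24. Epigenetic list genes numbered 38 for S6, 62 for S24, 71 for T6 and 39 for T24. Of the Table 3 genes, 11 passed the genotype interaction.

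With quantile normalization the number of genes past the threshold was 5668 for S24. The totals were 5932 for N20/020. The percentage that rose was 48.8 for S24 and 38.1 for T6. Interaction tests past the threshold numbered 3196 for the genotype interaction at 24 hpi, 3008 for the time interaction of N20/020 and 2010 for the time interaction of N23/018. Shared genes numbered 339 for S6 and T6 and 471 for S6 and S24. Epigenetic list genes numbered 14 for S24, 25 for T6 and 1 for T24.

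With normexp background correction the number of genes past the threshold was 13615 for S24, 13646 for T6 and 233 for T24. The totals were 17979 for any comparison, 13850 for N20/020 and 13718 for N23/018. The percentage that rose was 75.6 for T6. Interaction tests past the threshold numbered 14584 for the genotype interaction at 6 hpi, 9215 for the genotype interaction at 24 hpi and 8609 for the time interaction of N23/018. Mock time differences numbered 15187 for N20/020 and 2761 for N23/018. Shared genes numbered 197 for S24 and T24 and 161 for T6 and T24. Shared defence genes numbered 23 for S24 and T24. Defence list genes numbered 298 for T6 and 29 for T24. Epigenetic list genes numbered 44 for S24 and 1 for T24. Of the Table 3 genes, 10 passed the genotype interaction. The sign changed, with a call under at least 1 of both settings, for CMT1 (GSVIVT01033464001) T6 (0.55), ARP6 (GSVIVT01015556001) T6 (0.50), MKK6 (GSVIVT01015283001) T6 (0.42), ERF1 (GSVIVT01027772001) T6 (0.0379), GSVIVT01024997001 T6 (0.24), MCM2 (GSVIVT01001119001) T6 (0.0562), CMT1 (GSVIVT01033464001) for the genotype interaction at 6 hpi (1.14), ARP6 (GSVIVT01015556001) for the genotype interaction at 6 hpi (0.92) and HAG2.1 (GSVIVT01015248001) for the genotype interaction at 6 hpi (0.69).

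With no filter on dim probes the number of genes past the threshold was 671 for S6. Shared genes numbered 322 for S6 and T6.

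When only genes well above background on all arrays were tested, which are fewer, the number of genes past the threshold was 2484 for S24 and 1381 for T6. The totals were 3138 for any comparison, 2723 for N20/020 and 1616 for N23/018. The percentage that rose was 65.7 for S6 and 46.1 for T6. Interaction tests past the threshold numbered 1416 for the genotype interaction at 6 hpi, 2011 for the genotype interaction at 24 hpi, 1846 for the time interaction of N20/020 and 1004 for the time interaction of N23/018. Mock time differences numbered 2012 for N20/020 and 1909 for N23/018. Shared defence genes numbered 20 for S6 and T6 and 17 for S24 and T24. Defence list genes numbered 32 for S6, 48 for S24, 32 for T6 and 20 for T24. Epigenetic list genes numbered 4 for S24, 2 for T6 and 0 for T24. Of the Table 3 genes, 1 passed the genotype interaction. None of the genes of the qPCR pairs was tested, so 0 pairs could be compared.

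With a coefficient of variation under 20%, the largest cluster had 5 genes.

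When only the arrays of the comparison were fitted, which are fewer, the number of genes past the threshold was 118 for S6, 13768 for S24, 200 for T6 and 840 for T24. Of the genes called, the percentage that rose was 47.5 for T6 and 49.2 for T24. The number of interactions was 1965 for the genotype interaction at 6 hpi, 9266 for the genotype interaction at 24 hpi and 1510 for the time interaction of N23/018. Genes shared by comparisons came to 19 for S6 and T6, 684 for S24 and T24, 103 for S6 and S24 and 55 for T6 and T24. Shared defence genes numbered 8 for S6 and T6 and 62 for S24 and T24. Defence list genes numbered 27 for S6, 29 for T6 and 74 for T24. The epigenetic list gave 0 for S6, 2 for T6 and 5 for T24.

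With a replicate block the number of genes past the threshold was 1786 for S6 and 839 for T24. The number of interactions was 5260 for the time interaction of N23/018. Genes shared by comparisons came to 981 for S6 and T6, 629 for S24 and T24, 1219 for S6 and S24 and 518 for T6 and T24. The epigenetic list gave 3 for S6.

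With array weights the number of genes past the threshold was 7205 for S6, 14039 for S24, 9634 for T6 and 3615 for T24. Totals over comparisons came to 17854 for any comparison, 15862 for N20/020 and 11140 for N23/018. Of the genes called, the percentage that rose was 44.6 for T24. The number of interactions was 10488 for the genotype interaction at 6 hpi, 9837 for the genotype interaction at 24 hpi, 10812 for the time interaction of N20/020 and 8829 for the time interaction of N23/018. Mock time differences numbered 11784 for N20/020 and 9442 for N23/018. Genes shared by comparisons came to 3880 for S6 and T6, 2813 for S24 and T24, 5382 for S6 and S24 and 2109 for T6 and T24. Among shared genes, the defence list had 176 for S6 and T6 and 115 for S24 and T24. The defence list gave 256 for S6, 298 for T6 and 131 for T24. The epigenetic list gave 26 for S6, 42 for T6 and 8 for T24. Of the Table 3 genes, 9 passed the genotype interaction.

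With the slide as a block the number of genes past the threshold was 4379 for S6, 11180 for T6 and 3011 for T24. Totals over comparisons came to 17338 for any comparison, 14124 for N20/020 and 12179 for N23/018. Of the genes called, the percentage that rose was 44.3 for T24. The number of interactions was 10828 for the genotype interaction at 6 hpi, 9406 for the genotype interaction at 24 hpi, 9346 for the time interaction of N20/020 and 9622 for the time interaction of N23/018. Genes shared by comparisons came to 2753 for S6 and T6, 2272 for S24 and T24, 3086 for S6 and S24 and 2012 for T6 and T24. Among shared genes, the defence list had 113 for S6 and T6 and 91 for S24 and T24. The defence list gave 162 for S6, 270 for T6 and 111 for T24. The epigenetic list gave 11 for S6, 32 for T6 and 8 for T24.

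Without the arrays whose deposited table differs the number of genes past the threshold was 2685 for S6, 13948 for S24, 8740 for T6 and 5772 for T24. Totals over comparisons came to 17231 for any comparison, 14494 for N20/020 and 11526 for N23/018. Of the genes called, the percentage that rose was 38.1 for T24. The number of interactions was 8064 for the genotype interaction at 6 hpi, 9631 for the genotype interaction at 24 hpi, 8956 for the time interaction of N20/020 and 8912 for the time interaction of N23/018. Between mock groups of both times, genes that differed numbered 8499 for N20/020 and 7421 for N23/018. Genes shared by comparisons came to 1537 for S6 and T6, 4403 for S24 and T24, 2139 for S6 and S24 and 2986 for T6 and T24. Among shared genes, the defence list had 107 for S6 and T6 and 150 for S24 and T24. The defence list gave 170 for S6, 288 for T6 and 176 for T24. The epigenetic list gave 11 for S6, 38 for T6 and 19 for T24. Genes of Table 3 past the genotype interaction numbered 10.

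At an adjusted p under 0.05, a stricter threshold, the number of genes past the threshold was 431 for S6, 2170 for T6 and 197 for T24. Totals over comparisons came to 7033 for any comparison, 6063 for N20/020 and 2263 for N23/018. Tests of interactions came to 1992 for the genotype interaction at 6 hpi, 3031 for the genotype interaction at 24 hpi, 2593 for the time interaction of N20/020 and 1302 for the time interaction of N23/018. Between mock groups of both times, genes that differed numbered 2834 for N20/020 and 2597 for N23/018. In common were 183 for S6 and T6, 146 for S24 and T24, 287 for S6 and S24 and 104 for T6 and T24. Among shared genes, the defence list had 23 for S24 and T24. The defence list gave 104 for T6 and 31 for T24. From the epigenetic list, called were 10 for T6 and 1 for T24. Genes of Table 3 past the genotype interaction numbered 3.

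With the rank product test the number of genes past the threshold was 570 for S6, 2032 for S24, 566 for T6 and 997 for T24. Totals over comparisons came to 3366 for any comparison, 2413 for N20/020 and 1425 for N23/018. Of the genes called, the percentage that rose was 62.3 for S6, 49.9 for S24, 40.5 for T6 and 49.9 for T24. In common were 79 for S6 and T6, 189 for S6 and S24 and 138 for T6 and T24. Among shared genes, the defence list had 15 for S6 and T6. The defence list gave 71 for T6. From the epigenetic list, called were 3 for S6, 13 for S24 and 7 for T6.

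Without the 6 hpi replicate 3 slide, an alternative chosen after seeing the data, the number of genes past the threshold was 2198 for S6, 13333 for S24, 7760 for T6 and 3694 for T24. Over comparisons the totals became 13766 for N20/020 and 9549 for N23/018. Rises made up, in percent, 47.3 for T24. Tests of interactions came to 9991 for the genotype interaction at 24 hpi, 7980 for the time interaction of N20/020 and 7908 for the time interaction of N23/018. Between mock groups of both times, genes that differed numbered 8115 for N23/018. In common were 1235 for S6 and T6, 2792 for S24 and T24, 1765 for S6 and S24 and 1905 for T6 and T24. Of the defence list, shared genes came to 95 for S6 and T6 and 116 for S24 and T24. From the defence list, called were 155 for S6, 270 for T6 and 135 for T24. From the epigenetic list, called were 10 for S6, 37 for T6 and 12 for T24. Genes of Table 3 past the genotype interaction numbered 9.

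With the scan day as a block, also chosen after seeing the data, the number of genes past the threshold was 1845 for S6, 7690 for T6 and 906 for T24. Over comparisons the totals became 8024 for N23/018. Tests of interactions came to 5767 for the time interaction of N23/018. In common were 1028 for S6 and T6, 679 for S24 and T24, 1256 for S6 and S24 and 572 for T6 and T24. From the epigenetic list, called were 3 for S6 and 25 for T6.

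With the rank product test on the series table values, chosen after seeing the data, the number of genes past the threshold was 1364 for S24, 1593 for T6 and 1175 for T24. Over comparisons the totals became 4302 for any comparison, 2449 for N20/020 and 2518 for N23/018. Rises made up, in percent, 69.1 for S24, 46.0 for T6 and 47.6 for T24. In common were 246 for S6 and T6, 193 for S24 and T24 and 244 for S6 and S24. From the defence list, called were 219 for S6 and 90 for T24. From the epigenetic list, called were 16 for S6, 14 for S24, 54 for T6 and 5 for T24.

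With the rank product test on the deposited processed-signal tables, chosen after seeing the data, the number of genes past the threshold was 1675 for S6, 2032 for S24, 1991 for T6 and 1408 for T24. Over comparisons the totals became 5170 for any comparison, 3262 for N20/020 and 3055 for N23/018. Rises made up, in percent, 49.9 for S24 and 50.3 for T24. Shared genes numbered 445 for S6 and S24. From the defence list, called were 183 for S6 and 80 for T24. Epigenetic list genes numbered 14 for S6, 13 for S24 and 34 for T6.

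Leaving out 1 array at a time changed some results. Genes past the threshold ranged from 530 to 890 for S6, 3143 to 7505 for T6 and 193 to 556 for T24. Interactions ranged from 2214 to 5247 for the time interaction of N23/018. Mock time differences between them ranged from 3222 to 5759 for N20/020 and 3037 to 4636 for N23/018. Rises, as a percentage, ranged from 47.5 to 73.2 for T24. The genotype totals ranged from 3352 to 7701 for N23/018. Shared genes ranged from 288 to 832 for S6 and T6, 156 to 430 for S24 and T24, 384 to 610 for S6 and S24 and 134 to 508 for T6 and T24. Shared defence genes ranged from 24 to 37 for S24 and T24. Defence list genes ranged from 30 to 44 for T24. Epigenetic list genes ranged from 1 to 4 for S6, 11 to 26 for T6 and 1 to 2 for T24. Correlations of fold changes ranged from -0.40 to 0.0400 for S6 and T6 and -0.00795 to 0.24 for S24 and T24. The largest cluster ranged from 6 to 10 genes. The correlation of S6 and T6 took the value 0.0400 without S6 mock replicate 3, and that of S24 and T24 the value -0.00795 without T24 inoculated replicate 3, so both changed sign. Genes are not independent replicates, and the sign of these coefficients rests on single arrays. The spread of the pair of arrays left in a group is pooled with that of the other groups.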

Differences from the paper's values

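All values below marked as the paper's are compared with the values here. Of 47 counts and percentages 36 differ by more than 1.5 times, and of 95 fold changes 6 lie outside the spread between replicates. For each, the alternatives set before the data were examined are given with whether they differ. S6, S24, T6 and T24 are N20/020 and N23/018 at 6 and 24 hpi. The settings added later were chosen after seeing the values and stand at the end.

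S24 genes called number 1130 in the paper and 8839 here, and all 14 alternatives differ too. T6 genes called number 1151 in the paper and 5101 here, with no difference for genes well above background on all arrays and with one for the other 13. S24 genes called higher number 839 in the paper and 3041 here, with no difference for genes well above background on all arrays and the rank product test and with one for the other 12. T6 genes called higher number 371 in the paper and 3203 here, and all 14 alternatives differ too. S24 genes called lower number 291 in the paper and 5798 here, and all 14 alternatives differ too. T6 genes called lower number 782 in the paper and 1898 here, with no difference for genes well above background on all arrays and an adjusted p under 0.05 and with one for the other 12. T24 genes called lower number 265 in the paper and 171 here, with no difference for a coefficient of variation under 20% and a replicate block and with one for the other 12. Genes called in any comparison number 3108 in the paper and 11246 here, with no difference for genes well above background on all arrays and the rank product test and with one for the other 11. N20/020 genes called number 1995 in the paper and 9159 here, with no difference for genes well above background on all arrays and the rank product test and with one for the other 11. N23/018 genes called number 1549 in the paper and 5288 here, with no difference for genes well above background on all arrays, an adjusted p under 0.05 and the rank product test and with one for the other 10.

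Genes shared by S6 and T6 number 176 in the paper and 525 here, with no difference for an adjusted p under 0.05 and with one for the other 13. Genes shared by S24 and T24 number 105 in the paper and 361 here, with no difference for an adjusted p under 0.05 and with one for the other 13. Defence genes shared by S24 and T24 number 21 in the paper and 38 here, with no difference for normexp background correction, genes well above background on all arrays and an adjusted p under 0.05 and with one for the other 11.

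N20/020 defence genes, as a percentage of the genes called, are 18.4 in the paper and 3.38 here, and all 13 alternatives differ too. N23/018 defence genes, as a percentage of the genes called, are 19.6 in the paper and 3.23 here, and all 13 alternatives differ too. N20/020 epigenetic genes, as a percentage of the genes called, are 2 in the paper and 0.284 here, and all 13 alternatives differ too. N23/018 epigenetic genes, as a percentage of the genes called, are 4 in the paper and 0.321 here, and all 13 alternatives differ too.

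S6 defence genes called number 215 in the paper and 82 here, with no difference for the deposited processed-signal tables, the series table values, array weights, the slide as a block and the fit without the arrays whose deposited table differs and with one for the other 9. S6 defence genes called higher number 132 in the paper and 54 here, with no difference for the deposited processed-signal tables, the series table values, array weights, the slide as a block and the fit without the arrays whose deposited table differs and with one for the other 9. S6 defence genes called lower number 83 in the paper and 28 here, with no difference for the deposited processed-signal tables, array weights and the slide as a block and with one for the other 11. S24 defence genes called number 192 in the paper and 292 here, with no difference for quantile normalization, a coefficient of variation under 20%, an adjusted p under 0.05 and the rank product test and with one for the other 10. S24 defence genes called lower number 36 in the paper and 113 here, with no difference for the rank product test and with one for the other 13. T24 defence genes called number 111 in the paper and 48 here, with no difference for only the arrays of the comparison, array weights and the slide as a block and with one for the other 11. T24 defence genes called higher number 59 in the paper and 34 here, with no difference for only the arrays of the comparison, a replicate block, array weights, the slide as a block, the fit without the arrays whose deposited table differs and the rank product test and with one for the other 8. T24 defence genes called lower number 52 in the paper and 14 here, with no difference for array weights and the slide as a block and with one for the other 12. Of the 111 genes that Table S3 gives for T24 only 59 had a name on the array, which limits the counts here.

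S6 epigenetic genes called number 17 in the paper and 1 here, and all 14 alternatives differ too. S6 epigenetic genes called higher number 8 in the paper and 1 here, with no difference for the deposited processed-signal tables, array weights and the fit without the arrays whose deposited table differs and with one for the other 11. S6 epigenetic genes called lower number 9 in the paper and 0 here, with no difference for the slide as a block and with one for the other 13. S24 epigenetic genes called number 14 in the paper and 26 here, with no difference for quantile normalization, an adjusted p under 0.05 and the rank product test and with one for the other 11. S24 epigenetic genes called lower number 4 in the paper and 13 here, with no difference for quantile normalization, genes well above background on all arrays and the rank product test and with one for the other 11. T6 epigenetic genes called number 54 in the paper and 16 here, with no difference for the deposited processed-signal tables, the series table values, array weights and the fit without the arrays whose deposited table differs and with one for the other 10. T6 epigenetic genes called higher number 7 in the paper and 3 here, with no difference for the deposited processed-signal tables, a replicate block, array weights and the fit without the arrays whose deposited table differs and with one for the other 10. T6 epigenetic genes called lower number 47 in the paper and 13 here, with no difference for the deposited processed-signal tables, the series table values, array weights and the fit without the arrays whose deposited table differs and with one for the other 10. T24 epigenetic genes called number 14 in the paper and 2 here, with no difference for the fit without the arrays whose deposited table differs and with one for the other 13. T24 epigenetic genes called higher number 5 in the paper and 0 here, with no difference for array weights and the slide as a block and with one for the other 12. T24 epigenetic genes called lower number 9 in the paper and 2 here, with no difference for the fit without the arrays whose deposited table differs and with one for the other 13. Of the 14 genes that Table S5 gives for T24 only 2 had a name on the array.

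Fold changes are given with a minus sign where inoculated leaves are lower. GLDP1 (GSVIVT01035407001) T24 has a fold change of -3.86 in the paper and -2.27 here, with no difference for the deposited processed-signal tables, the series table values, array weights and the fit without the arrays whose deposited table differs and with one for the other 8. MLP423_2 (GSVIVT01020183001) T24 has a fold change of 2.34 in the paper and 2.07 here, with no difference for the deposited processed-signal tables, the series table values, array weights and the fit without the arrays whose deposited table differs and with one for the other 8. OSM34_1 (AF532965Tl3) T6 has a fold change of -12.99 in the paper and -9.46 here, with no difference for the deposited processed-signal tables, the series table values and quantile normalization and with one for the other 8. OSM34_2 (AF003007VVTL1) T24 has a fold change of 2.53 in the paper and 4.27 here, with no difference for normexp background correction and with one for the other 10. Table S4 gives its ID a further row, OSM34_3, whose T24 value is closer, so this difference may come from the pairing. LP1 (GSVIVT01030190001) T24 has a fold change of 2.16 in the paper and 2.48 here, with no difference for the deposited processed-signal tables and the series table values and with one for the other 9. AS1 (GSVIVT01034166001) T6 has a fold change of -6.75 in the paper and -5.85 here, with no difference for the deposited processed-signal tables and the series table values and with one for the other 9.

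The paper states that most genes called in N23/018 at 6 hpi fell. Here 3203 of 5101 rose (62.8%), and falls were the majority with quantile normalization (38.1% rose), among genes well above background on all arrays (46.1%), with only the arrays of the comparison (47.5%), with the rank product test (40.5%) and with that test on the series table values (46.0%), chosen after seeing the values and dropping 2 of the paper's 1241 array names for T6. It gives more rises than falls for N20/020 at 24 hpi, where 34.4% rose here and 49.9% with the rank product test, and 69.1% with that test on the series table values, a setting chosen after seeing the values that drops 0 of the paper's 1210 array names for S24. It describes the number of genes in N20/020 as similar at both times, and here 1030 and 8839 genes were called, but 1329 and 1364 with the rank product test on the series table values, chosen after seeing the values and dropping 0 of the paper's 1183 and 0 of its 1210 array names. Among metabolism genes of Table S4 in N20/020 at 24 hpi it describes most as higher, and here 3 of 6 tested were, each with the sign that Table S4 itself gives. The number of epigenetic genes called in N20/020 is described as slightly lower at 24 than at 6 hpi, and here it was 1 at 6 hpi and 26 at 24 hpi. Genes for PR proteins are described as more modulated in N23/018, and here 6 and 8 of 10 were called in N20/020 at 6 and 24 hpi and 8 and 4 in N23/018.

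All 11 Table 3 values tested and all Table S4 values tested have the paper's sign. Of the Table 3 genes 5 are called by the paper and not here, namely CMT1, ARP6 and HAG2.1 in T6 and HAG2.2 and SUVH5 in S6. All 5 are called with the deposited processed-signal tables, the series table values and array weights. With quantile normalization CMT1 (GSVIVT01033464001), ARP6 (GSVIVT01015556001) and HAG2.1 (GSVIVT01015248001) are called, as they are without the arrays whose deposited table differs and, chosen after seeing the values, without the 6 hpi replicate 3 slide. With the slide as a block ARP6 and SUVH5 (GSVIVT01013854001) are. Of the Table S4 values 9 are called by the paper and not here, namely WAK2, MYB108, IAGLU_2, CAD9 and GSVIVT01007268001 in S6, CKX5 in T6, and GLDP1, MLP423_2 and PDF2 in T24. All 9 are called with the deposited processed-signal tables, the series table values and array weights. MYB108 and CKX5 are called with quantile normalization. MLP423_2, PDF2, MYB108, IAGLU_2, CAD9 and GSVIVT01007268001 are called with the slide as a block, and MLP423_2 also with the replicate block, with only the arrays of the comparison, as PDF2 is, and among genes well above background on all arrays. All but IAGLU_2 and CAD9 are called without the arrays whose deposited table differs, and of these all but GLDP1 are also called, chosen after seeing the values, without the 6 hpi replicate 3 slide. Leaving out single arrays calls ARP6 and HAG2.1 without T6 inoculated replicate 3, HAG2.1 without T6 mock replicate 3 and MYB108 without S6 mock replicate 3. For SPO11, which the paper measured by qPCR, both array values are called with the deposited processed-signal tables, the series table values, array weights, the slide as a block and without the arrays whose deposited table differs.

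Chosen after seeing the values, the rank product test on the series table values, which drops 0 of 1183, 0 of 1210 and 2 of 1241 array names of the paper's lists for S6, S24 and T6, does not differ from the paper for 1364 S24 genes called, 1593 T6 genes called, 942 S24 genes called higher, 422 S24 genes called lower, 860 T6 genes called lower, 4302 genes called in any comparison, 2449 N20/020 genes called, 246 genes shared by S6 and T6, 15.2% N20/020 defence genes of the genes called, 219 S6 defence genes called, 137 S6 defence genes called higher, 82 S6 defence genes called lower, 197 S24 defence genes called, 39 S24 defence genes called lower, 90 T24 defence genes called, 55 T24 defence genes called higher, 35 T24 defence genes called lower, 16 S6 epigenetic genes called, 8 S6 epigenetic genes called higher, 8 S6 epigenetic genes called lower, 14 S24 epigenetic genes called, 4 S24 epigenetic genes called lower, 54 T6 epigenetic genes called, 7 T6 epigenetic genes called higher and 47 T6 epigenetic genes called lower. It differs for 13 of 47, namely 1175 T24 genes called (504 in the paper), 733 T6 genes called higher (371 in the paper), 559 T24 genes called higher (239 in the paper), 616 T24 genes called lower (265 in the paper), 2518 N23/018 genes called (1549 in the paper), 193 genes shared by S24 and T24 (105 in the paper), 33 defence genes shared by S24 and T24 (21 in the paper), 10.8% N23/018 defence genes of the genes called (19.6 in the paper), 1.18% N20/020 epigenetic genes of the genes called (2 in the paper), 2.26% N23/018 epigenetic genes of the genes called (4 in the paper), 5 T24 epigenetic genes called (14 in the paper), 1 T24 epigenetic genes called higher (5 in the paper) and 4 T24 epigenetic genes called lower (9 in the paper).

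Chosen after seeing the values, the rank product test on the deposited processed-signal tables, which drops 328 of 1183, 38 of 1210 and 368 of 1241 array names of the paper's lists for S6, S24 and T6, does not differ from the paper for 1014 S24 genes called higher, 889 T6 genes called lower, 183 S6 defence genes called, 132 S6 defence genes called higher, 209 S24 defence genes called, 53 S24 defence genes called lower, 80 T24 defence genes called, 58 T24 defence genes called higher, 14 S6 epigenetic genes called, 8 S6 epigenetic genes called higher, 6 S6 epigenetic genes called lower, 13 S24 epigenetic genes called and 4 S24 epigenetic genes called lower. It differs for 28 of 47.

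Chosen after seeing the values, the fit without the 6 hpi replicate 3 slide, which drops 559 of 1183, 39 of 1210 and 405 of 1241 array names of the paper's lists for S6, S24 and T6, does not differ from the paper for 155 S6 defence genes called, 105 S6 defence genes called higher, 135 T24 defence genes called, 80 T24 defence genes called higher, 55 T24 defence genes called lower, 7 S6 epigenetic genes called higher, 37 T6 epigenetic genes called, 5 T6 epigenetic genes called higher, 32 T6 epigenetic genes called lower, 12 T24 epigenetic genes called, 6 T24 epigenetic genes called higher and 6 T24 epigenetic genes called lower. It differs for 31 of 47.

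Chosen after seeing the values, the fit with the scan day as a block, which drops 800 of 1183, 55 of 1210 and 643 of 1241 array names of the paper's lists for S6, S24 and T6, does not differ from the paper for 382 T24 genes called lower and 7 T6 epigenetic genes called higher. It differs for 40 of 47.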

Other observations

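Of the tests in this part, those of replicate 3 at 6 hpi and all splits of the arrays had predictions written before their results were seen, and the others were written after.

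Replicate 3 at 6 hpi stands apart from replicates 1 and 2 in all groups. A second scan of the replicate 1 slide, which shares its identifier, would make differences between spots of a probe recur in both, and for replicates 1 and 3 the correlation of such differences among bright probes was above that of every other pair of arrays (at most 0.631) in 2 of the 4 groups. It was 0.726 and 0.724 in inoculated and mock N20/020 leaves, but 0.323 and 0.362 in N23/018. Over all probes it was 0.121 and 0.263 in N20/020 and 0.0733 and 0.121 in N23/018, against at most 0.228 for other pairs, so a second scan is neither shown nor excluded. Sample labels exchanged within replicate 3 at 6 hpi would put arrays closest to another group, and 0 of the 4 were. For mock arrays the correlation with the own group barely exceeded the best other, at 0.871 against 0.869 in N20/020 and 0.904 against 0.901 in N23/018. For inoculated arrays it was 0.907 against 0.898 and 0.798 against 0.747. For the mock arrays an exchange is therefore not firmly excluded. Weak signal alone stays open, because among the brightest 25% of genes 4 of 8 correlations of replicate 3 with replicate 1 or 2 reached the lowest value at 24 hpi (0.921). They ranged from 0.866 to 0.962, against 0.984 for the lowest between replicates 1 and 2. No biological explanation was tested.

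The deposited processed-signal tables of 5 arrays are unlike their scanner files. Values drawn from replicates 1 and 2 of the condition would lie between those replicates, and the lowest share of such spots among the 5 arrays was 81.8%, against at most 69.2% in unaltered replicate 3 arrays. These shares depend on brightness, and with every array divided by its 75th percentile they were 55.1% to 74.1% against 33.1% to 36.9%. This is consistent with values drawn from the other replicates. The deposited values of these arrays correlated with the mean of replicates 1 and 2 at 0.993 to 0.999, so they are not independent of these replicates. At 6 hpi, log2 ratios of inoculated to mock in replicate 3 correlated with those of replicates 1 and 2 at 0.84 and 0.85 in N20/020 with the deposited values, and at 0.39 and 0.35 with the scanner files. In N23/018 the coefficients were 0.78 and 0.88 against 0.40 and 0.38.

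Mock leaves differed between 6 and 24 hpi, with 5204 genes past the threshold in N20/020 (2447 higher at 24 hpi, 2757 lower) and 4725 in N23/018 (2525 higher, 2200 lower). Among genes well above background on all arrays 44.8% and 42.5% passed, so signal near background is not the whole cause. Each slide holds arrays of 1 time, and with the slide as a random block 5168 and 4591 genes passed, but slide differences and time cannot be told apart, because they are confounded. Leaving out 1 array gave 3222 in N20/020 without mock replicate 3 at 24 hpi, and 3037 and 3127 in N23/018 without mock replicate 3 at 24 and at 6 hpi. In 1 of 10 splits for each genotype, the real one, the count was as large, which cannot exclude chance with 3 against 3 arrays. A change of leaves with time stays untested.

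More genes fell than rose in N20/020 at 24 hpi, where 34.4% rose. Signal near background is not the cause, since 32.7% rose among genes well above background on all arrays. In N23/018 at 6 hpi 62.8% rose, and signal near background fits there, with 46.1% among genes well above background on all arrays. With quantile normalization 48.8% and 38.1% rose, but it centres the fold changes and so cannot decide whether the 75th percentile scaling is the cause, which stays open. No biological explanation was tested. The median log2 fold change fell with signal in that comparison, from 0.96 and 0.41 over the dimmer genes, split by signal, to -0.04 and -0.14 over the brighter ones. In N20/020 at 24 hpi it went from -0.61 and -0.29 to -0.05 and -0.12.

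The count of 5101 genes in N23/018 at 6 hpi comes from the comparison with the most variable arrays. A larger spread of the dimmest arrays would leave few genes with array weights, yet 9634 passed, which argues against it as the whole cause. In simulated data with the measured spreads 80.5% of the genes called there were unchanged, and 25.0% with array weights, so the value of 9634 does not settle it. Those data had 200 changed genes and no deviation shared within slides, where the measured correlation was 0.50. The shares therefore cannot be carried over. A large part of the 5101 genes may be wrong calls, but how many stays open. The weight of inoculated replicate 3 was 0.0625, and the largest weight was 4.34.

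Fold changes of the genotypes at 6 hpi correlated at -0.26 across genes, which are not independent replicates, but the sign rests on single arrays, with 0.0400 without mock replicate 3 of N20/020 and -0.12 and -0.13 without its inoculated replicates 1 and 2. The coefficient was -0.21 among genes well above background on all arrays, -0.20 with quantile normalization and -0.20 without the weak replicate 3 slide at 6 hpi. These values lie within the spread from leaving out 1 array, so signal near background, the 75th percentile scaling and that slide stay open, as do dimmer inoculated arrays of N23/018 and an untested difference between genotypes.

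Other splits of the arrays gave as many genes past the threshold in 1 of 10 splits for N20/020 at 6 hpi, 1 of 10 at 24 hpi, 2 of 10 for N23/018 at 6 hpi and 1 of 10 at 24 hpi, the real one included. With 3 against 3 arrays 1 of 10 is the least such splits can give, so they cannot exclude chance in any of them, though for N20/020 at 24 hpi all other splits had 0 genes. The other split in N23/018 at 6 hpi, with 7206 genes, sets inoculated replicates 1 and 3 and mock replicate 3 against the rest and so follows the slides. With the slide as a block this comparison has 11180 genes. Its counterpart in N23/018 at 24 hpi gave 440. Among the 4 splits that part the arrays of every slide only the real one was as large.

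For shared genes, as many were found in 6 of 100 splits for both genotypes at 6 hpi. Of these, 5 are among the 81 that keep no real groups, so chance is not excluded there. For both genotypes at 24 hpi it was 2 of 100, and for both times 1 of 100 in N20/020 and 1 of 100 in N23/018. Splits that keep no real groups break the responses too, so these shares speak against no response, not against sharing by chance. The 16 splits that part the arrays of every slide cannot exclude chance. The largest other value at 6 hpi, 2876, comes from splits that follow the slides, and with the slide as a block 2753 genes were shared. The defence list gave as many genes in 1 of 10 splits in each of the comparisons, and the epigenetic list in 2 of 10 for N20/020 at 6 hpi and 1 of 10 in the others, none of which can exclude chance.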
